# Dysregulated ceramides metabolism by fatty acid 2-hydroxylase exposes a metabolic vulnerability to target cancer metastasis

**DOI:** 10.1038/s41392-022-01199-1

**Published:** 2022-10-24

**Authors:** Xuantong Zhou, Furong Huang, Gang Ma, Wenqing Wei, Nan Wu, Zhihua Liu

**Keywords:** Drug development, Cancer metabolism, Metastasis, Gastrointestinal cancer, Oncogenes

## Abstract

Whereas it is appreciated that cancer cells rewire lipid metabolism to survive and propagate, the roles of lipid metabolism in metastasis remain largely unknown. In this study, using esophageal squamous cell carcinoma (ESCC) as a pulmonary metastasis model, we find that the enzyme fatty acid 2-hydroxylase (FA2H), which catalyzes the hydroxylation of free fatty acids (FAs), is enriched in a subpopulation of ESCC cells with high metastatic potential, and that FA2H knockdown markedly mitigates metastatic lesions. Moreover, increased FA2H expression is positively associated with poor survival in patients with ESCC. Lipidomics analysis identifies that two dihydroceramides—Cer(d18:0/24:0) and Cer(d18:0/24:1)—are increased in FA2H-depleted metastasizing ESCC cells. Upon administration, Cer(d18:0/24:0) and Cer(d18:0/24:1) impair the formation of overt metastases in a mouse experimental metastasis model. Then, forkhead box protein C2 (FOXC2) and FA2H are found to be co-upregulated in metastatic ESCC cell populations and ESCC specimens, and FA2H expression is further experimentally verified to be transcriptionally induced by FOXC2, which is boosted per se by tumour necrosis factor α (TNFα), a critical pro-metastasis cytokine in the tumour microenvironment, in metastasizing cells. Together, these results demonstrate that TNFα-FOXC2-FA2H is a novel signaling axis to promote metastasis, and its downstream dihydroceramide products could be promising drugs to intervene in metastasis.

## Introduction

Metastasis is the leading cause of cancer-related mortality. As metastasis involves diverse hostile microenvironments, these disseminated cells exploit various mechanisms to survive en route to and thrive in a distant organ.^1,2^ An emerging mechanism is that cancer cells efficiently adjust their metabolic programs during a harsh metastatic cascade.^3^ Several critical metabolites, such as lactate, pyruvate, glutamine, serine, alanine, proline, as well as asparagine, have been identified to play pro-metastasis roles in distinct cancer settings.^3^

Since metastases are of metabolic dependence, intervening in the functions of dysfunctional proteins in critical metabolic processes could prevent and/or treat metastasis in cell-line-derived or patient-derived xenograft models.^3^ Recent studies reported that monocarboxylate transporter 1 (MCT1), which transports extracellular lactate into the tumour cells, increased melanoma cells in circulation to promote the formation of metastatic lesions.^4^ When MCT1 inhibitor AZD3965 was administrated in mouse, and patient-derived melanoma models, the metastatic potential of melanoma cells was markedly impaired without affecting subcutaneous growth at primary sites.^4^ Despite the growing evidence highlighting the unique metabolic properties in metastatic cancer cells, the links between metabolism and metastatic formation are not yet fully understood.

Lipids are generally classified as fatty acids (FAs), triacylglycerols, glycerophospholipids, sphingolipids, and steroids, which are essential for building bio-membranes, storing energy, and relaying signals, respectively. Dysfunctional lipid metabolism in tumour initiation and progression has drawn growing attention in recent years.^5,6^ Key enzymes in uptake, de novo synthesis, and catabolic metabolism of lipids were aberrantly overexpressed or hyperactivated in distinct cancer types, accordingly sustaining growth, invasion, and metastasis in neoplastic cells.^5,6^ CD36 (also known as FAs translocase) delivers polyunsaturated fatty acids into cells, and its increased expression was indicative of poor prognosis in patients with cancers.^5^ Mechanistically, CD36 was enriched in a population of metastasis-initiating cells, and high-fat diets promoted the metastatic potential of CD36^high^ cells.^7^ Intriguingly, the neutralizing antibody blocking CD36 remarkably mitigated metastasis in melanoma and breast cancer.^7^ With respect to the biogenesis of FAs, adenosine triphosphate citrate lyase (ACLY), acetyl-CoA carboxylase (ACC), and fatty acid synthase (FASN) are three critical enzymes catalyzing the production of lipids, and their pro-metastasis functions were reported in multiple cancer settings.^6^ Three phase II clinical trials are currently in progress to evaluate the FASN inhibitor TVB-2640, as a single agent, in non-small cell lung cancer harboring KRAS mutations (NCT03808558), or synergistic with paclitaxel and trastuzumab to treat patients with advanced HER2^+^ breast cancer (NCT03179904), as well as combinatorial administration of TVB-2640 and bevacizumab in patients with first relapsed astrocytoma (NCT03032484).^5^ The catabolism of lipids was also involved in metastasis. Monoacylglycerol lipase (MAGL), which catalyzes the lysis of monoacylglycerols (MGs) to free FAs, was demonstrated to accelerate aggressive cellular traits, including metastasis. The catalytic site of MAGL was irreversibly blocked by JZL184, leading to the impairment of metastatic potential in lung, breast, and prostate cancer cells.^8–10^ These discoveries underline that metastatic cancer cells heavily rely on specific intracellular lipids, thereby prompting us to further investigate how rewired lipid metabolism contributes to metastasis.

As the lung is susceptible to metastatic lesions, we established two populations of cells with high potential for pulmonary metastasis—namely K30LM3 and K450LM2, respectively—from esophageal squamous cell carcinoma (ESCC) cell line KYSE30 and KYSE450 (named after K30P and K450P, respectively). Among the differentially expressed genes between the parental (K30P and K450P) and the metastasizing (K30LM3 and K450LM2) cells, the fatty acid 2-hydroxylase (FA2H) displayed increased expression in the latter populations. FA2H is responsible for adding a hydroxyl group to the C-2 position of free FAs to yield 2-hydroxy FAs, the products of which are further converted to a subset of sphingolipids and glycosphingolipids.^11,12^ FA2H and its catalytic products play vital roles in the epidermis and nervous system under physiological conditions, as exemplified by the observation that mutations in FA2H are implicated in spastic paraparesis and leukodystrophy.^13^ In recent years, it is becoming increasingly evident that FA2H also functions in several cancer types. FA2H was implicated in cAMP-induced cell cycle withdrawal in Schwannoma cell line D6P2T.^14^ Silencing of *FA2H* accelerated proliferation in gastric, colorectal, and breast cancer cells.^15–17^ Additionally, increased FA2H attenuated the resistance to cisplatin treatment in gastric cancer cells and rendered human cancer cells less refractory to antitumor drug PM02734.^15,18^ Moreover, FA2H is highly expressed in lung adenocarcinoma tissues compared with squamous and neuroendocrine carcinoma tissues, thereby leading to the accumulation of 2-hydroxy HexCers.^19^ FA2H was also reported to promote the migration in breast cancer cell line MDA-MB-231 and MCF-7 in vitro.^20^ These results indicate that FA2H is probably a key enzyme controlling the survival of cancer cells; however, the functions and the regulatory mechanisms of FA2H in cancer biology, especially in metastasis, remain largely unexplored. Hereafter, we investigated how FA2H regulated ESCC metastasis and identified TNFα activated FOXC2-FA2H axis as a novel signal axis to promote metastasis of ESCC cells.

## Results

### ESCC cells with high metastatic potential are enriched via in vivo selection

In vivo selection enabled the enrichment of cancer cell subpopulations with enhanced metastatic potential.^21^ Accordingly, we first exploited a similar strategy to select highly metastatic ESCC cell sublines. Briefly, luciferase-expressing parental KYSE30 (K30P) and KYSE450 (K450P) cells were injected into the tail veins of SCID/Beige mice, respectively. As shown in Fig. 1a, we obtained highly metastatic KYSE30 (K30LM3) and KYSE450 (K450LM2) cell populations upon completing in vivo selection and in vitro propagation. Notably, K30LM3 and K450LM2 cells displayed both enhanced migration and invasiveness compared to the parental cells (Fig. 1b, c and Supplementary Fig. 1a, b). We next compared the lung metastasis potential between LM cells and parental cells, finding that LM cells yielded more extensive pulmonary lesions (Fig. 1d and Supplementary Fig. 1c–e). Interestingly, pulmonary metastatic loci occurred within only one month in mice injected with LM cells, while it took ~3 months for parental populations to form overt metastases (Data not shown).

**Fig. 1:**
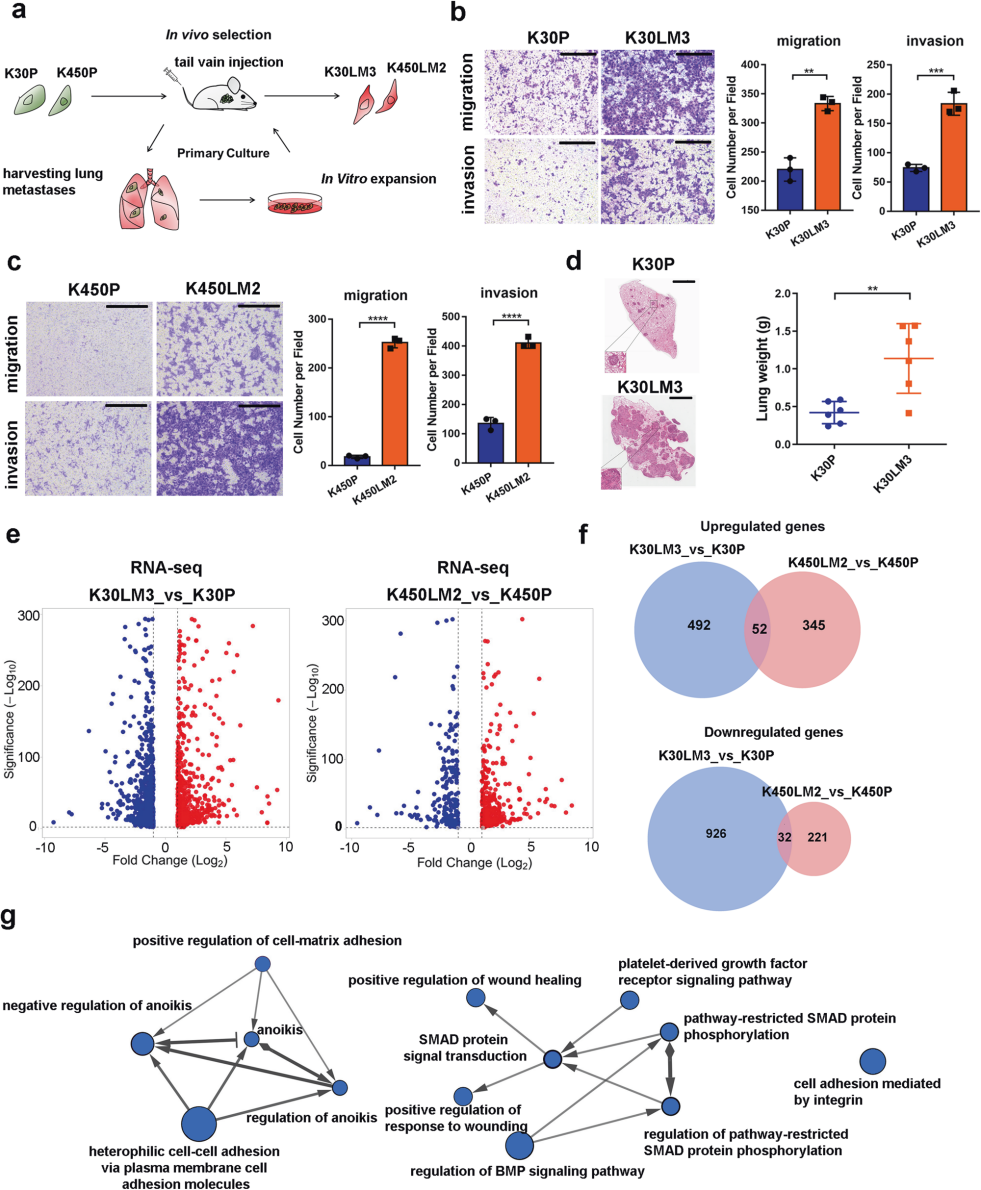
The selection of ESCC cells with high metastatic potential. **a** Schematic showing establishment of highly lung metastatic ESCC sublines by in vivo selection. **b**, **c** Transwell assay was performed to compare the migration and invasion ability of K30P/K30LM3 cells (**b**) or K450P/ K450LM2 cells (**c**). Scale bar, 500 µm. **d** Representative H&E images of lung tissues harvested from K30P and K30LM3 tail-vain injected mice (left panel). Scale bar, 2 mm. Statistical analysis of lung weight in each group (right panel). **e** Volcano plot showing the differential expressed genes between K30P and K30LM3 (left panel) or K450P and K450LM2 (right panel) cells by RNA-seq analysis (false-discovery rate (FDR) < 0.05, fold-change > 2). **f** Venn diagrams show upregulated and downregulated genes in LM cells relative to parental cells. **g** Cytoscape analysis shows the enrichment of metastasis related pathways in LM cells. The node size is proportional to the number of genes for each pathway term. Error bars denote mean ± SD. **P < 0.01, ***P < 0.001, ****P < 0.0001

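RNA was sequenced from 4 groups of 3 libraries each. K30P and K450P are the parental cultures of KYSE30 and KYSE450, which are established human esophageal squamous cell carcinoma lines. K30LM3 and K450LM2 are the populations recovered from mouse lung after 3 and 2 rounds of in vivo selection, respectively. The methods call the 3 libraries of a group biological replicates and do not state whether they came from separate cultures, so the p-values measure the spread between these libraries, which can be technical. Poly(A) RNA was made into libraries with a directional kit. The authors deposited a table of FPKM, fragments scaled by transcript length and library size, for the same gene IDs in all 12 libraries. The submitters' processing notes name FastQC, Trimmomatic 0.36, STAR 2.5.1b, RSEM 1.2.29 and edgeR 3.8.5 with the genome build hg19. The table holds no counts, but its lowest values rise in steps worth 1 fragment each, and the depth was estimated from these steps. The estimates were 26.5 ± 2.6 M fragments (SD, n = 3 libraries) in K30P, 24.9 ± 3.1 M in K30LM3, 26.5 ± 1.7 M in K450P and 26.6 ± 2.6 M in K450LM2. FPKM are not counts, so each selected population was compared with its own parental cells by limma on log2(FPKM + 0.1), over the genes with an FPKM of at least 1 in at least 3 of the 6 libraries. Upregulated and downregulated stand for genes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 2, the thresholds of Fig. 1e. Fold changes on this scale understate the change of genes with a low FPKM. An exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.1, which is why the test pools the spread across genes.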

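Relative to K30P cells, 371 genes were upregulated and 820 were downregulated in K30LM3 cells, out of 14197 genes tested. In K450LM2 cells 277 genes were upregulated and 176 were downregulated relative to K450P cells, out of 13819. The largest rises in K30LM3 among genes with a mean FPKM of at least 5 included the basal keratin gene *KRT5*, from 0.103 ± 0.091 FPKM (SD, n = 3) in K30P to 16.0 ± 0.90, the cancer-testis genes *MAGEA12* and *CSAG1*, the cytokine gene *IL6*, the chemokine gene *CX3CL1* and *VIM*, which encodes the intermediate filament protein vimentin. The largest falls included *IGFBP5* and *IGFBP2*, which encode secreted proteins that bind insulin-like growth factors, the efflux transporter gene *ABCC2*, from 33.0 ± 1.2 to 0.887 ± 0.050 FPKM, and the secreted matrix genes *SPP1* and *COL12A1*. In K450LM2 the amino acid transporter gene *SLC38A5* rose from 0.16 ± 0.15 to 70.5 ± 2.1 FPKM, and *BST2*, an interferon-induced gene, and *SOX15*, a transcription factor gene, were also among the 10 largest rises. The largest falls in K450LM2 included the RNA-binding protein gene *IGF2BP1*, the collagenase gene *MMP1*, the long noncoding RNA *H19* and *CALML3*, an epithelial calmodulin gene. Hierarchical clustering over 15488 genes (1 − Pearson r, average linkage) put the libraries of each line on a branch of their own and, within each line, the selected and the parental libraries on separate branches. Pearson's r across genes, which are not independent replicates, was 0.9825 to 0.9857 within a group. It was 0.9509 to 0.9545 between K30LM3 and K30P, 0.9705 to 0.973 between K450LM2 and K450P and 0.7447 to 0.7849 between the lines. All 3 selected libraries lay on one side of all 3 parental libraries for 66.9% of all tested genes in KYSE30 and 40.3% in KYSE450, where chance gives 10%. After quantile normalization of the log2 values, the split in K30LM3 was 485 genes upregulated and 549 downregulated. Reads from near-identical genes, such as members of the keratin and *MAGEA* families, can be divided between them.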

To elucidate molecular mechanisms governing metastatic spread of LM cells to the lung, we performed RNA-sequencing (RNA-seq) analysis to characterize DEGs between LM and parental cells, revealing remarkable genetic differences based on unsupervised hierarchical clustering analysis (Fig. 1e and Supplementary Fig. 2a). In total, K30LM3 and K450LM2 cells shared 52 upregulated and 32 downregulated genes, among which some genes were answerable for enhanced metastatic potential (Fig. 1f). 

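Of the 12650 genes tested in both lines, 30 were upregulated in both K30LM3 and K450LM2 and 22 were downregulated in both. Independent lists of these sizes would share 3.84 upregulated and 4.15 downregulated genes (one-sided Fisher's exact test, p = 1.22e-18 and p = 9.88e-11). The gene with the largest rise shared by both lines was *CYBA*, which encodes the p22phox subunit of NADPH oxidases, with log2 fold changes of 4.49 (standard error 0.13, adjusted p = 3.44e-07 from limma) in K30LM3 and 5.30 (standard error 0.30, adjusted p = 1.39e-05) in K450LM2. The other shared rises included *PHYHD1*, *SOSTDC1*, a secreted antagonist of BMP and WNT signaling, the kallikrein gene *KLK10*, the matrix genes *PXDN* and *COL16A1*, *TIMP3*, an inhibitor of metalloproteinases, the adhesion molecule gene *CEACAM6*, the receptor tyrosine kinase gene *AXL*, and *FA2H*. The largest shared fall was that of *IGFBP5*, with log2 fold changes of −5.24 (standard error 0.15, adjusted p = 2.74e-07 from limma) in K30LM3 and −4.04 (standard error 0.26, adjusted p = 2.75e-05) in K450LM2. *IGFBP2*, *H19*, the squamous differentiation gene *SPRR3* and the transcription factor gene *RUNX2* were also downregulated in both. Another 27 genes changed in opposite directions. The 7 genes upregulated in K30LM3 and downregulated in K450LM2 included *CDH2*, *CALML3* and *ZNF750*, and the 20 genes with the reverse pattern included *BST2*. These opposite overlaps also exceeded the 2.12 and 7.51 genes that independent lists would share (one-sided Fisher's exact test, p = 0.00535 and p = 6.38e-05). With a pseudocount of 1 the log2 fold change of *COL16A1* in K450LM2 was 0.78, below the fold threshold, as was that of *BST2* in K30LM3. Without the filter on low FPKM 64 genes were upregulated in both lines, and with a minimum of 5 FPKM 9 were. With a pseudocount of 1 in place of 0.1 the shared counts were 19 upregulated and 10 downregulated genes.

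**Figure D1:**
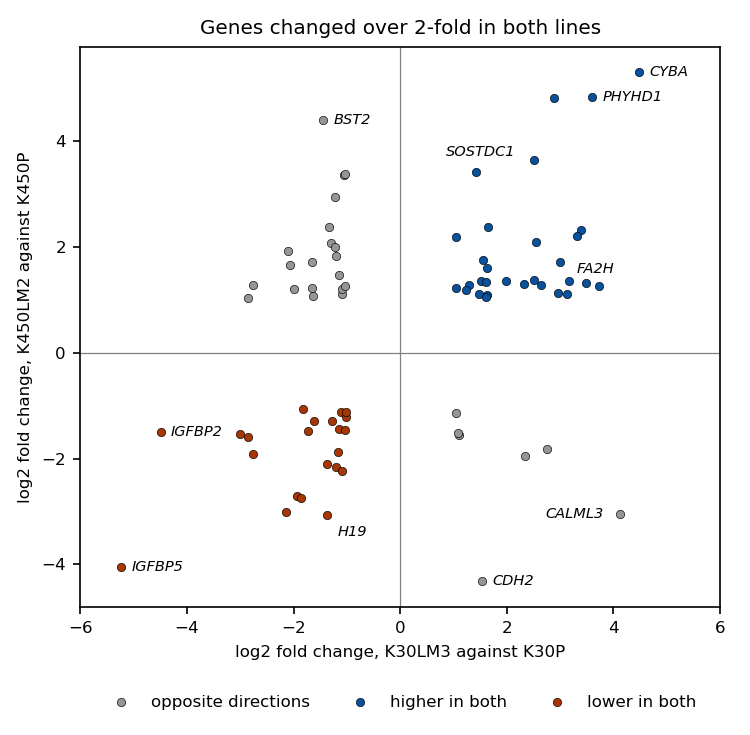
Log2 fold changes of the genes that passed both thresholds in both lines, with K30LM3 against K30P on the x axis and K450LM2 against K450P on the y axis, 1 point per gene. The 30 genes at upper right rose in both lines, the 22 at lower left fell in both, and the 27 grey points changed in opposite directions.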

Geneset enrichment analysis (GSEA) showed that a subset of DEGs in common were significantly enriched in EMT gene signature (Supplementary Fig. 2b). 

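An epithelial-mesenchymal transition (EMT) and mesenchymal list was written from general knowledge, so it is not the signature that the paper tested by GSEA. In K30LM3 cells, 22 of its 123 measured genes were upregulated and 9 were downregulated. *VIM* rose from 1.18 ± 0.17 FPKM (SD, n = 3) in K30P to 33.0 ± 1.9 in K30LM3, and *SPARC* and *COL16A1*, which encode extracellular matrix proteins, rose by 3.15 and 3.00 on the log2 scale. *SPP1*, *IGFBP2*, *COL12A1* and *SLIT2* belong to the same list and fell. In K450LM2 cells, 15 of 117 genes were upregulated and 8 were downregulated. The gelatinase gene *MMP2* rose from 2.34 ± 0.21 to 17.4 ± 0.42 FPKM, and *MFAP5*, a gene of elastic microfibrils, and the chemokine genes *IL8* and *CXCL1* also rose. *LUM* and *TAGLN*, which belong to this list and to the fibroblast and smooth muscle markers, went from 0.567 ± 0.092 to 2.21 ± 0.35 FPKM and from 5.23 ± 0.40 to 10.4 ± 0.93 in K450LM2, and those markers had adjusted p = 0.0236 by camera, or adjusted p = 0.265 with an estimated correlation. *CDH2*, which encodes N-cadherin, fell from 3.08 ± 0.079 to 0.06 ± 0.02 FPKM in K450LM2 and rose from 0.55 ± 0.035 to 1.78 ± 0.04 in K30LM3. The difference in its change between the lines was 5.85 on the log2 scale (adjusted p = 3.56e-09, limma interaction term), or 2.79 with a pseudocount of 1, where its log2 fold change in K30LM3 was 0.84 and below the fold threshold. For *VIM* that difference was 5.47 (adjusted p = 1.00e-09), and its log2 fold change in K450LM2 was −0.77 (standard error 0.14, adjusted p = 0.00533), below the fold threshold. None of the EMT transcription factor genes *SNAI2* (Slug), *TWIST1* and *SNAI1* (Snail) passed both thresholds in either line. The log2 fold change of *SNAI2* was −0.18 (adjusted p = 0.0179 from limma) in K30LM3 and −0.22 (adjusted p = 0.00961) in K450LM2, and that of *TWIST1* was 0.78 (adjusted p = 0.000189) and −0.19 (adjusted p = 0.192). *SNAI1* stayed under 1 FPKM in all 12 libraries and was not tested. *CDH1* (E-cadherin) had log2 fold changes of 0.21 (adjusted p = 0.00681) and 0.16 (adjusted p = 0.113). Adjusted over the list alone, 22 genes rose and 9 fell in K30LM3, and 16 rose and 8 fell in K450LM2. Against all other tested genes, limma's camera with a preset correlation of 0.01 gave the list an upward direction with adjusted p = 0.0592 in K30LM3 and adjusted p = 0.245 in K450LM2, and with an estimated correlation adjusted p = 0.255 and adjusted p = 0.401. Among the called genes alone, the adjusted p was 0.000263 in K30LM3 and 0.763 in K450LM2. On that background, where 371 genes rose and 820 fell, nearly every list tested in K30LM3 moved upward. The upward direction is therefore not particular to the EMT list. Its adjusted p by camera was the lowest on that background, level with a list of TNFα and NF-κB target genes. Other lists there ranged widely, for example 0.00201 for squamous differentiation genes and 0.308 for TGFβ and BMP genes. Without K30P replicate 1 the adjusted p over all tested genes in K30LM3 was 0.0431.

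**Figure D2:**
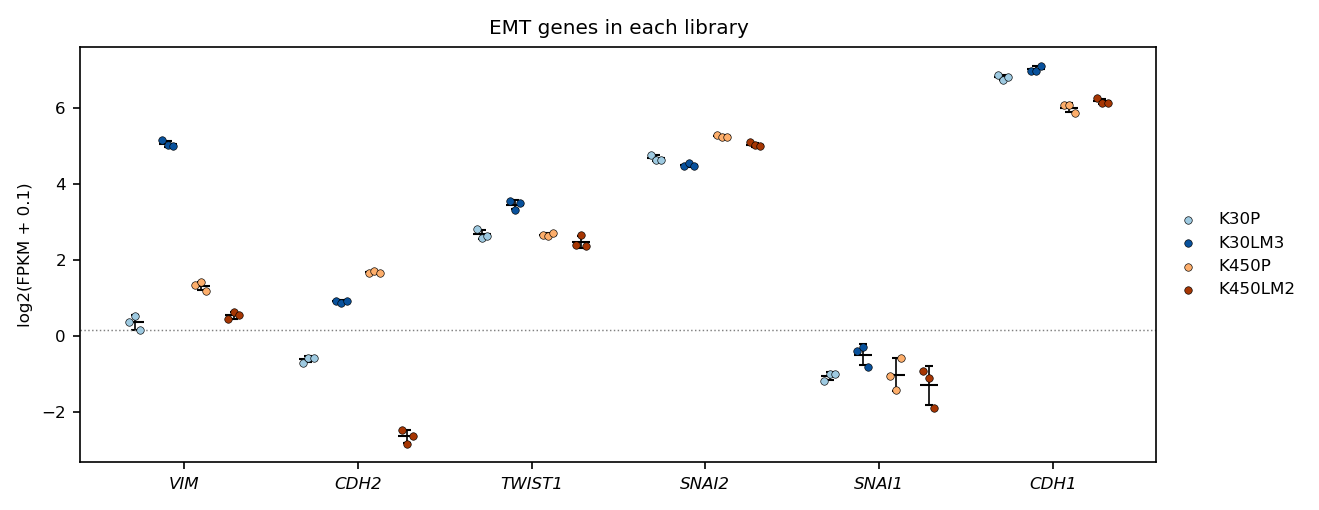
Levels of 6 EMT genes as log2(FPKM + 0.1) in each library of the 4 groups, with the mean and SD of 3 libraries as black bars and 1 FPKM as a dotted line. *VIM* is far higher in K30LM3 than in K30P and lower in K450LM2 than in K450P, and *CDH2* also moves in opposite directions in the 2 lines.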

Quantitative RT-PCR (qRT-PCR) analysis validated the upregulation of *Slug*, *Twist*, *Snail*, and *Vimentin* in LM cells (Supplementary Fig. 2c). Moreover, Gene Ontology (GO) and genetic network analysis revealed that DEGs were significantly enriched in key pro-metastasis processes, including cell motility, resistance to anoikis, integrin-mediated cell adhesion and TGFβ signaling (Fig. 1g and Supplementary Fig. 2d). Together, we preferentially enriched the lung metastatic subpopulations harboring essential molecular traits required for metastasis.

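Of 34 measured genes that regulate anoikis, 3 were upregulated in K30LM3 and none was downregulated. These were *CEACAM5* and *CEACAM6*, which encode adhesion molecules reported to inhibit anoikis, and *NTRK2*, which encodes the neurotrophin receptor TrkB. *CEACAM5* rose from 1.87 ± 0.24 FPKM (SD, n = 3) to 11.7 ± 0.22, and *NTRK2* from 0.123 ± 0.045 to 1.05 ± 0.01. In K450LM2 *CEACAM6* was the only gene called among 31, with a rise from 0.56 ± 0.017 to 1.92 ± 0.059 FPKM. *CEACAM5* and *CEACAM6* are similar in sequence, so the division of reads between them is uncertain. Of 53 genes of TGFβ and BMP signaling, 5 were upregulated and 4 were downregulated in K30LM3. *INHBA*, which encodes a subunit of activin, rose, while *TGFBR1*, which encodes the type I TGFβ receptor, fell from 44.5 ± 1.9 to 14.4 ± 0.45 FPKM. In K450LM2 2 of 46 genes of this list, *SOSTDC1* and *CTGF*, were upregulated and none was downregulated. Of 12 integrin genes tested in K30LM3, *ITGB6* fell from 46.8 ± 2.5 to 20.4 ± 0.93 FPKM and none was upregulated. None of the 13 integrin genes tested in K450LM2 passed both thresholds, although 7 were higher and 2 were lower at an adjusted p below 0.05 with smaller folds, and 8 and 3 at an unadjusted p below 0.05 (limma). The counts adjusted over the list alone were the same for these 3 lists in both lines. By limma's camera over all tested genes, the adjusted p in K30LM3 was 0.751 for the anoikis list, 0.751 for the TGFβ and BMP list and 0.477 for the integrin list, and in K450LM2 it was 0.765, 0.519 and 0.211. These tests compare each list with all other measured genes, whereas the enrichments in Fig. 1g and Supplementary Fig. 2d were computed on the DEGs. With an estimated correlation over all tested genes, the anoikis list had adjusted p = 0.771 by camera in K30LM3. Among the called genes alone, the adjusted p in K30LM3 was 0.0175 (upward) for the anoikis list and 0.308 for the TGFβ and BMP list, and in K450LM2 it was 0.369 for the TGFβ and BMP list. Nearly every list tested in K30LM3 moved upward on that background, so the upward direction of the anoikis list is not particular to it. The integrin list, and in K450LM2 the anoikis list, had too few called genes for the test among called genes. With a pseudocount of 1 the log2 fold changes of *NTRK2* (0.87) and *INHBA* (0.89) in K30LM3 and of *CEACAM6* (0.90) and *CTGF* (0.70) in K450LM2 were below the fold threshold, as was that of *CTGF* with quantile normalization (0.96) and in 2 of the 6 fits with 1 library left out. Taking these enrichments together with its other assays of the LM cells, the paper concludes that the selection enriched subpopulations with traits needed for metastasis.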

### FA2H promotes ESCC metastasis

Intriguingly, disease pathway analysis highlighted that a subset of DEGs was significantly enriched in four metabolic gene signatures, such as “Sphingolipidoses” (Fig. 2a). 

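*FA2H*, *ICAM1*, *F3* and *CYBA*, the 4 metabolic hub genes named in the study, were higher in both LM populations than in their parental cells, with different starting levels. *ICAM1*, an adhesion molecule gene, rose from 0.187 ± 0.16 FPKM (SD, n = 3) in K30P to 5.34 ± 0.29 in K30LM3, a log2 fold change of 4.38 (standard error 0.35, adjusted p = 2.58e-05 from limma). In KYSE450 it went from 0.143 ± 0.032 to 0.533 ± 0.085 FPKM, which is below the minimum for a test. *F3*, which encodes tissue factor, rose from 6.48 ± 0.17 to 16.9 ± 1.3 FPKM in K450LM2 (log2 fold change 1.37, standard error 0.073, adjusted p = 1.10e-05). In K30LM3 it went from 117 ± 3.6 to 227 ± 6.4 FPKM, a log2 fold change of 0.96 (standard error 0.035, adjusted p = 6.97e-07) that is just under the fold threshold. *CYBA* rose from 0.58 ± 0.092 to 15.1 ± 1.2 FPKM in K30LM3 and from 0.0133 ± 0.023 to 4.38 ± 0.95 in K450LM2, so the size of its fold change in KYSE450 depends on the pseudocount. As the study chose these 4 genes on the same libraries, their count is not independent evidence of a direction. Among genes of sphingolipid metabolism, 5 of 58 were upregulated and 2 were downregulated in K30LM3. *B4GALNT1* and *ST6GALNAC5*, which encode ganglioside synthesis enzymes, rose, and *DEGS1*, which encodes the dihydroceramide desaturase, fell from 35.7 ± 1.3 to 11.7 ± 0.43 FPKM. In K450LM2 4 of 56 were upregulated and 3 were downregulated. *SPTSSB*, which encodes a subunit of serine palmitoyltransferase, rose, and *SPHK1*, which encodes a sphingosine kinase, and the ceramide synthase gene *CERS4* fell. *SPHK1* went the other way in K30LM3, with a log2 fold change of 1.08 against −1.51 in K450LM2. The counts adjusted over the list alone were the same. The list had adjusted p = 0.187 (downward) in K30LM3 and adjusted p = 0.822 in K450LM2 by limma's camera over all tested genes, and among the called genes alone it moved upward in K30LM3 (adjusted p = 0.0495, with 0.0495 to 0.556 over all alternatives). Nearly every list tested among the called genes of K30LM3 moved upward. The disease set of Fig. 2a was tested by the paper on co-regulated genes and was not at hand here. A list of lysosomal sphingolipidosis and related genes, without *FA2H*, was written from general knowledge instead. Of its 16 tested genes, none passed both thresholds in either line. In K30LM3 2 of them were higher and 10 were lower at an adjusted p below 0.05 with smaller folds (limma, the same counts at an unadjusted p below 0.05), with *HEXA*, *ASAH1* and *PSAP* among the lower ones. In K450LM2 3 were higher and 1 was lower at an adjusted p below 0.05, and 5 and 1 at an unadjusted p below 0.05. Camera gave that list adjusted p = 0.0247 (downward) in K30LM3, or adjusted p = 0.238 with an estimated correlation, and adjusted p = 0.515 in K450LM2.

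**Figure D3:**
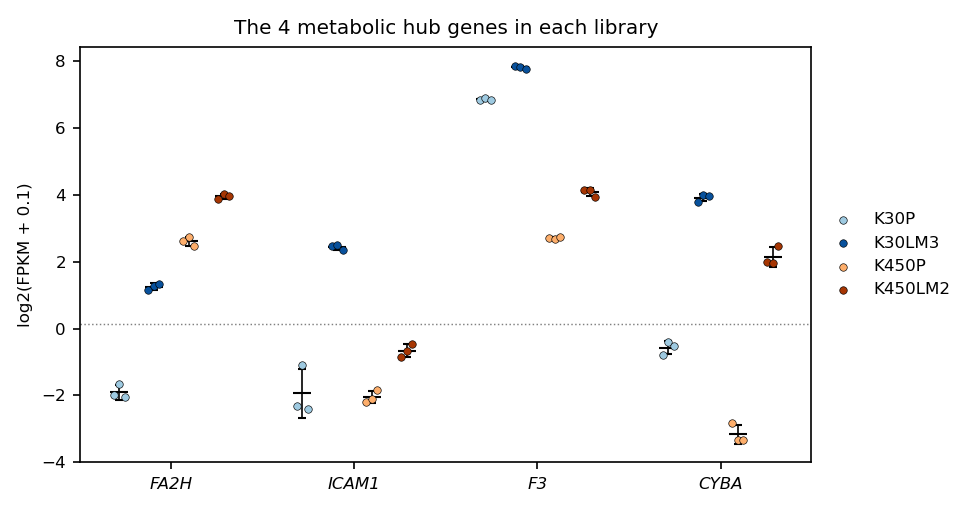
Levels of *FA2H*, *ICAM1*, *F3* and *CYBA* as log2(FPKM + 0.1) in each library of the 4 groups, with the mean and SD of 3 libraries as black bars and 1 FPKM as a dotted line. Every selected library lies above every parental library of its line for all 4 genes.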

We then analyzed these enriched metabolism-related gene signatures in The Cancer Genome Atlas (TCGA) esophageal cohort. Interestingly, only ‘Sphingolipidoses’ gene signature was markedly increased in tumour samples, suggesting sphingolipid metabolism may be associated with esophageal cancer progression (Fig. 2b and Supplementary Fig. 3a–c). The metabolism gene signature, consisting of four shared metabolic hub genes (i.e., *FA2H*, *ICAM1*, *F3*, and *CYBA*), was further identified to be remarkably elevated in TCGA esophageal cancer tissues compared with combined normal tissues from both TCGA and GTEx dataset. (Supplementary Fig. 3d, e). Importantly, the individual expression of *FA2H*, *ICAM1*, *F3,* and *CYBA* genes were further analyzed by retrieving ESCC samples or esophageal mucosa tissues from TCGA or GTEx datasets, respectively, confirming that their expressions were remarkably increased in ESCC compared with matched normal tissues (Supplementary Fig. 3f). Of note, cox hazards ratio analysis indicated higher expression of *FA2H* indicated an increased risk of esophageal cancer in the survival analysis than other three metabolic genes, strongly suggesting that predominant role of *FA2H* in esophageal cancer progression (Fig. 2c).

**Fig. 2:**
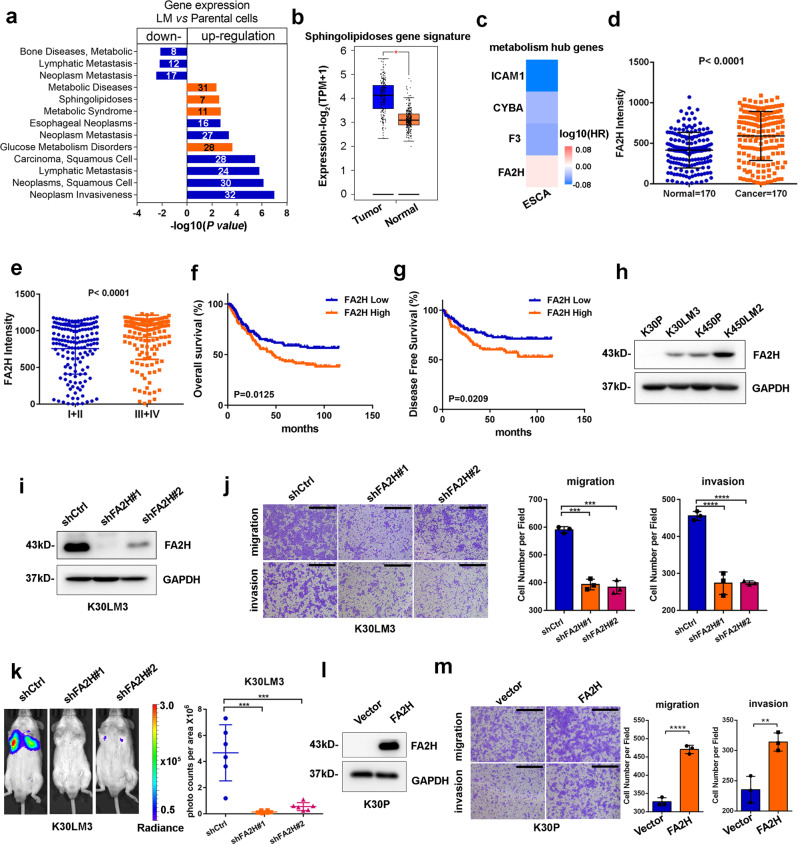
The function of FA2H in promoting ESCC metastasis. **a** Genomatix Disease Pathways analysis of co-regulated genes in LM cells relative to parental cells. **b** Sphingolipidoses gene signature is significantly enriched in TCGA Esophageal Cancer (ESCA) tumors. **c** A heatmap showing hazard ratios of disease-free survival between the top quarter and the bottom quarter of four metabolism-related hub genes expression in ESCA datasets. **d** Statistical analysis of FA2H staining intensity in 170 paired adjacent and ESCC tissues. **e** Statistical analysis of FA2H staining intensity between early-stage (I and II) and late-stage (III and IV) ESCC tumors (n = 306). **f**, **g** Kaplan–Meier analysis of overall survival (**f**) and disease-free survival (**g**) in ESCC patients with high or low FA2H expression (*n* = 306). The high or low expression of FA2H or FOXC2 in Kaplan–Meier analysis was stratified by median FA2H or FOXC2 protein levels from IHC staining quantifications. **h** Western blotting analysis of FA2H expression between LM cells and parental cells. **i** The FA2H knockdown efficiency was analyzed by western blotting in K30LM3 cells. **j** Transwell assay was performed to evaluate the effect of *FA2H* silencing on migration and invasion ability of K30LM3 cells. Scale bar, 500 µm. **k** Bioluminescence quantification of lung colonization by K30LM3 cells expressing shRNA targeting *FA2H* or a control hairpin (shCtrl). **l** Ectopic expression of FA2H in K30P cells was examined by Western blotting. **m** Transwell assay was performed to evaluate the effect of *FA2H* overexpression on migration and invasion ability of K30P cells. Scale bar, 500 µm. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

We further consolidated the clinical relevance of FA2H expression via immunohistochemistry (IHC) in a commercially available ESCC tissue microarray (#HEso-Squ150CS-02), containing ESCC (*n* = 170) and adjacent normal mucosa tissues (*n* = 170). The intensity of FA2H staining in ESCC tissues was markedly higher than that in adjacent normal tissues (Fig. 2d and Supplementary Fig. 3g). Notably, FA2H staining was increased when patients were diagnosed at advanced stages (III + IV vs. I + II) or with metastatic lesions (N > 0 vs. N = 0) (Fig. 2e and Supplementary Fig. 3h). Kaplan–Meier survival analysis further demonstrated that higher FA2H expression indicated unfavorable overall survival (OS) (*n* = 306, *P* = 0.0125; Fig. 2f and Supplementary Fig. 3i) and disease-free survival (DFS) (*n* = 306, *P* = 0.0209; Fig. 2g) in patients with ESCC.

In consistent with RNA-seq data, qRT-PCR showed that both the mRNA and protein level of FA2H were increased in LM cells, compared with parental cells (Fig. 2h and Supplementary Fig. 3j). 

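*FA2H*, which encodes fatty acid 2-hydroxylase, was upregulated in both LM populations. It rose from 0.17 ± 0.044 FPKM (SD, n = 3) in K30P to 2.3 ± 0.16 in K30LM3 and from 6.03 ± 0.55 in K450P to 15.5 ± 0.73 in K450LM2. These are log2 fold changes of 3.16 (standard error 0.25, adjusted p = 2.36e-05 from limma) and 1.35 (standard error 0.081, adjusted p = 1.89e-05 from limma). Every selected library was above every parental library in both lines (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The rise in KYSE30 exceeded that in KYSE450 by 1.81 on the log2 scale (adjusted p = 8.31e-06, limma interaction term), but with a pseudocount of 1 the log2 fold changes were 1.50 and 1.23 and the difference was 0.263 (adjusted p = 0.053). The level reached in K30LM3 was below that of the parental K450P cells in all libraries. *FA2H* has the identifier ENSG00000103089 and lies on 16q, the long arm of chromosome 16, as do *FOXC2* and *CYBA*. In K30LM3 other genes of 16q22-q24 were also higher. Of 83 measured genes there, 7 were upregulated and 1 was downregulated, and the amino acid transporter gene *SLC7A5* rose from 49.0 ± 1.7 to 234 ± 5.9 FPKM. The list had adjusted p = 2.75e-06 by limma's camera, or adjusted p = 0.232 with an estimated correlation. In K450LM2 3 of 83 were upregulated, *CYBA*, *FOXL1* and *COTL1*, and none was downregulated (adjusted p = 0.822). The counts adjusted over the list alone were the same. The list was drawn up after *FA2H*, *FOXC2*, *FOXL1* and *CYBA* had been seen to be higher in Supplementary Table 2, so it is not independent evidence for these genes.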

By using lentiviruses encoding short hairpin RNAs (shRNAs), we depleted the expression of endogenous *FA2H* in LM cells, finding that *FA2H* depletion strikingly attenuated migration and invasion in vitro as well as lung metastasis in vivo (Fig. 2i–k and Supplementary Fig. 3k–n). Conversely, ectopically overexpression of FA2H in K30P cells significantly promoted cellular motility in vitro (Fig. 2l, m). Since metabolic enzymes display noncanonical functions in tumour initiation and progression,^22^ we asked if the pro-metastasis function of FA2H was dependent on its enzyme activity. We delivered FA2H^mut^ with reduced enzymatic activity or FA2H^wt^, respectively, into K30LM3 cells in the absence of endogenous *FA2H* (Supplementary Fig. 4a, b).^23^ We found that FA2H^mut^ markedly impaired the pro-motility capacity of this enzyme in cells, as compared with FA2H^wt^ (Supplementary Fig. 4c). Altogether, our data highlighted that *FA2H*, as an important gene in sphingolipidoses, exerted pro-metastasis function in ESCC.

### Silencing of *FA2H* reprograms ceramide metabolism to inhibit metastasis in LM cells

It has been well-documented that FA2H catalyzes the biogenesis of 2-hydroxy FAs that are used to build hFA-sphingolipids and hFA-glycosphingolipids in mammalian cells.^13,24^ To investigate whether FA2H-catalyzed lipid metabolism plays a role in metastasis, we performed a lipidomic analysis in *FA2H*-depleted and control K30LM3 cells. A total of 2516 unique lipids, belonging to 34 lipid species, were identified through the integration of positive and negative electrospray ionization tandem MS, demonstrating that FA2H modulated the metabolic changes of downstream lipid species in K30LM3 cells (Fig. 3a and Supplementary Fig. 5a). Notably, *FA2H* ablation significantly increased the abundance of intracellular ceramides (Cer) and glucosylceramides (CerG1) on average, and three Cer and one CerG1 were simultaneously identified in two independently *FA2H*-depleted K30LM3 cell populations (FC > 2, *P* < 0.05) (Fig. 3b–d). Ceramide signaling has been shown to induce cell death through various mechanisms, yet its roles in metastasis remain less understood.^25^ As the levels of ceramides significantly increased in *FA2H*-depleted K30LM3 cells, it would be reasonable to speculate that specific ceramides were against the pro-metastasis function of FA2H. As expected, treatment of Cer (d18:0/24:0) or Cer (d18:0/24:1), two commercially available dihydroceramides, markedly impaired the motile potential and weakened the proliferation of K30LM3 cells (Fig. 3e, f and Supplementary Fig. 5b, c).

**Fig. 3:**
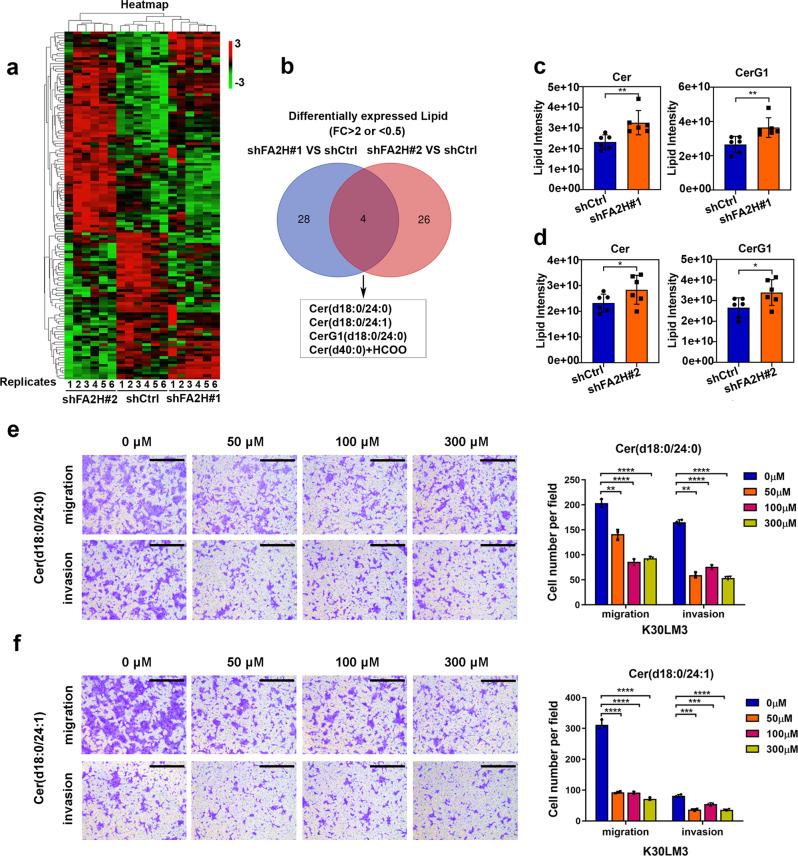
FA2H inhibits metastasis in LM cells by rewiring ceramide metabolism. **a** A heatmap showing the differential lipid species identified from lipidomics analysis in K30LM3 cells expressing two independent shRNA targeting *FA2H*, or a control hairpin (shCtrl). **b** Venn diagrams showing differential lipids identified in *FA2H*-depleted and control K30LM3 cells. **c**, **d** Two lipid species identified from K30LM3 expressing two independent shRNA targeting *FA2H*. **e** Transwell assay was performed to evaluate the effect of Cer (d18:0/24:0) on migration and invasion ability of K30LM3 cells. Scale bar, 500 µm. **f** Transwell assay was performed to evaluate the effect of Cer (d18:0/24:1) on migration and invasion ability of K30LM3 cells. Scale bar, 500 µm. Error bars denote mean ± SD. **P < 0.01, ***P < 0.001, ****P < 0.0001

The desaturation of dihydroceramides to ceramides is mediated by dihydroceramide desaturase (DES).^26^ Pharmacological inhibition of DES activity with fenretinide has been demonstrated to increase the accumulation of endogenous dihydroceramides.^27^ Fenretinide has shown strong antitumor effects in various cancer settings and is currently tested in clinical trials.^28–30^ We supposed that fenretinide treatment phenocopied Cer (d18:0/24:0) or Cer (d18:0/24:1). As expected, fenretinide potently suppressed cell motility, and inhibited proliferation in a dose-dependent fashion (Supplementary Fig. 5d–f). Energy metabolism undergoes changes in cancer cells to support metastasis.^31,32^ We observed enhanced oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) in LM cells, reflecting that metastasis required increasing energy input (Supplementary Fig. 5g–j). Additionally, It has been reported that ceramides species are implicated to modulate mitochondrial respiration and glycolysis in a variety of cell types.^33,34^ Interestingly, Cer (d18:0/24:0), Cer (d18:0/24:1), or fenretinide treatment markedly reduced OCR and ECAR levels relative to LM cells, respectively, suggesting dihydroceramides suppress the metastatic ability of LM cells by disrupting their dependency on energetic metabolism. These results suggested that FA2H-mediated ceramide metabolism conferred metastatic advantages to LM cells.

### Cer (d18:0/24:0) and Cer (d18:0/24:1) are promising agents to interrupt metastasis

Next, we employed an experimental lung metastatic model to test the translational value of Cer (d18:0/24:0) and Cer (d18:0/24:1). Upon injection of K30LM3 cells, male SCID/Beige mice were randomly divided into four groups. Each group was treated with Cer(d18:0/24:0), Cer(d18:0/24:1), fenretinide, and solvent (Vehicle group) by gavage, respectively. Intragastric administration was performed three times per week (Fig. 4a).^35^ As compared to the Vehicle group, Cer(d18:0/24:0), Cer(d18:0/24:1), or fenretinide treatment significantly attenuated lung metastases, as demonstrated by markedly reduced radiance intensity of luciferase and lung weights with metastatic lesions (Fig. 4b–d and Supplementary Fig. 6a). Importantly, mice from the treated groups were well-tolerated, as no weight loss and no significant histopathological changes in hearts, kidneys, and livers were observed during treatment course (Fig. 4e and Supplementary Fig. 6b). Together, these preclinical findings provided a novel therapeutic strategy to inhibit lung metastasis with low toxicity profile.

**Fig. 4:**
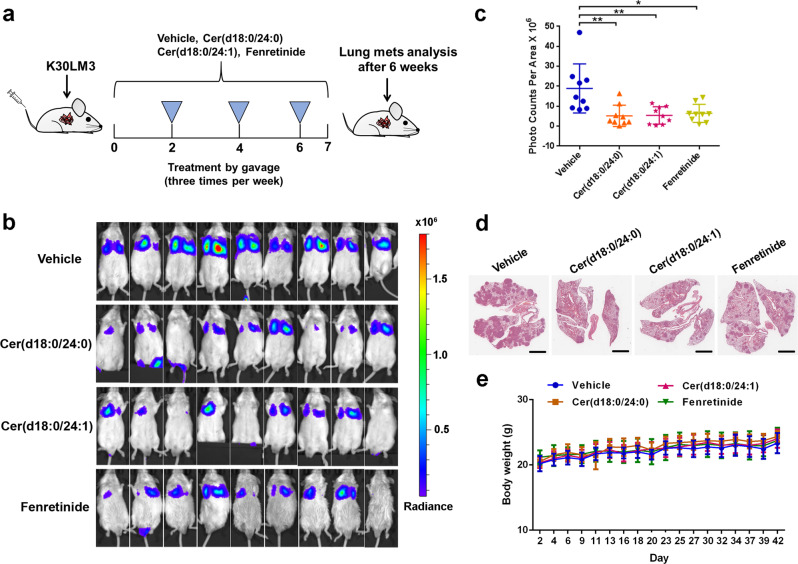
Cer (d18:0/24:0) and Cer (d18:0/24:1) interfere with metastasis. **a** Schematic representation showing details for therapeutic efficacy evaluation of Cer(d18:0/24:0), Cer(d18:0/24:1) or fenretinide treatment on an experimental lung metastasis model. **b** Bioluminescence quantification of lung colonization by K30LM3 treated with Cer(d18:0/24:0), Cer(d18:0/24:1), fenretinide or vehicle control. **c** Statistical analysis of bioluminescence quantification of lung colonization by K30LM3 in each treatment condition. **d** Representative H&E staining showing lung metastasis lesions in K30LM3 injected mice treated with Cer(d18:0/24:0), Cer(d18:0/24:1), fenretinide or vehicle control. Scale bar, 3 mm. **e** The effect of Cer(d18:0/24:0), Cer(d18:0/24:1), fenretinide or vehicle treatment on mice body weight was recorded. Error bars denote mean ± SD. *P < 0.05, **P < 0.01

### *FA2H* is transcriptionally increased by FOXC2

Transcription factors (TFs) play essential roles in tumour progression and metastasis, and individual TF has been identified in each step of the metastasis cascade.^36^ 

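In these libraries the transcription factor genes *NKX2-5* and *NPAS2* were upregulated in both LM populations. *NKX2-5* rose from 0.107 ± 0.038 FPKM (SD, n = 3) in K30P to 1.71 ± 0.23 in K30LM3 (log2 fold change 3.14, standard error 0.30, adjusted p = 6.74e-05 from limma) and from 5.61 ± 0.43 in K450P to 12.3 ± 0.86 in K450LM2 (log2 fold change 1.12, standard error 0.084, adjusted p = 6.25e-05). *NPAS2*, which encodes a PAS domain factor related to CLOCK, rose from 2.62 ± 0.88 to 5.38 ± 0.60 FPKM in K30LM3 (log2 fold change 1.05, standard error 0.21, adjusted p = 0.00301) and from 0.533 ± 0.26 to 2.65 ± 0.65 in K450LM2 (log2 fold change 2.19, standard error 0.36, adjusted p = 0.00327). *ELL3*, which encodes a transcription elongation factor, rose from 3.7 ± 0.46 to 11.1 ± 0.60 FPKM in K450LM2 (log2 fold change 1.57, standard error 0.10, adjusted p = 3.10e-05), and in K30LM3 its log2 fold change of 0.89 (standard error 0.22, adjusted p = 0.0087) was below the fold threshold. The log2 fold change of *NPAS2* in K30LM3 was also below it with a pseudocount of 1 (0.84) and in 3 of the 6 fits with 1 library left out (0.92, 0.93 and 0.96), so this call depends on the setting. The forkhead gene *FOXC2* averaged under 1 FPKM in all 4 groups and was not among the genes tested. The study chose these 4 genes from the same libraries, so their direction is not independent evidence.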

We thereby tried to identify the TF that directly regulated *FA2H* expression in this model, finding four TFs (FOXC2, NPAS2, NKX2-5, and ELL3) based on pathway analysis (Supplementary Fig. 2d). Among these TFs, the increased *FOXC2* expression was positively correlated with *FA2H* in both K30LM3 and K450LM2 cells relative to parental cells (Supplementary Fig. 7a, b). In addition, co-amplification of *FOXC2* and *FA2H* was observed in 185 patients with esophageal cancer from TCGA cohort, whereas no prominent correlation was found between *FA2H* and the other three TFs (Fig. 5a, b). These findings suggested that *FA2H* was positively associated with *FOXC2* at both genomic and transcriptional levels.

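*FOXC2* was higher in every selected library than in every parental library of both lines, at low levels. In KYSE30 it went from 0.137 ± 0.042 FPKM (SD, n = 3) in K30P to 0.853 ± 0.076 in K30LM3, and in KYSE450 from 0.267 ± 0.21 in K450P to 0.957 ± 0.18 in K450LM2 (exact permutation test in each line, p = 0.1, the smallest p that 3 libraries against 3 allow). *FA2H* was also higher in every selected library than in every parental library of its line. The log2 fold change of *FOXC2* was 2.02 in K30LM3 and 1.66 in K450LM2. No gene below the minimum FPKM was tested, and without that filter the adjusted p from limma was 0.00176 in K30LM3 and 0.0589 in K450LM2. The size of these folds depends on the pseudocount. In K30LM3 it was 0.71 with a pseudocount of 1 and 2.60 with 0.01, and in K450LM2 it was 0.64 with a pseudocount of 1.

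**Figure D4:**
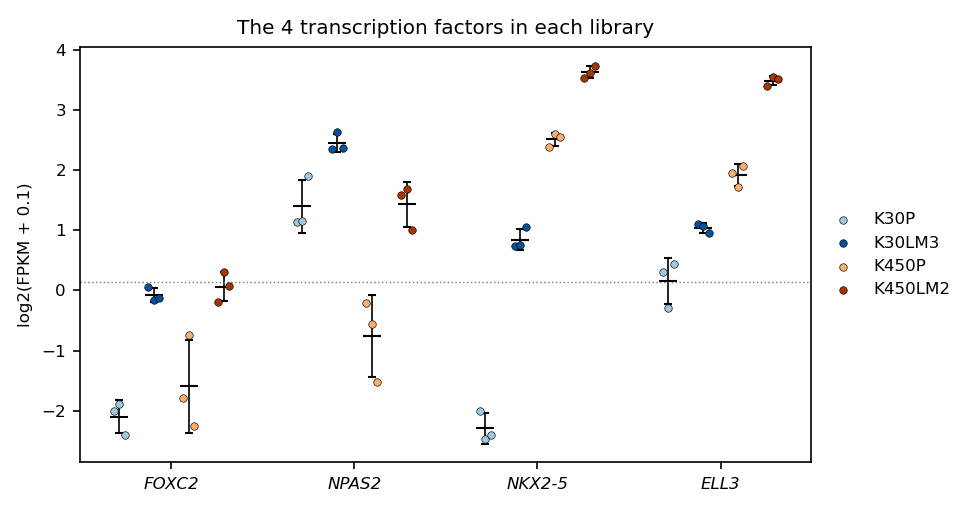
Levels of *FOXC2*, *NPAS2*, *NKX2-5* and *ELL3* as log2(FPKM + 0.1) in each library of the 4 groups, with the mean and SD of 3 libraries as black bars and 1 FPKM as a dotted line. For *FOXC2* nearly all libraries lie below the dotted line, and the selected libraries lie above the parental ones in both lines.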

**Fig. 5:**
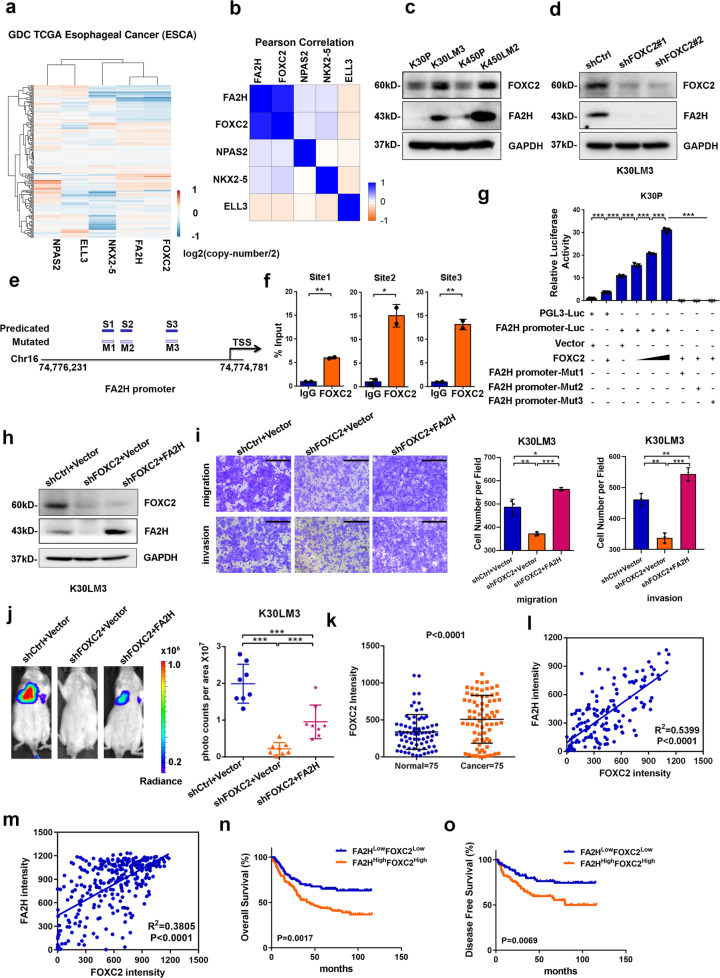
FOXC2 transcriptionally mediates *FA2H* expression to promote metastasis. **a** A heatmap showing of copy number variations of LM cells co-upregulated genes in ESCA dataset. **b** Pearson correlation analysis of copy number variations of LM cells co-upregulated genes in ESCA dataset. **c** Western blotting analysis of FOXC2, FA2H protein level between LM and parental cells. **d** The *FOXC2* knockdown efficiency was analyzed by western blotting in K30LM3 cells. **e** Schematic showing the putative FOXC2 binding regions on *FA2H* promoter. **f** Chromatin immunoprecipitation (ChIP) analysis of FOXC2 occupancy on *FA2H* promoters in K30LM3 cells. **g** Luciferase activity of the pGL3-luciferase vector (pGL3-Luc), *FA2H* promoter-luciferase (*FA2H* promoter-Luc) or mutant *FA2H* promoter-luciferase (*FA2H* promoter-Mut1/2/3) reporter gene in K30P cells transiently transfected with FOXC2 or vector, *n* = 3 wells per group. **h** Western blotting analysis of FOXC2, FA2H protein level in K30LM3 cells expressing a control hairpin (shCtrl), shRNA targeting *FOXC2*, shRNA targeting *FOXC2* with additional *FA2H* overexpression. **i** Transwell assay was performed to evaluate the effect of *FOXC2* silencing alone and *FOXC2* silencing with additional *FA2H* overexpression on migration and invasion ability of K30LM3 cells. Scale bar, 500 µm. **j** Bioluminescence quantification of lung colonization by K30LM3 expressing shRNA targeting *FOXC2*, shRNA targeting *FOXC2* with additional *FA2H* overexpression, or a control hairpin (shCtrl). **k** Statistical analysis of FOXC2 staining intensity in 75 paired adjacent and ESCC tissues. **l** Pearson correlation analysis of FOXC2 and FA2H staining intensity in 75 paired adjacent and ESCC tissues. **m** Pearson correlation analysis of FOXC2 and FA2H staining intensity in ESCC tissues (*n* = 306). **n, o** Kaplan–Meier analysis of overall survival (**n**) and disease-free survival (**o**) in ESCC patients with FA2H^Low^FOXC2^Low^ (*n* = 103) or FA2H^High^FOXC2^High^ (*n* = 103) expression. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001

To ascertain FOXC2 regulated *FA2H* transcription, we first measured *FOXC2* and *FA2H* mRNA levels, showing that both were upregulated in LM cells relative to parental cells (Supplementary Fig. 7c, d). Consistently, the protein abundance of these two genes was also increased in two LM cells (Fig. 5c). Depletion of *FOXC2* dramatically decreased *FA2H* expression in both LM cells (Fig. 5d and Supplementary Fig. 7e–g). There are three putative binding sites of FOXC2 in *FA2H* promoter, as predicted from JASPAR database (Fig. 5e and Supplementary Fig. 7h, i). The occupancy of FOXC2 on *FA2H* promoter was then validated by chromatin immunoprecipitation (ChIP) assay (Fig. 5f and Supplementary Fig. 7j). Additionally, dual-luciferase reporter assay demonstrated that overexpression of *FOXC2* in parental cells remarkably enhanced the activity of *FA2H* promoter, and mutation in every single binding site of FOXC2 dramatically blunted the transcriptional activity of *FA2H* promoter (Fig. 5g and Supplementary Fig. 7k), suggesting that integrity of all the three *cis*-elements and coordination between each other were indispensable for FOXC2-mediated transactivation of *FA2H*.

Previous studies have reported that FOXC2 promotes cancer metastasis.^37,38^ In line with this, silencing of *FOXC2* in LM cells decreased migratory and invasive potential in vitro and lung metastasis in vivo (Supplementary Fig. 7l–n). We restored *FA2H* expression in stable *FOXC2*-depleted K30LM3 cells and evaluated the metastatic ability of K30LM3 cells. We found that *FA2H* reintroduction markedly attenuated the inhibitory effect of *FOXC2* depletion on the motility in vitro and the metastasis in vivo (Fig. 5h–j and Supplementary Fig. 8a–d). Conversely, knockdown of *FA2H* in *FOXC2*-overexpressing K30P cells weakened the pro-motility roles of FOXC2 in vitro (Supplementary Fig. 8e–g). Collectively, these data demonstrated that the regulation of *FA2H* level by FOXC2 is functionally significant during metastasis.

To investigate the clinical relevance of FOXC2-directed *FA2H* transcription in ESCC, we examined FOXC2 protein level in 75 pairs of ESCC and adjacent normal mucosa tissues, finding that FOXC2 protein was significantly increased in ESCC tissues and the staining intensity of FOXC2 was positively correlated with FA2H (Fig. 5k–m and Supplementary Fig. 8h). Higher FOXC2 expression was indicative of poorer survival in patients with ESCC (*n* = 306) (Supplementary Fig. 8i–k). More importantly, patients with concurrently high FOXC2 and FA2H expression had much worse OS and DFS (Fig. 5n, o).

### TNFα activates FOXC2-FA2H axis to boost metastasis

Extracellular factors are imperative to support the colonization and outgrowth of metastasizing tumour cells.^39^ Inflammatory cytokines or chemo-attractants have been reported to pre-determine and maintain metastasis in a variety of tumour models.^40,41^ In LM cells, GSEA analysis of DEGs showed that cytokine signaling, particularly TNFα-NF-κB signaling, was activated (Fig. 6a and Supplementary Fig. 9a–g), indicating that TNFα probably facilitated metastasis of LM cells. Additionally, these TNFα signaling signature genes were also ectopically overexpressed in TCGA esophageal cancer tissues (Fig. 6b and Supplementary Fig. 9h). 

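The target genes of TNFα and NF-κB were listed from general knowledge, so the list is not the signature that the paper tested by GSEA. In K30LM3 cells, 17 of 161 measured genes of this list were upregulated and 5 were downregulated. The rises included *IL6*, from 0.143 ± 0.040 FPKM (SD, n = 3) in K30P to 12.9 ± 1.5 in K30LM3, *ICAM1*, *STAT5A* and *GFPT2*. *BTG2*, an antiproliferative gene, and *SAT1*, which encodes a polyamine acetyltransferase, fell by 1.54 and by 1.25 on the log2 scale. In K450LM2 cells, 10 of 150 genes were upregulated and 6 were downregulated. The chemokine gene *CCL2* rose from 0.14 ± 0.066 to 1.80 ± 0.059 FPKM, *IL8* from 2.87 ± 0.14 to 17.8 ± 0.70 and *BIRC3*, an inhibitor of apoptosis, from 0.947 ± 0.24 to 4.25 ± 0.31, while *SERPINB2* and *SGK1* fell. Of the cytokine and TNF family genes displayed in Supplementary Fig. 9d for KYSE30, 7 of 8 were upregulated in K30LM3, among them the receptor genes *TNFRSF14* and *TNFRSF6B*. Of the 8 displayed in Supplementary Fig. 9f for KYSE450, 4 passed the filter on low FPKM, and 3 of them, *IL20RA*, *CCL20* and *F3*, were upregulated in K450LM2. Without the filter *TNFSF12*, *TNFRSF9* and *IL1R1* were upregulated too (adjusted p = 0.00865, 0.00807 and 0.0117 from limma), and *TNFSF15* was not (0.108). Both displays were chosen in the study on the same libraries, so these counts are not independent evidence of a direction. The paper also measured the displayed genes by qRT-PCR. *TNF* itself was listed at 0.0333 ± 0.015 FPKM in K30P, 0.21 ± 0.036 in K30LM3, 0.0867 ± 0.064 in K450P and 1.03 ± 0.24 in K450LM2, too low for a test with the filter. Without the filter its log2 fold change was 1.22 (adjusted p = 0.00865 from limma) in K30LM3 and 2.63 (adjusted p = 0.00426) in K450LM2. In KYSE30 these levels rest on an estimated 0.8 to 9 fragments per library, so the size of the fold is uncertain. The counts for the TNFα and NF-κB list adjusted over the list alone were the same. Limma's camera over all tested genes gave it adjusted p = 0.0946 (upward) in K30LM3 and adjusted p = 0.822 in K450LM2, and with an estimated correlation adjusted p = 0.378 and adjusted p = 0.77. Among the called genes alone the adjusted p was 0.000263 in K30LM3, without the filter on low FPKM it was 0.0217, and over all alternatives it ranged from 0.000263 to 0.659. Nearly every list tested among the called genes of K30LM3 moved upward, so the direction on that background is not particular to this list. Its adjusted p by camera there was the lowest, level with that of the EMT list. *TNFRSF6B* overlaps *RTEL1*, so its fragments are partly uncertain.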

Previous studies demonstrated that TNFα stimulated experimental pulmonary metastasis in melanoma and fibrosarcoma mouse models.^42,43^ Similarly, treatment of TNFα increased the migration and invasion in both LM and parental cells (Supplementary Fig. 9i, j).

**Fig. 6:**
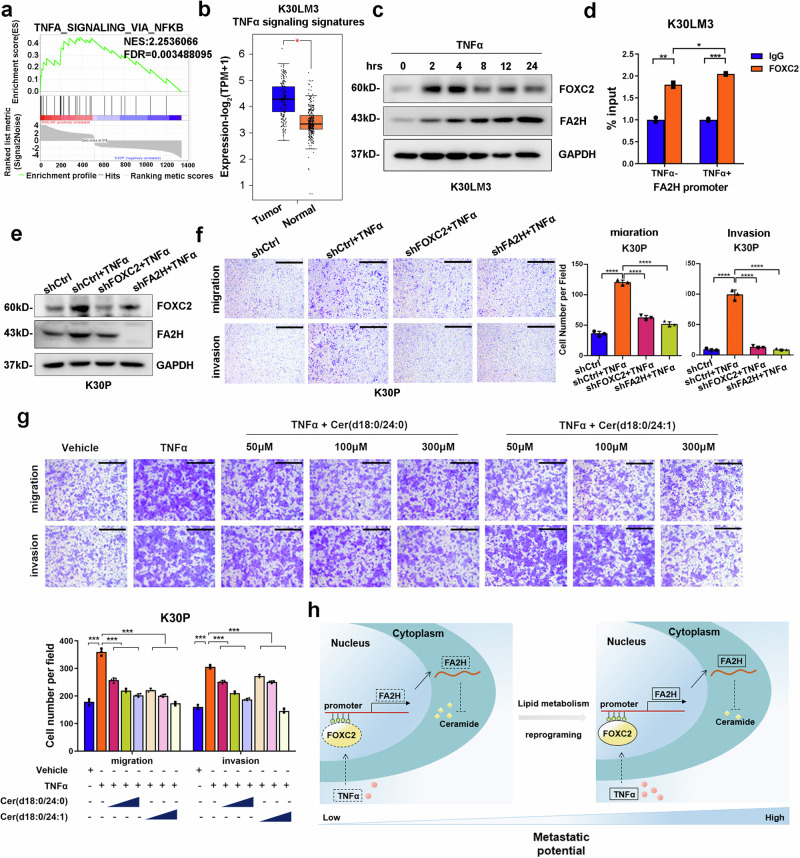
TNFα promotes metastasis by activating FOXC2-FA2H axis. **a** Geneset enrichment analysis shows ‘TNFα signaling via NF-κB’ gene signature were significantly enriched in K30LM3 relative to K30P cells. Each of the black bars represents a gene in the pathway. **b** Analysis of TNFα signaling gene signature identified from K30LM3 cells in TCGA ESCA dataset using GEPIA2 tool. **c** Western blotting analysis of FOXC2 and FA2H protein level after TNFα treatment at different time points in K30LM3 cells. **d** ChIP analysis of FOXC2 occupancy on the promoters of *FA2H* upon TNFα treatment. **e** Western blotting analysis of TNFα-induced FOXC2 and FA2H protein level in K30P expressing shRNA targeting *FOXC2, FA2H* or a control hairpin (shCtrl). **f** Transwell assay analysis of TNFα-induced *FOXC2* and *FA2H* expression on migration and invasion ability in K30P cells expressing shRNA targeting *FOXC2, FA2H* or a control hairpin (shCtrl). Scale bar, 500 µm. **g** Representative images of K30P transwell assay with TNFα treatment alone or in combination with Cer(d18:0/24:0) or Cer(d18:0/24:1) in a serial concentration. Scale bar, 500 µm. **h** Proposed working model for TNFα-activated FOXC2-FA2H axis governed ceramide metabolic reprogramming in ESCC. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

TNFα promotes tumor progression through different mechanisms, including enhancing EMT, cell survival, and cancer stem cell (CSC) expansion.^41^ In differentiated 3T3-L1 adipocytes, TNFα induced FOXC2 expression via PI3K and ERK 1/2 signaling pathways;^44^ however, there is no evidence to demonstrate that TNFα directly regulates FOXC2 expression in cancer cells. One previous study showed that NF-κB enhanced lung cancer cell motility by inducing FOXC2 expression.^45^ Whereas TNFα activates NF-κB signaling pathway under most conditions, we thereby examined whether TNFα treatment affected FOXC2 level and subsequent *FA2H* transcription in ESCC, finding that TNFα elicited co-upregulation of FOXC2 and FA2H in both LM and parental cells (Fig. 6c and Supplementary Fig. 9k–r). The occupancy of FOXC2 on *FA2H* promoter was also increased upon TNFα treatment (Fig. 6d). Meanwhile, TNFα-activated FOXC2-FA2H axis was partially diminished by depleting *FOXC2 or FA2H*, leading to impaired motile potential in vitro (Fig. 6e, f and Supplementary Fig. 10a, b).

Finally, we sought to determine whether FA2H-catalyzed ceramide metabolism blocked TNFα-activated proliferation and invasion. TNFα conferred parental cells with higher proliferative and invasive ability, which was sufficiently abrogated by either Cer (d18:0/24:0) or Cer (d18:0/24:1) treatment in a dose-dependent fashion (Fig. 6g and Supplementary Fig. 10c–h). Taken together, these findings demonstrated that TNFα signaling governed metastasis of LM cells through activating FOXC2-FA2H axis, which resulted in dysregulated ceramide metabolism that can be potentially exploited as a novel and promising therapeutic strategy to intervene in such processes.

## Discussion

Metastasis is a tough journey, during which tumour cells confront various exogenous and endogenous insults. However, few metastasis-specific gene mutations have been identified in a pan-cancer analysis of metastatic tumors.^46^ Additionally, whereas aberrant alterations in oncogenes and/or tumor suppressor genes confer growth advantages to transformed cells in primary sites, they are not always sufficient to facilitate colonization in distal sites. An emerging paradigm is that tumor cells exploit metabolic machinery to respond to constantly changing microenvironments and boost final metastatic growth since metabolism is highly dynamic and is intertwined with (epi-)genetic landscape.^47,48^ In this study, a subset of DEGs between parental and LM populations are enriched in metabolic processes such as sphingolipidoses. Interestingly, sphingolipidoses gene signature is markedly increased in ESCA samples relative to normal esophageal tissues. FA2H, as a critical enzyme in sphingolipid metabolism, is highly expressed in LM populations and then defined to promote metastasis via loss/gain-of-function approaches. More importantly, FA2H is indicative of metastasis and poor outcome in patients with ESCC. Whereas FA2H plays the pro-metastasis role in ESCC cells, it is of note that FA2H functions in an opposite manner in gastric and colorectal cancer.^15,16^ FA2H was highly expressed in normal gastric and colorectal tissues, and (*R*)-2-hydroxy palmitic acid, one direct metabolite of FA2H, markedly mitigated the growth and invasiveness of gastric and colorectal cancer cells.^15,16^ On the other hand, significantly changed lipids from *FA2H*-depleted ESCC cells were distinct from those described in gastric and colorectal cancer cells with enforced FA2H expression. Thus, the various functions of FA2H may result from its expression and catalytic products, which are determined by distinct tissue contexts.

Ceramides, belonging to sphingolipids, cooperated with glycosylceramides and cholesterol to generate signaling platforms and influence tumour progression.^25^ Besides the well-defined roles of ceramides in cell death,^49^ its functions in metastasis have been uncovered recently. CerS4-derived ceramides inhibited metastasis by promoting the binding between TβRI and its inhibitor Smad7, hence preventing TβRI from localizing in primary cilia to activate the sonic hedgehog signaling pathway.^50^ In this study, Cer(d18:0/24:0) and Cer(d18:0/24:1), which were significantly increased in the *FA2H*-knockdown LM cells, markedly attenuated spread to the lung and suppressed growth to some extent. The anti-metastasis function of Cer(d18:0/24:1) is in accord with the most recent finding that it mitigated the motile potential of SKOV3 cells by impairing lamellipodia formation.^51^ However, Cer(d18:0/24:0) promoted proliferation and metastasis in gallbladder cancer via activating mTOR signaling pathway.^52^ These discrepant findings reflect that the functions of distinct ceramides are largely determined by their different lengths of acyl chains and diverse cancer settings.^25^ We also tested the translational value of Cer(d18:0/24:0) and Cer(d18:0/24:1) in an experimental metastasis model, showing that they reduced pulmonary metastasis without obviously damaging major organs of recipient nude mice. Therefore, Cer(d18:0/24:0) and Cer(d18:0/24:1) hold promises as novel anti-metastasis agents in ESCC.

We then found that FOXC2 knockdown transcriptionally reduced *FA2H* level and hence suppressed pulmonary metastases of K30LM3 and K450LM2 cells. Two major mechanisms whereby FOXC2 promotes metastasis have been unveiled. It has been reported FOXC2 elicited EMT via increasing ZEB1 expression.^53^ Additionally, FOXC2 also facilitated angiogenesis and lymphangiogenesis.^54,55^ Notably, FOXC2 is implicated in lipid metabolism, as FOXC2 sustained survival of preadipocytes via Akt/mTORC1 signaling pathway in mice and increased oxidation of FAs in mouse adipose.^56,57^ However, direct evidence supporting that FOXC2 assists metastasis via regulating lipid metabolism remains sparse. Here, we provide a paradigm to support a novel pro-metastasis mechanism of FOXC2.

Moreover, we explored environmental cues to increase FOXC2 expression, and TNFα came to the forefront largely because several DEGs were enriched in TNFα-NF-κB signaling pathway. As expected, administration of TNFα markedly increased FOXC2 expression and its subsequent binding to *FA2H* promoter. FOXC2 is likely to be a novel downstream effector of TNFα, as strongly suggested by our findings and the evidence that TNFα-NF-κB directly increased *FOXC2* transcription.^45^ This study highlights an emerging mechanism that TNFα promotes metastasis by modulating lipid metabolism. Together, these results demonstrate that TNFα-FOXC2-FA2H axis promotes lung metastasis in ESCC.

There are still some limitations to this study. First, we did not examine the role of each increased cytokine, such as IL6, in FOXC2/FA2H-mediated metastasis; instead, TNFα was used as a representative to show FOXC2 expression was upregulated in response to extracellular stimuli. In our opinion, regulation of FOXC2 expression could be multifactorial, thereby detailed clarification warrants further investigations. Second, we did not discriminate the anti-metastasis mechanisms of Cer(d18:0/24:0) from that of Cer(d18:0/24:1), and it is not clear how they blunted mitochondrial respiration. While Sun et al. showed a possible link between FA2H and glucose metabolism,^16^ this question is still open. Moreover, we did not track exactly each step of synthesis of Cer(d18:0/24:0) and Cer(d18:0/24:1), so it is not clear how these two dihydroceramides increased upon silencing of *FA2H*. De novo synthesis and salvage pathway function synergistically to maintain intracellular homeostasis of ceramide pool by producing and converting distinct ceramide species,^25^ thus increased levels of Cer(d18:0/24:0) and Cer(d18:0/24:1) are probably the outcome of complex interactions between the two pathways. Nevertheless, this study unveils that TNFα-FOXC2-FA2H axis rewires lipid metabolism to potentiate pulmonary metastasis, and nominates the potential of Cer(d18:0/24:0) and Cer(d18:0/24:1) as anti-metastasis drugs (Fig. 6h).

## Material and methods

### Cell culture

The human ESCC cell lines KYSE30 and KYSE450 were generously provided by Dr. Y. Shimada (Kyoto University, Kyoto, Japan) and maintained in RPMI 1640 supplemented with 10% fetal bovine serum (FBS) (HyClone, South Logan, UT, USA). HEK293T were purchased from the American Type Culture Collection (ATCC) (Manassas, VA, USA) and maintained in DMEM supplemented with 10% fetal bovine serum (FBS) (HyClone, South Logan, UT, USA). For in vivo selection and bioluminescent imaging, KYSE30 and KYSE450 cells were infected with lentivirus expressing firefly luciferase and selected with G418 (200 µg/mL) for two weeks.

### Antibodies and reagents

Antibodies used in this study were as follows: Anti-FOXC2 (PA524588, Invitrogen), Anti-FA2H (15452-1-AP, Proteintech), Anti-GAPDH (2118, Cell Signaling Technology). Secondary antibodies included HRP Goat Anti-Mouse (926-80010, LI-COR) and HRP Goat Anti-Rabbit (926-80011, LI-COR). Cer(d18:0/24:0) and Cer(d18:0/24:1) were purchased from Avanti Lipids Polar. Fenretinide was purchased from MedChemExpress (HY-15373), and TNFα was purchased from Novus (#210-TA).

### Animal study

All procedures and experimental protocols were approved by the Institutional Animal Care and Use Committee of Chinese Academy of Medical Sciences Cancer Hospital.

For the establishment of highly lung metastatic ESCC cell lines, in vivo selection was followed as previously described.^21^ Briefly, 1 × 10^6^ K30P and K450P cells were intravenously injected into SCID/Beige mice. For the first round selection, lung metastatic lesions were observed after 3 months for both cells. Mice were then sacrificed, and metastatic nodules were dissected and dissociated into pieces, and grown in the culture dishes. G418 were used to select and differentiate tumor cells from fibroblast and other stromal cells. These G418-resistant tumor cells were denoted as the first generation of lung metastatic derivatives (LM1). Similarly, LM1 cells were subjected to another round of in vivo selection by injecting them into the SCID/Beige mice, which gave rise to lung metastatic nodes and the second generation of lung metastatic derivatives (LM2). Accordingly, K30P or K450P were subjected to three or two rounds of in vivo selection, namely K30LM3 and K450LM2, respectively.

For experimental lung metastasis assay, 6-week-old male SCID/Beige mice were purchased from Vital River (Beijing, China). 1 × 10^6^ K30LM3 cells with stable *FOXC2/FA2H* depletion or *FOXC2*-depleted K30LM3 cells with additional *FA2H* overexpression and control cells were established and injected into the lateral tail veins of SCID/Beige mice. The pulmonary colonization of tumor cells was monitored by bioluminescent imaging after 40 days.

For dihydroceramides-based antimetastasis therapy, 1 × 10^6^ K30LM3 cells were first intravenously injected. After one week, vehicle, Cer(d18:0/24:0) or Cer(d18:0/24:1) was administered three times a week by oral gavage with a dose of 10.26 mg/kg/day. Fenretinide (120 mg/kg/day) were treated as positive control. Mice body weights in each group were measured during each treatment.

For bioluminescent imaging, mice were anesthetized and injected with 10 µL/g of D-luciferin (PerkinElmer) in DPBS intraperitoneally. After 15 min, bioluminescence (BLI) was captured via Xenogen Optical in vivo Imaging System (IVIS; Xenogen). BLI was normalized to a background value, which was defined from luciferin-injected mice without tumor cells.^21^

To evaluate the toxicity of Cer(d18:0/24:0), Cer(d18:0/24:1), and Fenretinide treatment, the mice organs, including hearts, livers, and kidneys, were harvested and paraffin-embedded followed by H&E staining. Histological examinations were performed to analyze the treatment-related morphological changes.

### Plasmids and lentivirus packaging

FOXC2 and FA2H cDNA clones were subcloned into the pLVX-puro plasmid. shRNA oligos targeting *FOXC2* or *FA2H* and a nontargeting oligo control were engineered into pSIH-puro plasmid. For pLVX-puro lentivirus production, the packaging plasmids Δ8.9, pLP2 were used. For pSIH-puro lentivirus production, the packaging plasmids vSVG, pLP1 and pLP2 were used. The indicated packaging plasmids and lentiviral vectors were co-transfected into HEK293T cells. After 48 h transfection, the supernatant containing lentivirus particles were collected and stored in aliquots at −80 °C. For lentivirus infection, cells were first treated with polybrene (5 µg/mL) (TR-1003, Sigma), then infected with the indicated lentivirus. Stable cell populations were established by selecting puromycin (2 μg/mL) (540222, Sigma) for 2 weeks.

### Transwell assay

Parental KYSE30 (6 × 10^4^ per insert) or KYSE450 cells (2 × 10^5^ per insert), as well as LM cells with indicated treatment, were suspended in FBS-free RPMI 1640 and seeded into the upper chambers with or without precoated matrigel (BD, Franklin Lakes, NJ, USA). The bottom chambers were added with RPMI 1640 medium supplemented with 10% FBS. After 24 h incubation, the migratory or invasive cells were methanol-fixed and stained with crystal violet. Cells in three randomly selected fields were photographed and statistically analyzed.

### RNA extraction and qRT-PCR

Total RNA was extracted with TRIzol reagent (Thermo Fisher Scientific). The cDNAs were obtained using Quantscript RT kit (Tiangen, Beijing, China) according to the manufacturer’s protocol. Real-time RT-PCR was performed by using SYBR Premix Ex TaqTM II (TaKaRa, Japan) on Step-one plus real-time PCR system (Applied Biosystems, Foster City, CA, USA), according to the manufacturer’s instructions. The primers used are listed in Supplementary Table 1.

### RNA-seq and data analysis

RNA-seq analysis was performed as previously described.^58^ For comparison of gene expression profiles between parental K30P, K450P cells, and metastatic K30LM3, K450LM2 cells, cells were collected with three biological replicated in each group. Total RNA was extracted with Trizol reagents (Thermo Fisher Scientific). For library preparation, Poly(A) + mRNA was isolated and enriched using NEBNext Poly(A) mRNA Magnetic Isolation Module. The mRNA was then recovered for library generation with NEBNext ® Ultra™ Directional RNA Library Prep Kit for Illumina (NEB, E7420S), following the manufacturer’s instructions. The cDNA libraries were sequenced at WuXiNextCODE. FastQC was used to examine the quality of the raw reads. Read alignment was conducted using STAR (v2.5.1b), R package edgeR (v3.8.5) was used to determine relative transcript abundances and differentially expressed genes (DEGs) between sample pair. The DEGs (Fold-change > 2-fold or 1.5, *P* < 0.05) are listed in Supplementary Table 2.

### Lipidomics analysis

Total lipids were extracted from 1 × 10^7^ *FA2H*-depleted K30LM3 cells and control cells with six biological replicates in each group.^59^ Briefly, cell pellets were mixed well with 200 µL ultra-pure water. Following the addition of 240 µL methanol to the mixture, samples were vortexed and added with MTBE, and vortexed again. After being placed at room temperature for 20 min, samples were centrifuged at 8000 × *g* for 15 min at 4 °C. The resulting lipid fraction was carefully collected and dried with nitrogen gas. Dried samples can be stored at −80 °C. Before LC/MS, the samples were redissolved with isopropanol, vortexed then centrifuged at 8000 × *g* for 15 min at 4 °C. The supernatant was then subjected to UHPLC Nexera LC-30A for analysis. LipidSearch software version 4.1(Thermo Scientific™) was applied for peak recognition, peak alignment and lipid characterization, and quantitative processing with the following parameters (5 ppm precursor tolerance, 5% product ion threshold, and deletion of lipid molecules with a RSD > 30%). LipidSearch data was further normalized by total peak area normalization, and lipid molecules with the missing value >50% in each group were deleted. After the process of Pareto-scaling, SIMPCA-P 14.1 (Umetrics, Umea, Sweden) software was applied for multivariate statistical analysis, including principal component analysis (PCA), partial least squares discriminant analysis (PLS-DA), as well as orthogonal partial least squares discriminant analysis (OPLS-DA). Identification of differentially expressed lipid species was based on the VIP (Variable Importance for the Projection) values from OPLS-DA model. The lipids with the threshold of VIP > 1, *P* < 0.05 in the univariate statistical analysis (Student’s *t*-test) were considered statistically significant. The results of Lipidomics were listed in Supplementary Table 3.

### Cell proliferation assay

Cell proliferation was quantified by CCK-8 assays. K30P, K450P, 30LM3, and 450LM2 with indicated treatment were seeded into 96-well plates (2 × 10^4^ cells/mL; 100 µL/well). Cell Proliferation Reagent CCK-8 (#CK04, Dojindo Molecular Technologies, Japan) was used for measuring cell proliferation. After 1 h of incubation at 37 °C, absorbance at 450 nm was measured using a microplate reader (BioTek).

### Immunohistochemistry assay

Tissue microarrays were stained with anti-FOXC2 (PA524588, Invitrogen) and anti-FA2H (15452-1-AP, Proteintech) antibodies. The representative images of IHC staining were captured by Aperio ScanScope (Leica, Nussloch, Germany).

### Western blotting

Western blot was performed according to the standard protocol. Briefly, cells were harvested and lysed in RIPA buffer (1% NP-40, 0.1% sodium dodecyl sulfate (SDS), 50 mM Tris–HCl pH 7.4, 150 mM NaCl, 0.5% sodium deoxycholate, 1 mM (EDTA), 1× proteinase inhibitor cocktail (Roche)) for 30 min on ice. The proteins were resolved on 10% SDS-PAGE and transferred onto PVDF membranes (Millipore). The membranes were blocked with 5% milk powder solution, then incubated with specific antibodies at 4 °C overnight. Following incubation with secondary antibodies, immunoblots were visualized using the ImageQuant LAS-4000 System (GE). Antibodies for western blotting are listed in ‘Antibodies and reagents’.

### ChIP assay

ChIP assay was performed as previously described.^60^ Briefly, indicated cells were crosslinked with 1% formaldehyde for 10 min at room temperature, and cell pellets were collected and subjected to sonication. The sheared chromatin was then diluted, followed by immune clearance for 1 h at 4 °C. Immunoprecipitation was performed by adding 4 µg of specific antibodies and incubated at 4 °C overnight. Next, protein A-Sepharose beads were added and incubated for at least 1 h with rotation. The beads were then washed sequentially for 10 min each in TSE I, TSE II, and buffer III and finally twice with TE buffer. Chromatin complexes were eluted with elution buffer (1% SDS, 0.1 M NaHCO3), and crosslinking was reversed at 65 °C overnight. DNA fragments were purified with the QIAquick PCR purification kit (28104, Qiagen) and used for quantitative PCR reactions with Power SYBR Green PCR Master Mix reagent (Applied Biosystems). Primers used for ChIP are listed in Supplementary Table 1.

### Seahorse metabolic assay

For all assays, cells were pretreated with 4 mg/mL BSA, 100 μM Cer(d18:0/24:0), 100 μM Cer(d18:0/24:1), and 2.5 μM fenretinide for 24 h and then 5 × 10^3^ treated K30LM3 or 6 × 10^3^ treated K450LM2 cells were seeded in XF96 cell culture plates incubated in a 5% CO_2_ incubator at 37 °C overnight.

For Seahorse XF Cell Mito Stress Test, OCR was measured using the Seahorse XF Cell Mito Stress Test Kit (103015-100, Agilent Technologies, America) on an XFe96 Analyzer. Final concentrations of 2.5 μM oligomycin, 2 μM Carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP) and 0.5 μM Rotenone/antimycin A (Rot/AA) were used for all conditions. Basal respiration, maximal respiration, and ATP production were calculated as follows:

$$\begin{array}{l}{\mathrm{Basal}}\;{\mathrm{respiration}} = \left({\mathrm{last}}\;{\mathrm{rate}}\;{\mathrm{measurement}}\;{\mathrm{before}}\;{\mathrm{first}}\;{\mathrm{injection}}\right)\\ \qquad\qquad\qquad\qquad\quad- \,\left( {{{{\mathrm{non}} {\mbox{-}} {\mathrm{mitochondrial}}}}\;{{{\mathrm{respiration}}}}\;{{{\mathrm{rate}}}}} \right)\end{array}$$

$$\begin{array}{l}{{{\mathrm{Maximal}}}}\;{{{\mathrm{respiration}}}} = \left( {{{{\mathrm{maximum}}}}\;{{{\mathrm{rate}}}}\;{{{\mathrm{measurement}}}}\;{{{\mathrm{after}}}}\;{{{\mathrm{FCCP}}}}\;{{{\mathrm{injection}}}}} \right)\\ \qquad\qquad\qquad\qquad\qquad\, - \,\left( {{{{\mathrm{non}} {\mbox{-}} {\mathrm{mitochondrial}}}}\;{{{\mathrm{respiration}}}}} \right)\end{array}$$

$$\begin{array}{l}{{{\mathrm{ATP}}}}\;{{{\mathrm{production}} = ({\mathrm{last}}}}\;{{{\mathrm{rate}}}}\;{{{\mathrm{measurement}}}}\;{{{\mathrm{before}}}}\;{{{\mathrm{oligomycin}}}}\;{{{\mathrm{injection}}}})\\ \qquad \qquad\qquad\qquad\quad-\,\left( {{{{\mathrm{maximum}}}}\;{{{\mathrm{rate}}}}\;{{{\mathrm{measurement}}}}\;{{{\mathrm{after}}}}\;{{{\mathrm{oligomycin}}}}\;{{{\mathrm{injection}}}}} \right)\end{array}$$

For Seahorse XF Glycolysis Stress Test, ECAR was measured using the Seahorse XF Glycolysis Stress Test Kit (103020-100, Agilent Technologies, America) on an XFe96 Analyzer. Final concentrations of 10 mM glucose, 1 μM oligomycin, and 50 mM 2-deoxyglucose (2-DG) were used for all conditions. Glycolysis, glycolytic capacity, and glycolytic reserve were calculated as follows:

$$\begin{array}{l}{{{\mathrm{Glycolysis}} = ({\mathrm{maximum}}}}\;{{{\mathrm{rate}}}}\;{{{\mathrm{measurement}}}}\;{{{\mathrm{before}}}}\;{{{\mathrm{oligomycin}}}}\;{{{\mathrm{injection}}}})\\ \qquad\qquad\qquad- \,\left( {{{{\mathrm{last}}}}\;{{{\mathrm{rate}}}}\;{{{\mathrm{measurement}}}}\;{{{\mathrm{before}}}}\;{{{\mathrm{glucose}}}}\;{{{\mathrm{injection}}}}} \right)\end{array}$$

$$\begin{array}{l}{{{\mathrm{Glycolytic}}}}\;{{{\mathrm{capacity}}}} = \left( {{{{\mathrm{maximum}}}}\;{{{\mathrm{rate}}}}\;{{{\mathrm{measurement}}}}\;{{{\mathrm{after}}}}\;{{{\mathrm{oligomycin}}}}\;{{{\mathrm{injection}}}}} \right)\\ \qquad\qquad\qquad\qquad\qquad-\, \left( {{{{\mathrm{last}}}}\;{{{\mathrm{rate}}}}\;{{{\mathrm{measurement}}}}\;{{{\mathrm{before}}}}\;{{{\mathrm{glucose}}}}\;{{{\mathrm{injection}}}}} \right)\end{array}$$

$${{{\mathrm{Glycolytic}}}}\;{{{\mathrm{reserve}} = ({\mathrm{glycolytic}}}}\;{{{\mathrm{capacity}}}}) - \left( {{{{\mathrm{glycolysis}}}}} \right)$$

### Luciferase reporter assay

The *FA2H* promoter sequence was synthesized and cloned into pGL3-basic plasmid at Synbio Tech. The mutant *FA2H* promoter plasmids were constructed based on the binding motifs of FOXC2 from JASPAR database (http://jaspar.genereg.net/). Cells were seeded in 96-well plates, and transiently co-transfected with a mixture of *FA2H* promoter-Luc (wild or mutant type), pGL3-Luc, FOXC2 expressing vector, negative control vector (LV105), and Renilla luciferase (RL) reporter vectors (pRL-TK) as indicated. A site-directed mutagenesis kit (SBS, Shanghai, SDM-15) was used to generate mutant constructs for *FA2H* promoter. The Dual-Luciferase Reporter Assay System (Promega) was used to detect luciferase activities 48 hours after transfection. Details of luciferase reporter assays were performed according to the manufacturer’s protocol, and transfection efficiency was normalized by pRL-TK Renilla luciferase reporter.

### Statistical analysis

Data analysis was conducted using GraphPad Prism (Version 7). Statistical significance was determined by using two-sided Student’s *t*-test or Wilcoxon matched-pairs signed rank test. ANOVA or Friedman test was performed in multiple experimental groups. For the functional assays in vitro, experiments were independently performed at least three times. The correlation between the expression of FOXC2 and FA2H was determined by Spearman’s Rank Correlation test. For TCGA dataset analysis, the mRNA expression of indicated genes in normal esophageal mucosa tissues from the GTEx dataset was incorporated for statistical analysis. The data were reported as mean ± S.D. *P*-value <0.05 was considered statistically significant.

## Supplementary information

Supplementary_Information

Supplementary table 1

Supplementary table 2

Supplementary table 3

Supplementary table 4

The raw data of Western blot

## Data Availability

RNA-seq data have been deposited in the GEO database under the access code GSE182090. GEO reviewer token (wfsxgyigpdkfjyr) can be used for reviewers to review record GSE182090. The raw data of lipidomic profiling in FA2H-depleted cells and control cells were available from authors upon request. The ESCA data were derived from the TCGA Research Network (http://cancergenome.nih.gov/), which was further analyzed by UCSC Xena Browser (http://xena.ucsc.edu/) and GEPIA2 tool (http://gepia2.cancer-pku.cn/).

# Supplementary material for: Dysregulated ceramides metabolism by fatty acid 2-hydroxylase exposes a metabolic vulnerability to target cancer metastasis
**Source:** Signal Transduct Target Ther. 2022 Oct 24;7:370. doi: 10.1038/s41392-022-01199-1
**Supplement:** Supplementary file 1 — Supplementary_Information

Supplementary Materials for

Dysregulated ceramides metabolism by fatty acid 2-hydroxylase exposes a metabolic vulnerability to target cancer metastasis

Xuantong Zhou^1,3^, Furong Huang^1^, Gang Ma^2^, Wenqing Wei^1^, Nan Wu^3✉^, Zhihua Liu^1✉­^

**This PDF file includes:**

Materials and Methods

Figures. S1 to S10

References

Captions for Supplementary Tables 1-4

Caption for Data S1

Other Supplementary Materials for this manuscript include the following:

Supplementary Table 1. Information of primers

Supplementary Table 2. Differentially expressed genes identified from RNA-seq analysis

Supplementary Table 3. The results of Lipidomics

Supplementary Table 4. The raw data of figures as indicated

Data S1. The raw data of Western blot

Materials and Methods

Ethics statements

A commercial human ESCC tissue microarray was purchased from Outdo Biotech Company (#HEso-Squ150CS-02, Shanghai, China). Additionally, human ESCC tissue samples were obtained from patients receiving operation at Zhejiang Cancer Hospital (Hangzhou, China). All patients did not undergo neoadjuvant therapy. Informed consent was obtained from each enrolled patient. All human specimens were used in IHC experiments. This study was approved by the ethical committee of Chinese Academy of Medical Sciences Cancer Hospital (Beijing, China).

Five-week-old male SCID/Beige mice were purchased from Vital River Laboratories (Beijing, China). All mice used in this study were housed under specific pathogen-free (SPF) conditions. All procedures and experimental protocols were approved by the Institutional Animal Care and Use Committee of Chinese Academy of Medical Sciences Cancer Hospital (Beijing, China).

Cell cultured

The human ESCC cell lines KYSE30, KYSE450 were generously provided by Dr. Y. Shimada (Kyoto University, Kyoto, Japan) and maintained in RPMI 1640 supplemented with 10% fetal bovine serum (FBS) (HyClone, South Logan, UT, USA). HEK293T were purchased from the American Type Culture Collection (ATCC) (Manassas, VA) and maintained in DMEM supplemented with 10% fetal bovine serum (FBS) (HyClone, South Logan, UT, USA). For in vivo selection and bioluminescent imaging, KYSE30 and KYSE450 cells were infected with lentivirus expressing ﬁreﬂy luciferase and selected with G418 (200µg/mL) for two weeks.

Antibodies and reagents

Antibodies used in this study were as follows: Anti-FOXC2 (PA524588, Invitrogen), Anti-FA2H (15452-1-AP, Proteintech), Anti-GAPDH (2118, Cell Signaling Technology). Secondary antibodies included HRP Goat Anti-Mouse (926-80010, LI-COR) and HRP Goat Anti-Rabbit (926-80011, LI-COR). Cer(d18:0/24:0) and Cer(d18:0/24:1) were purchased from Avanti Lipids Polar. Fenretinide was purchased from MedChemExpress (HY-15373) and TNFα was purchased from Novus (#210-TA).

Animal study

All procedures and experimental protocols were approved by the Institutional Animal Care and Use Committee of Chinese Academy of Medical Sciences Cancer Hospital.

For the establishment of highly lung metastatic ESCC cell lines, *in vivo* selection was followed as previously described[^1^](#_ENREF_1). Briefly, 1x10^6^ K30P and K450P cells were intravenously injected into SCID/Beige mice. For the 1st round selection, lung metastatic lesions were observed after 3 months for both cells. Mice were then sacrificed and metastatic nodules were dissected and dissociated into pieces and grown in the culture dishes. G418 were used to select and differentiate tumor cells from fibroblast and other stromal cells. These G418-resistant tumor cells were denoted as first generation of lung metastatic derivatives (LM1). Similarly, LM1 cells were subjected to another round of in vivo selection by injecting them into the SCID/Beige mice, which gave rise to lung metastatic nodes and the second generation of lung metastatic derivatives (LM2). Accordingly, K30P or K450P were subjected to three or two round of *in vivo* selection, namely K30LM3 and K450LM2 respectively.

For experimental lung metastasis assay, 6-week-old male SCID/Beige mice were purchased from Vital River (Beijing, China). 1x10^6^ K30LM3 cells with stable FOXC2/FA2H depletion or FOXC2-depleted K30LM3 cells with additional FA2H overexpression and control cells were established and injected into the lateral tail veins of SCID/Beige mice. The pulmonary colonization of tumor cells were monitored by bioluminescent imaging after 40 days.

For dihydroceramides-based anti-metastasis therapy, 1x10^6^ K30LM3 cells were first intravenously injected. After one week, vehicle, Cer(d18:0/24:0) or Cer(d18:0/24:1) was administered three times a week by oral gavage with a dose of 10.26 mg/kg/day. Fenretinide (120mg/kg/day) were treated as positive control. Mice body weights in each group were measured during each treatment.

For bioluminescent imaging, mice were anesthetized and injected with 10 µL/g of D-luciferin (PerkinElmer) in DPBS intraperitoneally. After 15 mins, bioluminescence (BLI) was captured via Xenogen Optical in vivo Imaging System (IVIS; Xenogen). BLI was normalized to background value, which was deﬁned from a luciferin-injected mice without tumor cells[^1^](#_ENREF_1).

To evaluate the toxicity of Cer(d18:0/24:0), Cer(d18:0/24:1) and Fenretinide treatment, the mice organs including hearts, livers, and kidneys were harvested and paraffin-embedded followed by H&E staining. Histological examination were performed to analyze the treatment related morphological changes.

Plasmids and lentivirus packaging

FOXC2 and FA2H cDNA clones were subcloned into the pLVX-puro plasmid. shRNA oligos targeting FOXC2 or FA2H and a non-targeting oligo control were engineered into pSIH-puro plasmid. For pLVX-puro lentivirus production, the packaging plasmids Δ8.9, pLP2 was used. For pSIH-puro lentivirus production, the packaging plasmids vSVG, pLP1 and pLP2 were used. The indicated packaging plasmids and lentiviral vectors were co-transfected into HEK293T cells. After 48h transfection, the supernatant containing lentivirus particles was collected and stored in aliquots at -80 °C. For lentivirus infection, cells were first treated with polybrene (5 µg/mL) (TR-1003, Sigma), then infected with the indicated lentivirus. Stable cell populations were established by selecting with puromycin (2 μg/mL) (540222, Sigma) for 2 weeks.

Transwell assay

Parental KYSE30 (6x10^4^ per insert) or KYSE450 cells (2x10^5^ per insert) as well as LM cells with indicated treatment were suspended in FBS-free RPMI1640 and seeded into the upper chambers with or without pre-coated matrigel (BD, Franklin Lakes, NJ, USA). The bottom chambers were added with RPMI 1640 medium supplemented with 10% FBS. After 24 hr incubation, the migratory or invasive cells were methanol-fixed and stained with crystal violet. Cells in three randomly selected fields were photographed and statistically analyzed.

RNA extraction and qRT–PCR

Total RNA was extracted with TRIzol reagent (Thermo Fisher Scientific). The cDNAs were obtained using Quantscript RT kit (Tiangen, Beijing, China) according to the manufacture’s protocol. Real-time RT-PCR was performed by using SYBR Premix Ex TaqTM II (TaKaRa, Japan) on Step-one plus real-time PCR system (Applied Biosystems, Foster City, CA, USA), according to the manufacturer’s instructions. Primers used are listed in Supplementary Table 1.

RNA-seq and data analysis

RNA-seq analysis was performed as previously described[^2^](#_ENREF_2). For comparison of gene expression profiles between parental K30P, K450P cells and metastatic K30LM3, K450LM2 cells, cells were collected with three biological replicated in each group. Total RNA was extracted with Trizol reagents (Thermo Fisher Scientific). For library preparation, Poly(A)+ mRNA was isolated and enriched using NEBNext Poly(A) mRNA Magnetic Isolation Module. The mRNA was then recovered for library generation with NEBNext ® Ultra™ Directional RNA Library Prep Kit for Illumina (NEB, E7420S) following the manufacturer’s instructions. The cDNA libraries were sequenced at WuXiNextCODE. FastQC was used to examine the raw reads quality. Read alignment was conducted using STAR (v2.5.1b), R package edgeR (v3.8.5) was used to determine relative transcript abundances and differentially expressed genes (DEGs) between sample pair. The DEGs (Fold change>2-fold or 1.5, P<0.05) are listed in Supplementary Table 2.

Lipidomics analysis

Total lipids were extracted from 1x10^7^ FA2H-depleted K30LM3 cells and control cells with six biological replicates in each group[^3^](#_ENREF_3). Briefly, cell pellets were mixed well with 200µL ultra-pure water. Following addition of 240µL methanol to the mixture, samples were vortexed and added with MTBE and vortexed again. After placed at room temperature for 20min, samples were centrifuged at 8,000g for 15min at 4℃. The resulting lipid fraction was carefully collected and dried with nitrogen gas. Dried samples can be stored in -80℃. Before LC/MS, the samples were redissolved with isopropanol and vortexed then centrifuged at 8000g for 15min at 4℃. The supernatant was then subjected to UHPLC Nexera LC-30A for analysis. LipidSearch software version 4.1(Thermo Scientific™) was applied for peak recognition, peak alignment and lipid characterization, quantitative processing with the following parameters (5 ppm precursor tolerance, 5% product ion threshold and deletion of lipid molecules with a RSD >30%). LipidSearch data was further normalized by total peak area normalization and lipid molecules with the missing value >50% in each group was deleted. After the process of Pareto-scaling, SIMPCA-P 14.1 (Umetrics, Umea, Sweden) software was applied for multivariate statistical analysis, including principal component analysis (PCA), partial least squares discriminant analysis (PLS-DA), as well as orthogonal partial least squares discriminant analysis (OPLS-DA). Identification of differentially expressed lipid species was based on the VIP (Variable Importance for the Projection) values from OPLS-DA model. The lipids with threshold of VIP>1, P<0.05 in the univariate statistical analysis (Student’s t-test) were considered as statistically significant. The results of Lipidomics were listed in Supplementary table 3.

Cell proliferation assay

Cell proliferation was quantified by CCK-8 assays. K30P, K450P, 30LM3 and 450LM2 with indicated treatment were seeded into 96-well plates (2 × 10^4^ cells/mL; 100 µL/well). Cell Proliferation Reagent CCK-8 (#CK04, Dojindo Molecular Technologies, Japan) was used for measuring cell proliferation. After 1 h of incubation at 37℃, absorbance at 450 nm was measured using a microplate reader (BioTek).

Immunohistochemistry assay

Tissue microarrays were stained with anti-FOXC2 (PA524588, Invitrogen) and anti-FA2H (15452-1-AP, Proteintech) antibodies. The representative images of IHC staining were captured by Aperio ScanScope (Leica, Nussloch, Germany).

Western Blotting

Western blot was performed according to the standard protocol. Briefly, cells were harvested and lysed in RIPA buffer (1% NP-40, 0.1% sodium dodecyl sulfate (SDS), 50 mM Tris–HCl pH 7.4, 150 mM NaCl, 0.5% sodium deoxycholate, 1 mM (EDTA), 1 ×proteinase inhibitor cocktail (Roche)) for 30 min on ice. The proteins were resolved on 10% SDS-PAGE and transferred onto PVDF membranes (Millipore). The membranes were blocked with 5% milk powder solution, then incubated with specific antibodies at 4°C overnight. Following incubation with secondary antibodies, immunoblots were visualized using the ImageQuant LAS-4000 System (GE). Antibodies for western blotting are listed in ‘Antibodies and reagents’.

ChIP assay

ChIP assay was performed as previously described[^4^](#_ENREF_4). Briefly, indicated cells were crosslinked with 1% formaldehyde for 10 min at room temperature and cell pellets were collected and subjected to sonication. The sheared chromatin was then diluted followed by immune clearance for 1h at 4°C. Immunoprecipitation was performed by adding 4 µg of specific antibodies and incubated at 4°C overnight. Next, protein A-Sepharose beads were added and incubated for at least 1 h with rotation. The beads were then washed sequentially for 10 min each in TSE I, TSE II and buffer III and finally twice with TE buffer. Chromatin complexes were eluted with elution buffer (1% SDS, 0.1 M NaHCO3) and crosslinking was reversed at 65°C overnight. DNA fragments were purified with the QIAquick PCR purification kit (28104, Qiagen) and used for quantitative PCR reactions with Power SYBR Green PCR Master Mix reagent (Applied Biosystems). Primers used for ChIP are listed in Supplementary Table 1.

Seahorse Metabolic assay

For all assays, cells were pretreated with 4mg/mL BSA, 100μM Cer(d18:0/24:0), 100μM Cer(d18:0/24:1) and 2.5μM fenretinide for 24 hours and then 5 × 10^3^ treated K30LM3 or 6 × 10^3^ treated K450LM2 cells were seeded in XF96 cell culture plates incubated in a 5% CO_2_ incubator at 37℃ overnight.

For Seahorse XF Cell Mito Stress Test, OCR was measured using the Seahorse XF Cell Mito Stress Test Kit (103015-100, Agilent Technologies, America) on an XFe96 Analyzer. Final concentrations of 2.5 μM oligomycin, 2 μM Carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP) and 0.5 μM Rotenone/antimycin A (Rot/AA) were used for all conditions. Basal respiration, maximal respiration and ATP production were calculated as follows:

Basal respiration = (last rate measurement before first injection) − (non-mitochondrial respiration rate)

Maximal respiration = (maximum rate measurement after FCCP injection) − (non-mitochondrial respiration)

ATP production = (last rate measurement before oligomycin injection) − (maximum rate measurement after oligomycin injection)

For Seahorse XF Glycolysis Stress Test, ECAR was measured using the Seahorse XF Glycolysis Stress Test Kit (103020-100, Agilent Technologies, America) on an XFe96 Analyzer. Final concentrations of 10 mM glucose, 1 μM oligomycin and 50 mM 2-deoxyglucose (2-DG) were used for all conditions. Glycolysis, glycolytic capacity and glycolytic reserve were calculated as follows:

Glycolysis = (maximum rate measurement before oligomycin injection) − (last rate measurement before glucose injection)

Glycolytic capacity = (maximum rate measurement after oligomycin injection) − (last rate measurement before glucose injection)

Glycolytic reserve = (glycolytic capacity) − (glycolysis)

Luciferase Reporter assay

The *FA2H* promoter sequence was synthesized and cloned into pGL3-basic plasmid at Synbio Tech. The mutant *FA2H* promoter plasmids were constructed based on the binding motifs of FOXC2 from JASPAR database (http://jaspar.genereg.net/). Cells were seeded in 96-well plates, and transiently co-transfected with a mixture of *FA2H* promoter-Luc (wild or mutant type), pGL3-Luc, FOXC2 expressing vector, negative control vector (LV105) and Renilla luciferase (RL) reporter vectors (pRL-TK) as indicated. A site-directed mutagenesis kit (SBS, Shanghai, SDM-15) was used to generate mutant constructs for *FA2H* promoter. The Dual-Luciferase Reporter Assay System (Promega) was used to detect luciferase activities 48 hours after transfection. Details of luciferase reporter assays were performed according to the manufacturer’s protocol, and transfection efficiency was normalized by pRL-TK Renilla luciferase reporter.

Statistical analysis

Data analysis was conducted using GraphPad Prism (Version 7). Statistical significance was determined by using two-sided Student’s t-test or Wilcoxon matched-pairs signed rank test. ANOVA or Friedman test was performed in multiple experimental groups. For the functional assays *in vitro*, experiments were independently performed at least three times. The correlation between the expression of FOXC2 and FA2H was determined by Spearman’s Rank Correlation test. For TCGA dataset analysis, the mRNA expression of indicated genes in normal esophageal mucosa tissues from the GTEx dataset were incorporated for statistical analysis. The data was reported as mean ± S.D. P-value <0.05 was considered statistically signiﬁcant.

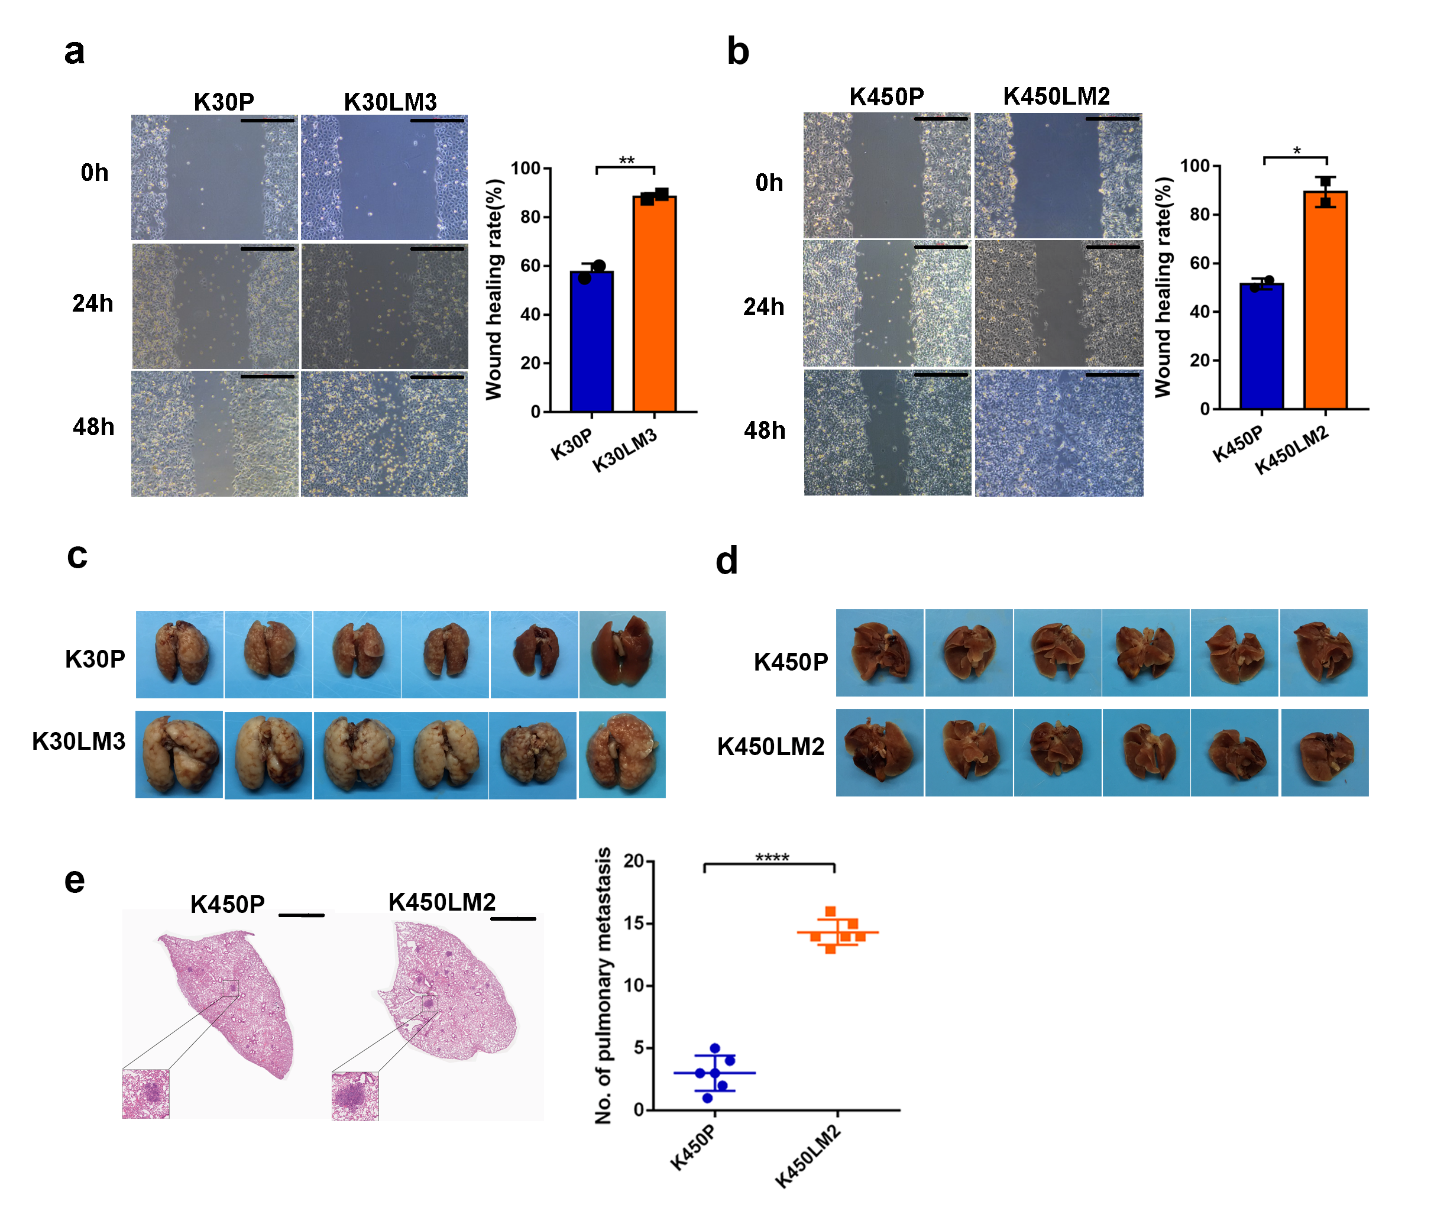

Figure. S1. Analysis of metastatic properties between LM cells and parental cells.

**a, b** Wound healing assay was performed to examine the migration ability of K30LM3/K30P cells (**a**) or K450LM2/K450P cells (**b**). Scale bar, 500µm. **c, d** Increased lung metastatic lesions in K30LM3 (**c**) or K450LM2 (**d**) injected mice in comparison with parental cells injected mice. **e** Representative H&E staining images show the lung metastatic lesions in K450P/K450LM2 injected mice (**left panel**). Scale bar, 2mm. Statistical analysis of lung weight between K450P and K450LM2 injected mice (**right panel**). Error bars denote mean ± SD. *P< 0.05, **P< 0.01, ****P< 0.0001.

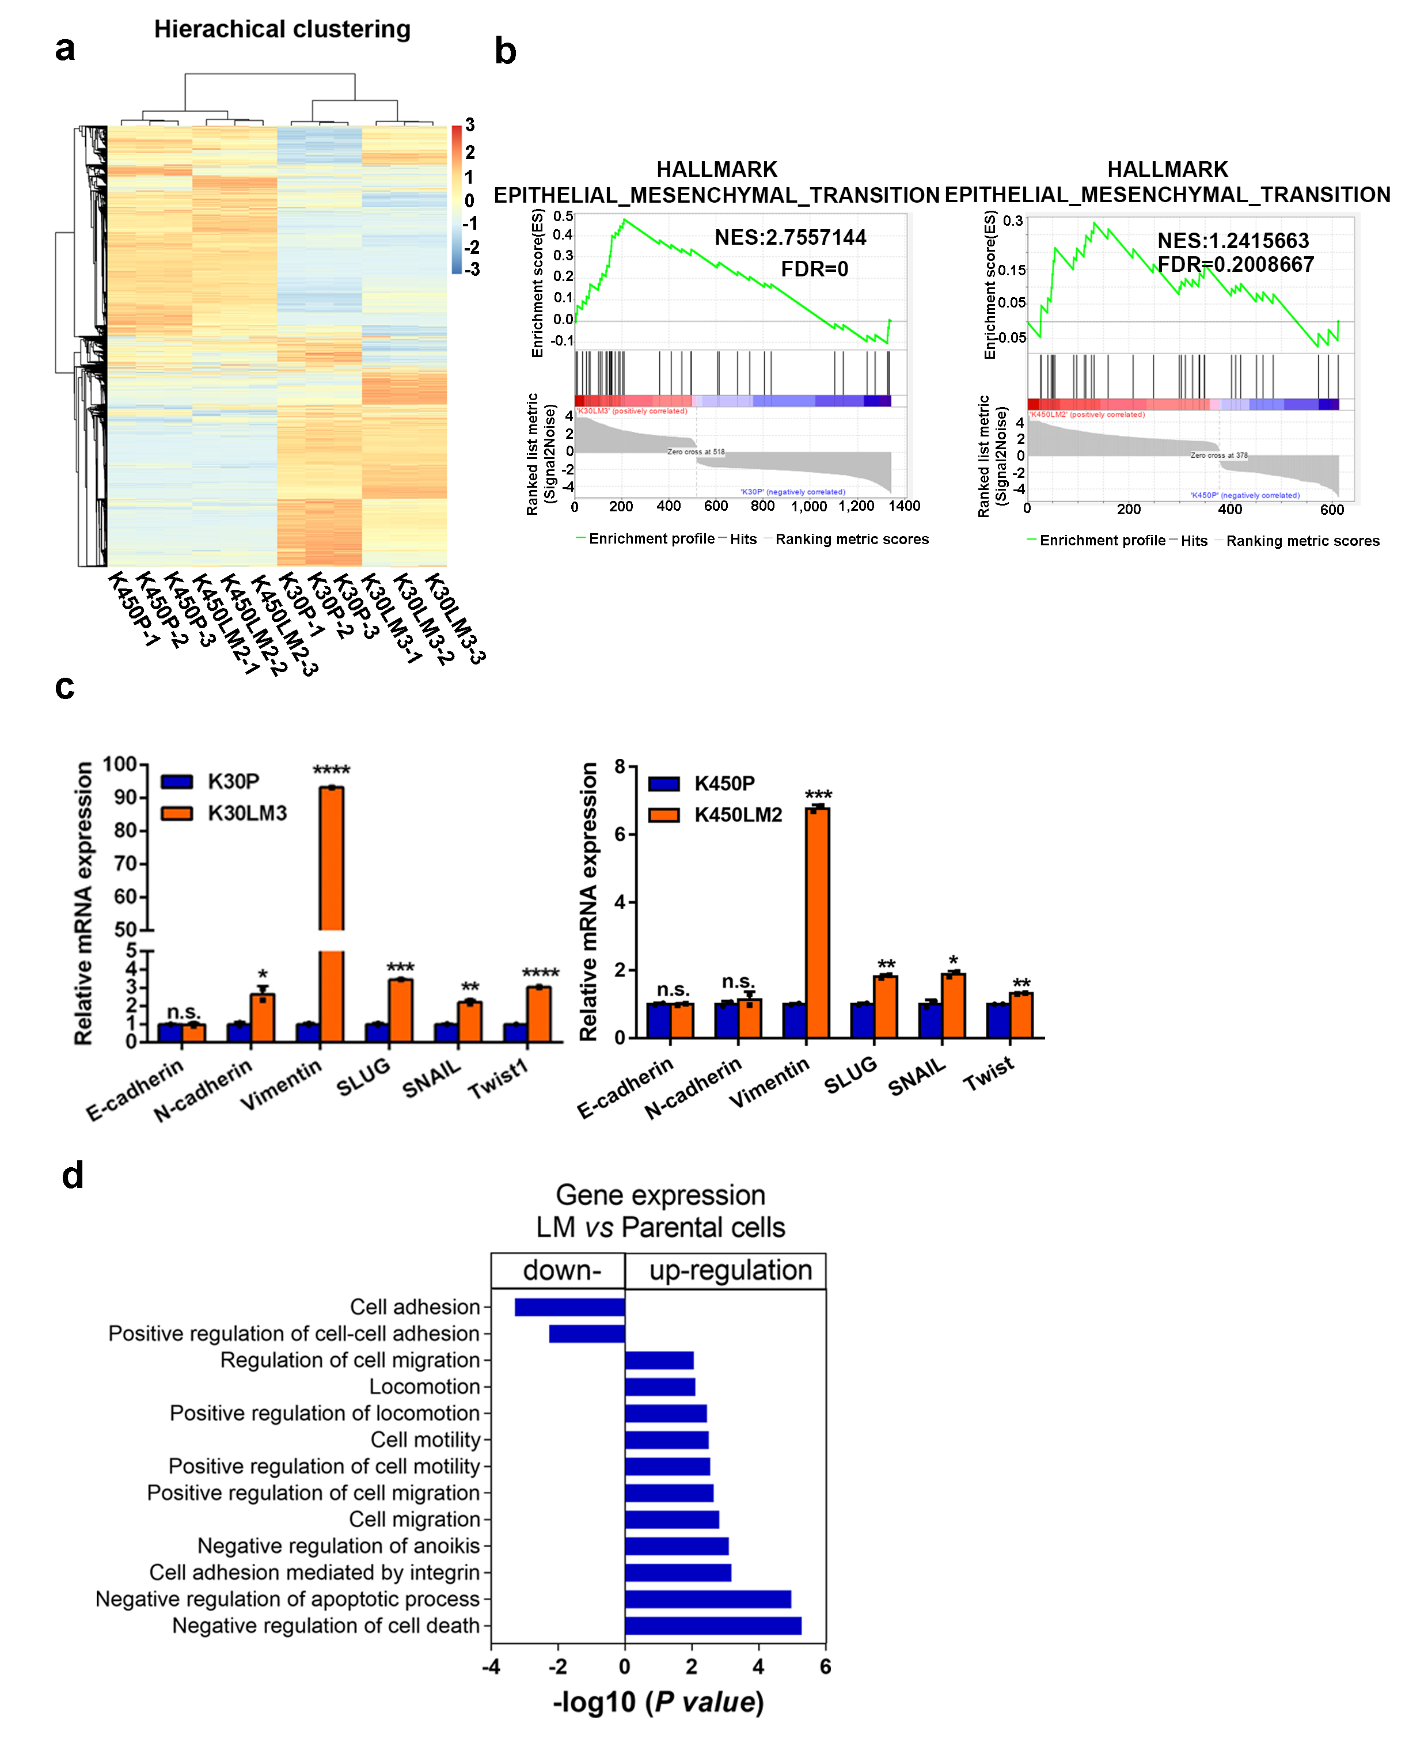

Figure. S2. Transcriptomic analysis between LM cells and parental cells.

**a** A heatmap of differentially expressed genes (FDR < 0.05, fold-change >2) between LM cells and parental cells. The scale bar is shown with the minimum expression value for each gene in blue and the maximum value in red. **b** Gene set enrichment analysis show epithelial mesenchymal transition (EMT) gene signature was significantly enriched in K30LM3 (**left panel**) or K450LM2 (**right panel**) cells relative to parental counterparts. Each of the black bars represents a gene in the pathway. **c** Quantitative RT-PCR analysis of key EMT signature genes expression between K30LM3 and K30P (**left panel**) or K450LM2 and K450P (**right panel**) cells. **d** Genomatix Biological Pathways analysis of co-regulated genes in LM cells relative to parental cells. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

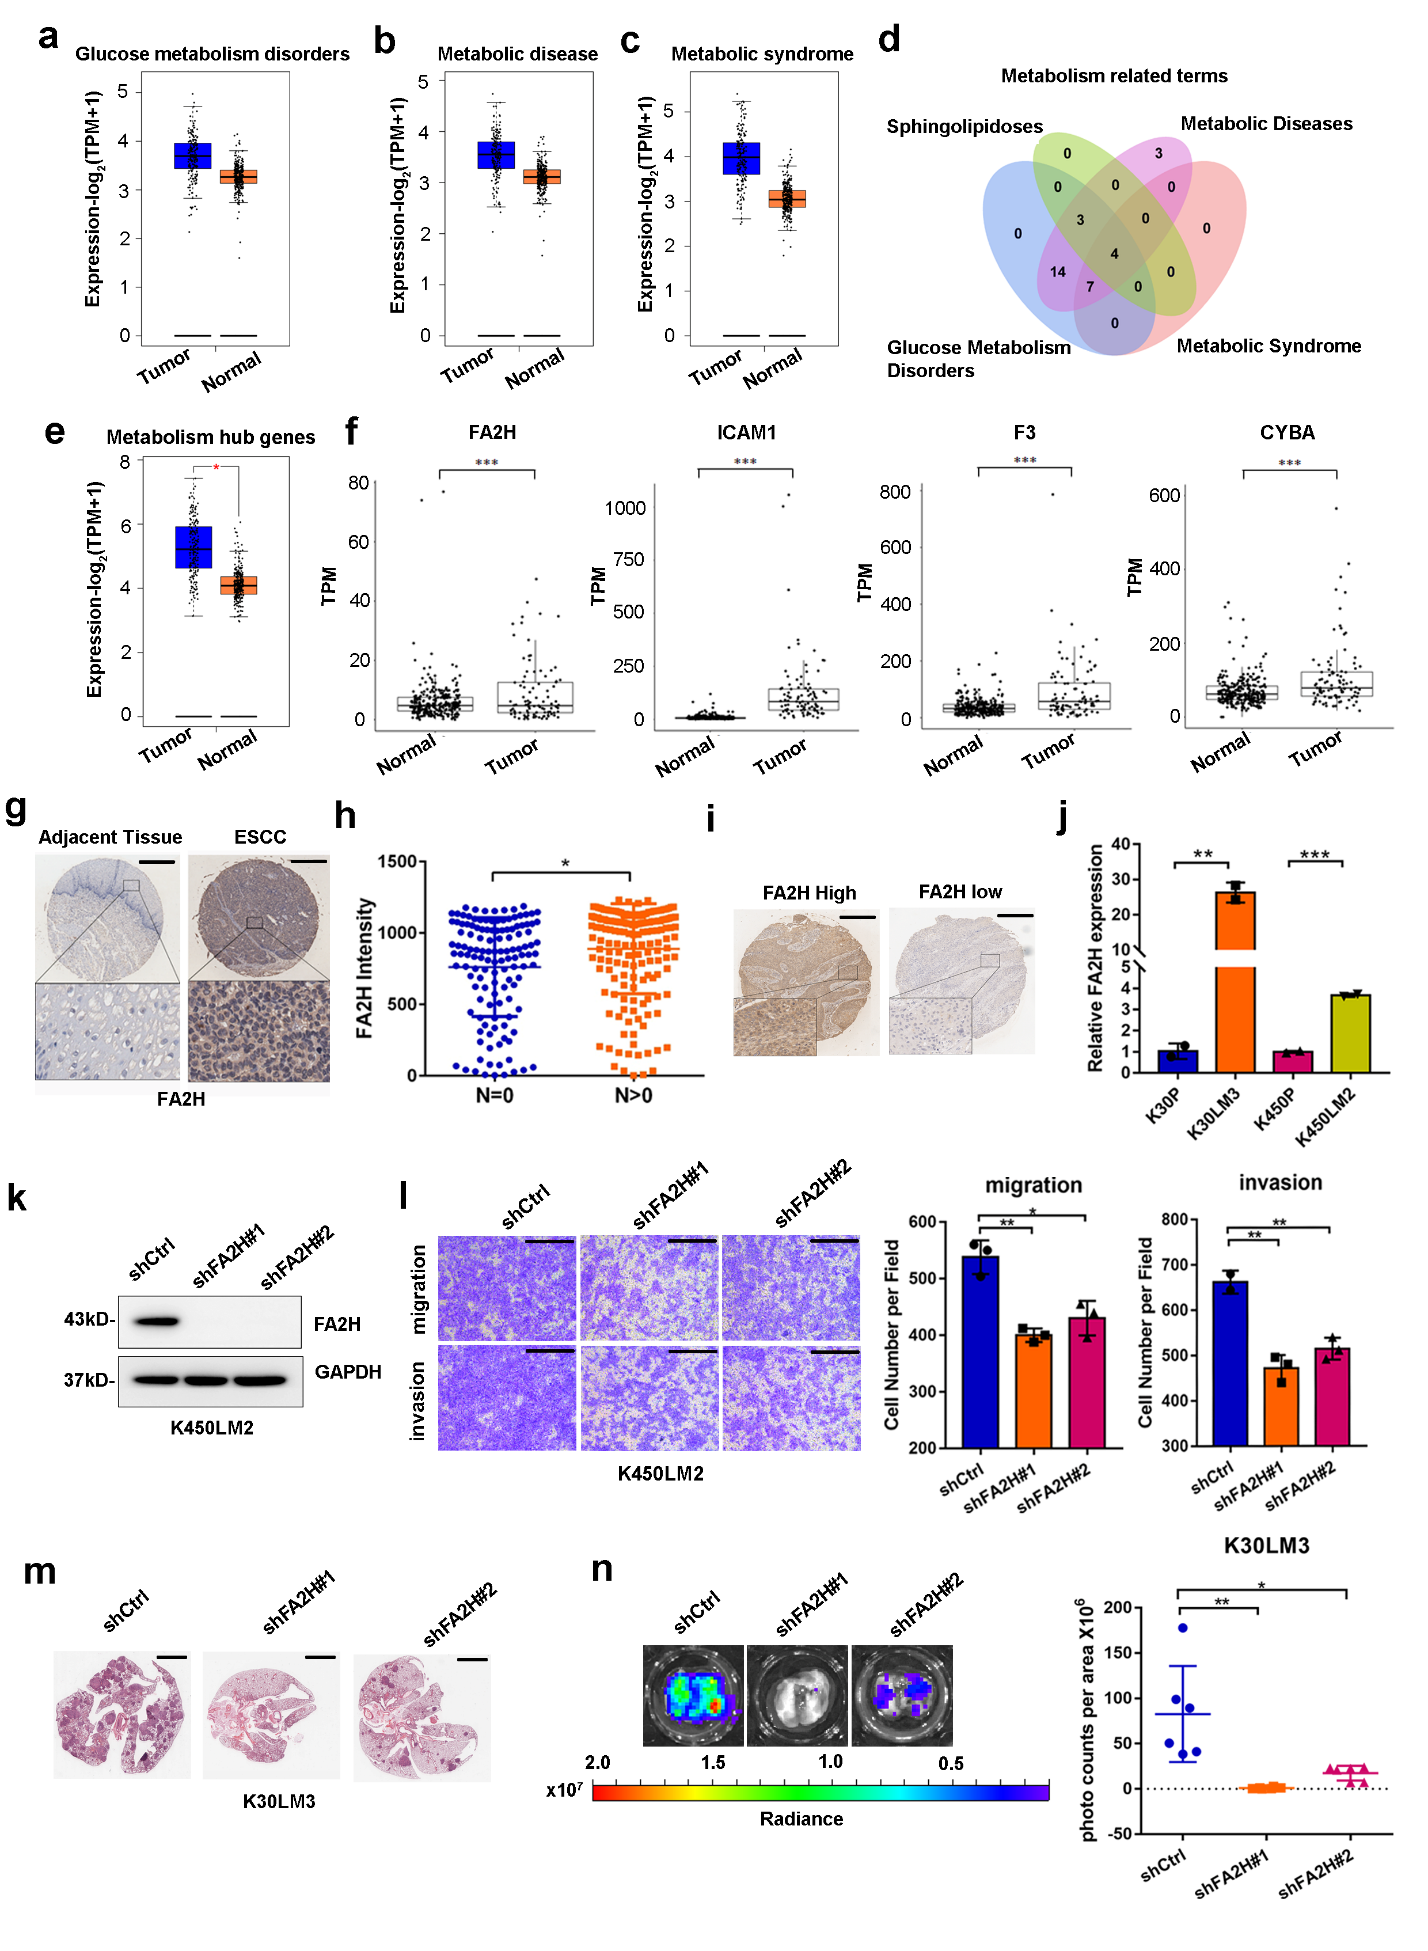

Figure. S3. Clinical significance and pro-metastatic role of FA2H in ESCC

**a-c** The gene signatures of glucose metabolism disorders (**a**), metabolic disease (**b**) and metabolic syndrome (**c**) were analyzed in TCGA ESCA datasets. **d** Co-regulated genes in overlapped metabolism-related pathways. **e** Metabolism hub genes (*FA2H , ICAM1, F3, CYBA*) signature is analyzed in the TCGA ESCA datasets. **f** The expressions of *FA2H, ICAM1, F3* and *CYBA* were analyzed in ESCC tissues from TCGA compared with matched normal tissues and esophageal mucosa tissues from GTEx dataset, respectively. **g** Representative images of H&E staining of FA2H protein in adjacent and ESCC tissues. Scale bar, 400µm. **h** Statistical analysis of FA2H staining intensity in ESCC tumors with or without lymph node metastasis (n = 306). **i** Representative images of FA2H staining intensity in ESCC tissues. Scale bar, 400µm. **j** Quantitative RT-PCR analysis of *FA2H* mRNA expression between LM cells and parental cells. **k** The FA2H knockdown efficiency was analyzed by western blotting in K450LM2 cells. **l** Transwell assay was performed to evaluate the effect of *FA2H* silencing on migration and invasion ability of K450LM2 cells. Scale bar, 500µm. **m** Representative H&E staining of lung sections corresponding to lung colonization by K30LM3 expressing shRNA targeting *FA2H* or a control hairpin (shCtrl). Scale bar, 3mm. **n** Bioluminescence quantification of lung tissues excised from tail-vain injected mice with K30LM3 expressing shRNA targeting *FA2H* or a control hairpin (shCtrl). Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

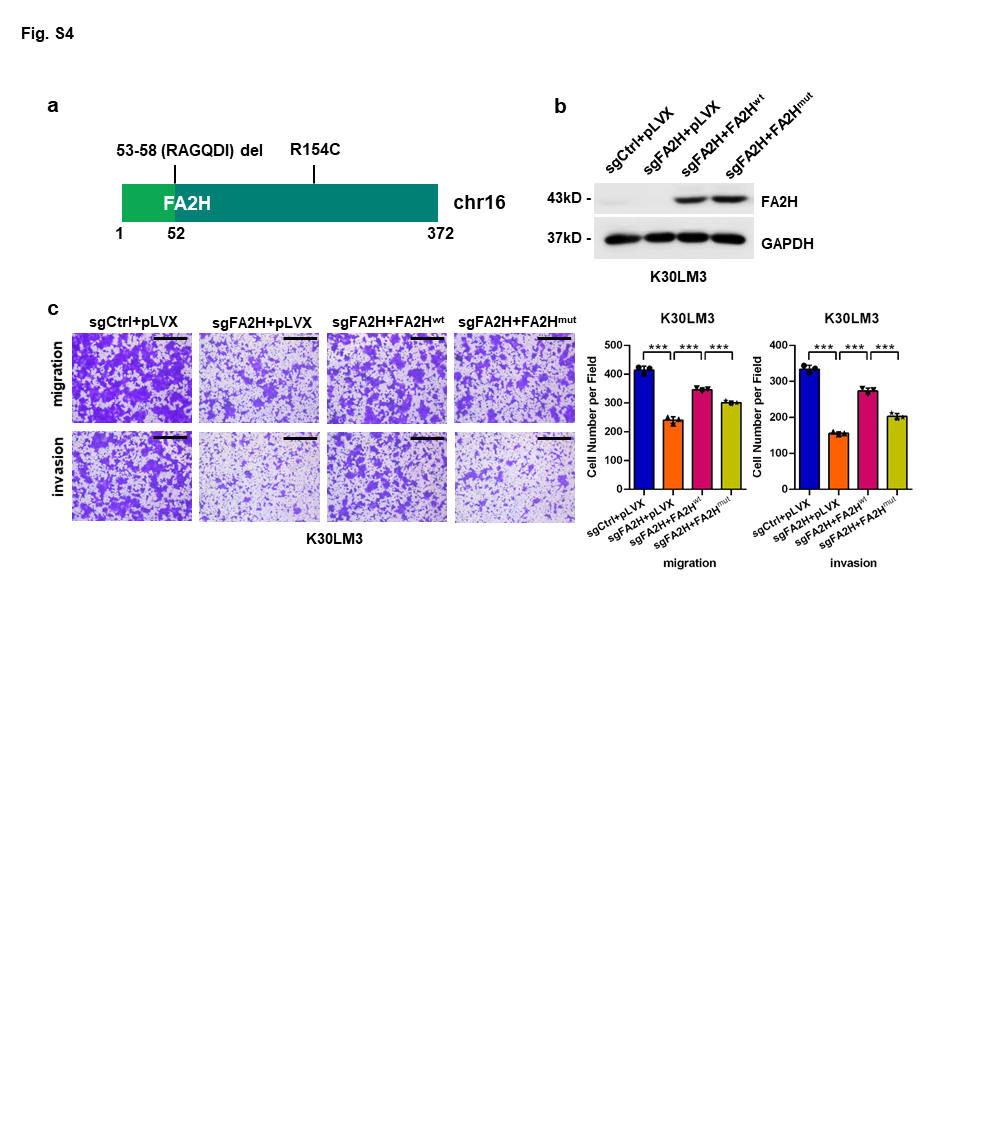

Figure. S4. The effect of FA2H^mut^ on the motility of K30LM3 cells.

**a** Schematic presentation of FA2H^mut^ construct. **b** Western blotting analysis of FA2H protein level in K30LM3 cells with treatment as indicated. **c** Transwell assay was performed to evaluate the effect of sgFA2H, FA2H^wt^ and FA2H^mut^ on migration and invasion ability of K30LM3 cells. Scale bar, 500µm. Error bars denote mean ± SD. ***P < 0.001.

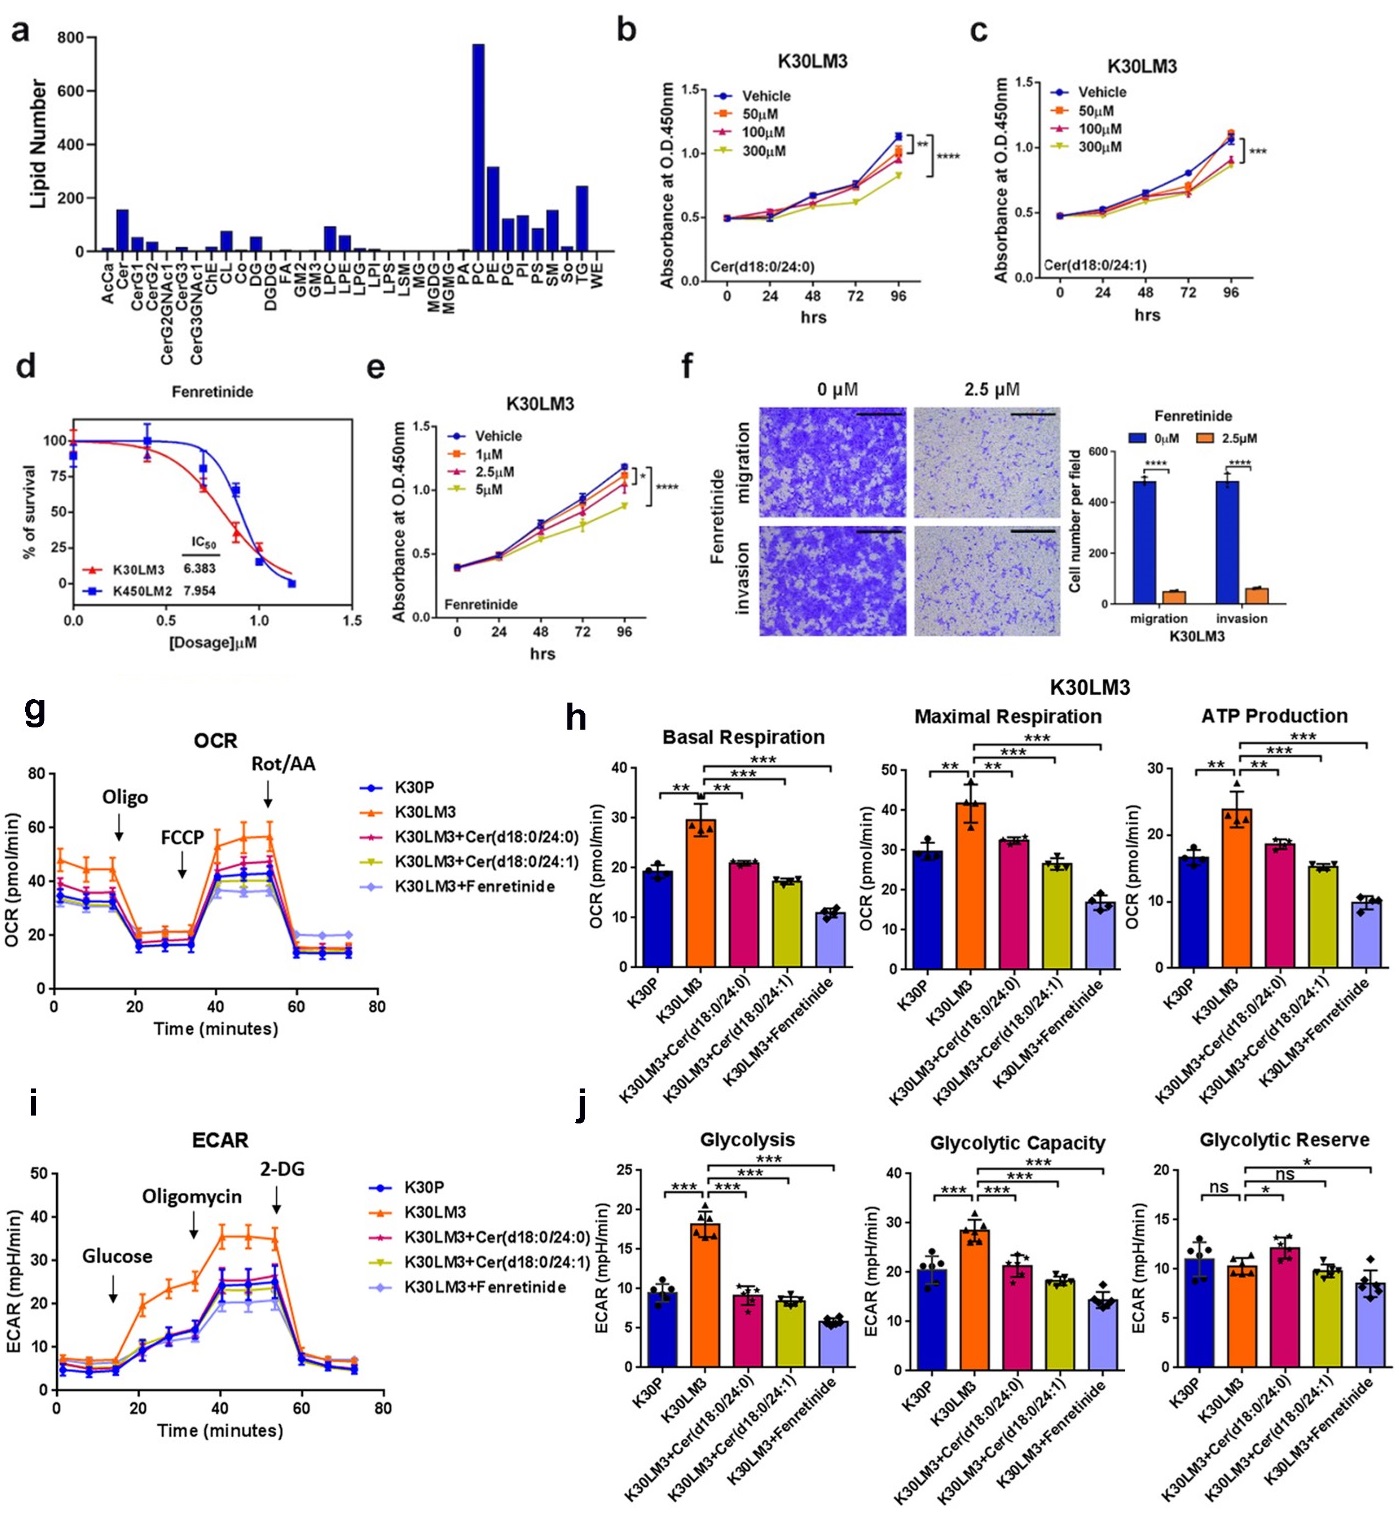

Figure. S5. The effect of Cer(d18:0/24:0), Cer(d18:0/24:1) or fenretinide treatment on the phenotypes of K30LM3 cells

**a** The lipid species identified from lipidomics of *FA2H*-depleted K30LM3 cells. **b, c** Measurement of K30LM3 cell proliferation under Cer(d18:0/24:0) (**b**) or Cer(d18:0/24:1) (**c**) treatment in a serial concentration by CCK-8 assay. **d** The IC_50_ value of fenretinide was measured in both K30LM3 and K450LM2 cells. **e** Measurement of K30LM3 cells proliferation under fenretinide treatment in a serial concentration by CCK-8 assay. **f** Transwell assay was performed to evaluate the effect of fenretinide on migration and invasion ability of K30LM3 cells. Scale bar, 500µm. **g** Oxygen consumption rate (OCR) of K30LM3 cells treated with Cer(d18:0/24:0), Cer(d18:0/24:1) or fenretinide were measured in real time under basal conditions and in response to the indicated inhibitors by seahorse. **h** Basal Respiration (**left panel**), Maximal Respiration (**middle panel**) and ATP production (**right panel**) of K30LM3 cells treated with Cer(d18:0/24:0), Cer(d18:0/24:1) or fenretinide were measured by mito stress test using XF seahorse analyzer. **i** Extracellular acidification rate (ECAR) of K30LM3 cells treated with Cer(d18:0/24:0), Cer(d18:0/24:1) or fenretinide were measured in real time under basal conditions and in response to the indicated inhibitors by seahorse. **j** Glycolysis (**left panel**), glycolytic capacity (**middle panel**) and glycolytic reserve (**right panel**) of K30LM3 cells treated with Cer (d18:0/24:0), Cer (d18:0/24:1) or fenretinide were measured by glycolysis stress test using XF seahorse analyzer. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P< 0.0001.

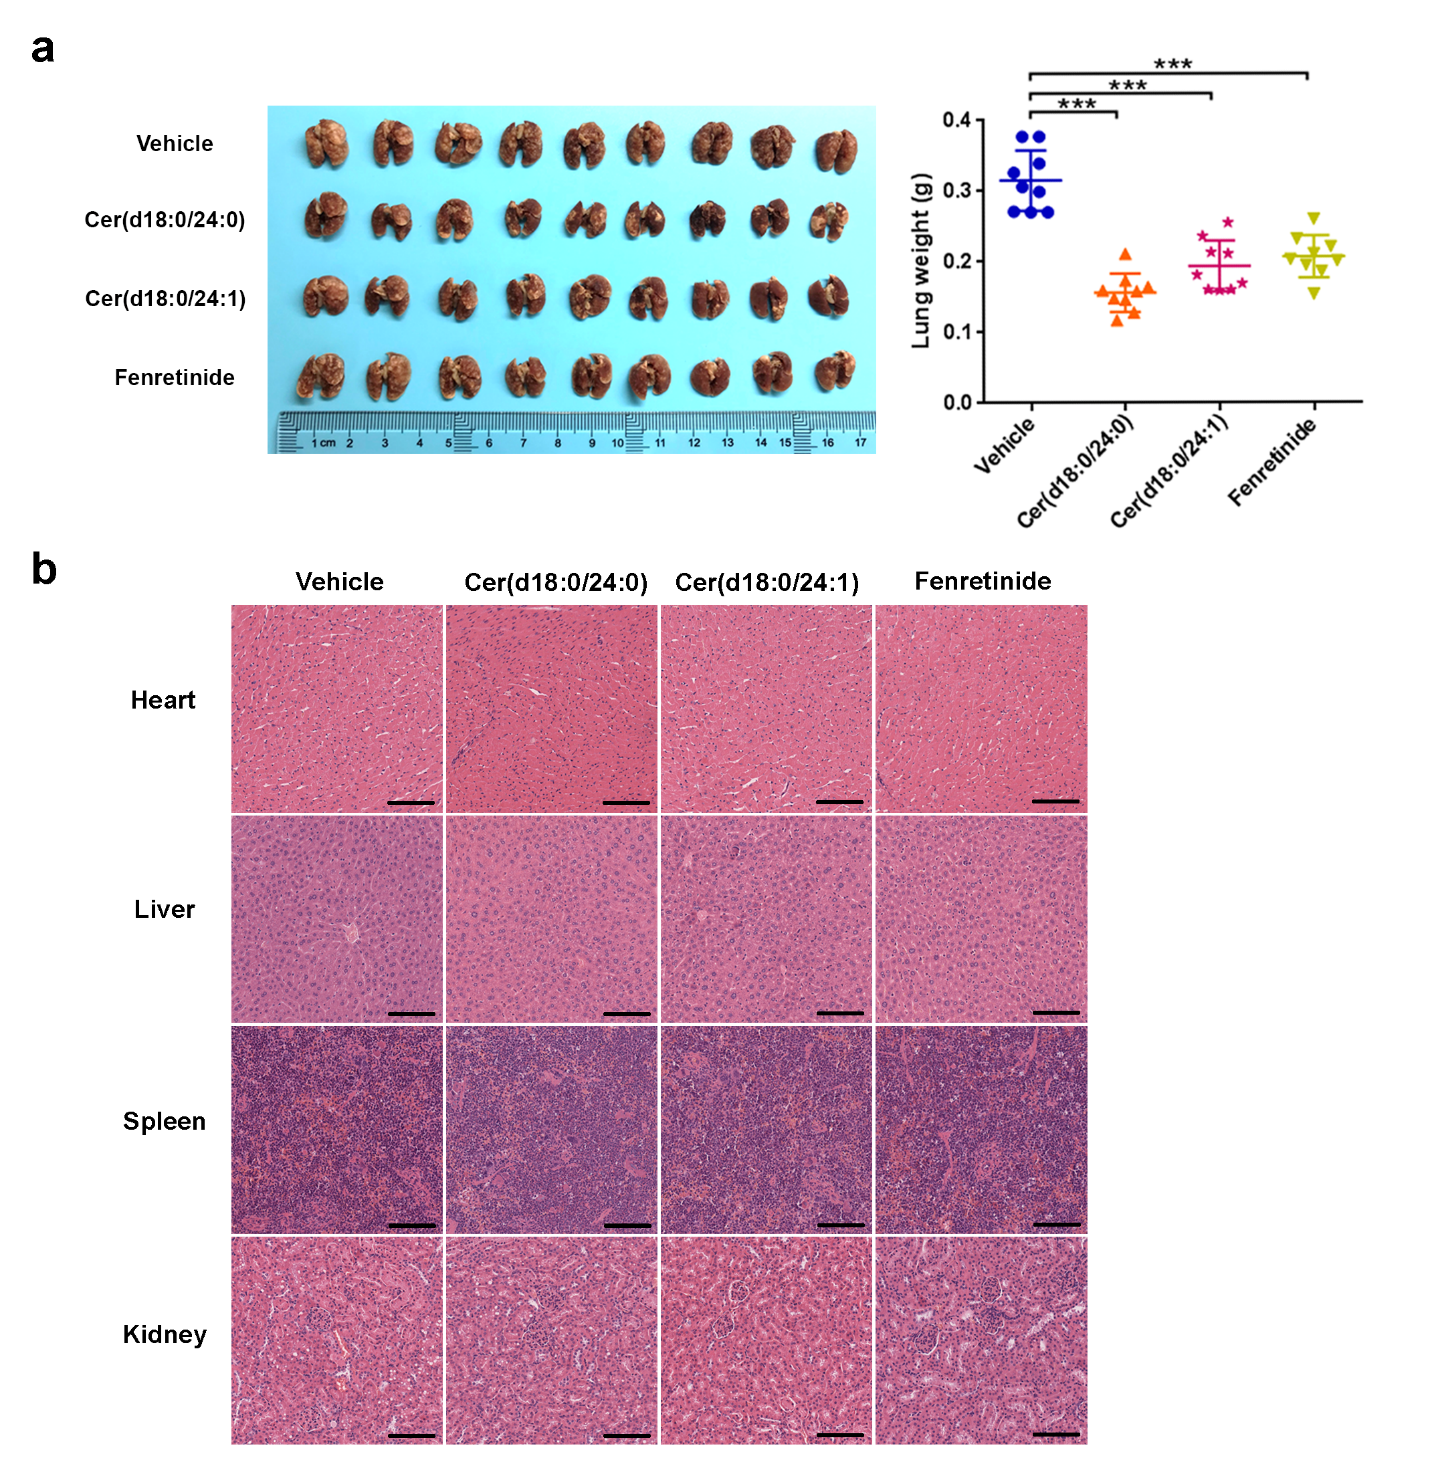

Figure. S6. Treatment of Cer(d18:0/24:0), Cer(d18:0/24:1) or fenretinide decreases the weights of lung metastases with no toxicity.

**a** Photographs of lungs harvested from mice tail-vain injected with K30LM3 cells followed by Cer(d18:0/24:0), Cer(d18:0/24:1), fenretinide or vehicle treatment in each group (**left panel**). Lung weight were then statistically analyzed (**right panel**). **b** Representative H&E images of vital organs harvested from mice tail-vain injected with K30LM3 cells followed by Cer(d18:0/24:0), Cer(d18:0/24:1), fenretinide or vehicle treatment in each group. Scale bar, 100µm. Error bars denote mean ± SD. ***P < 0.001.

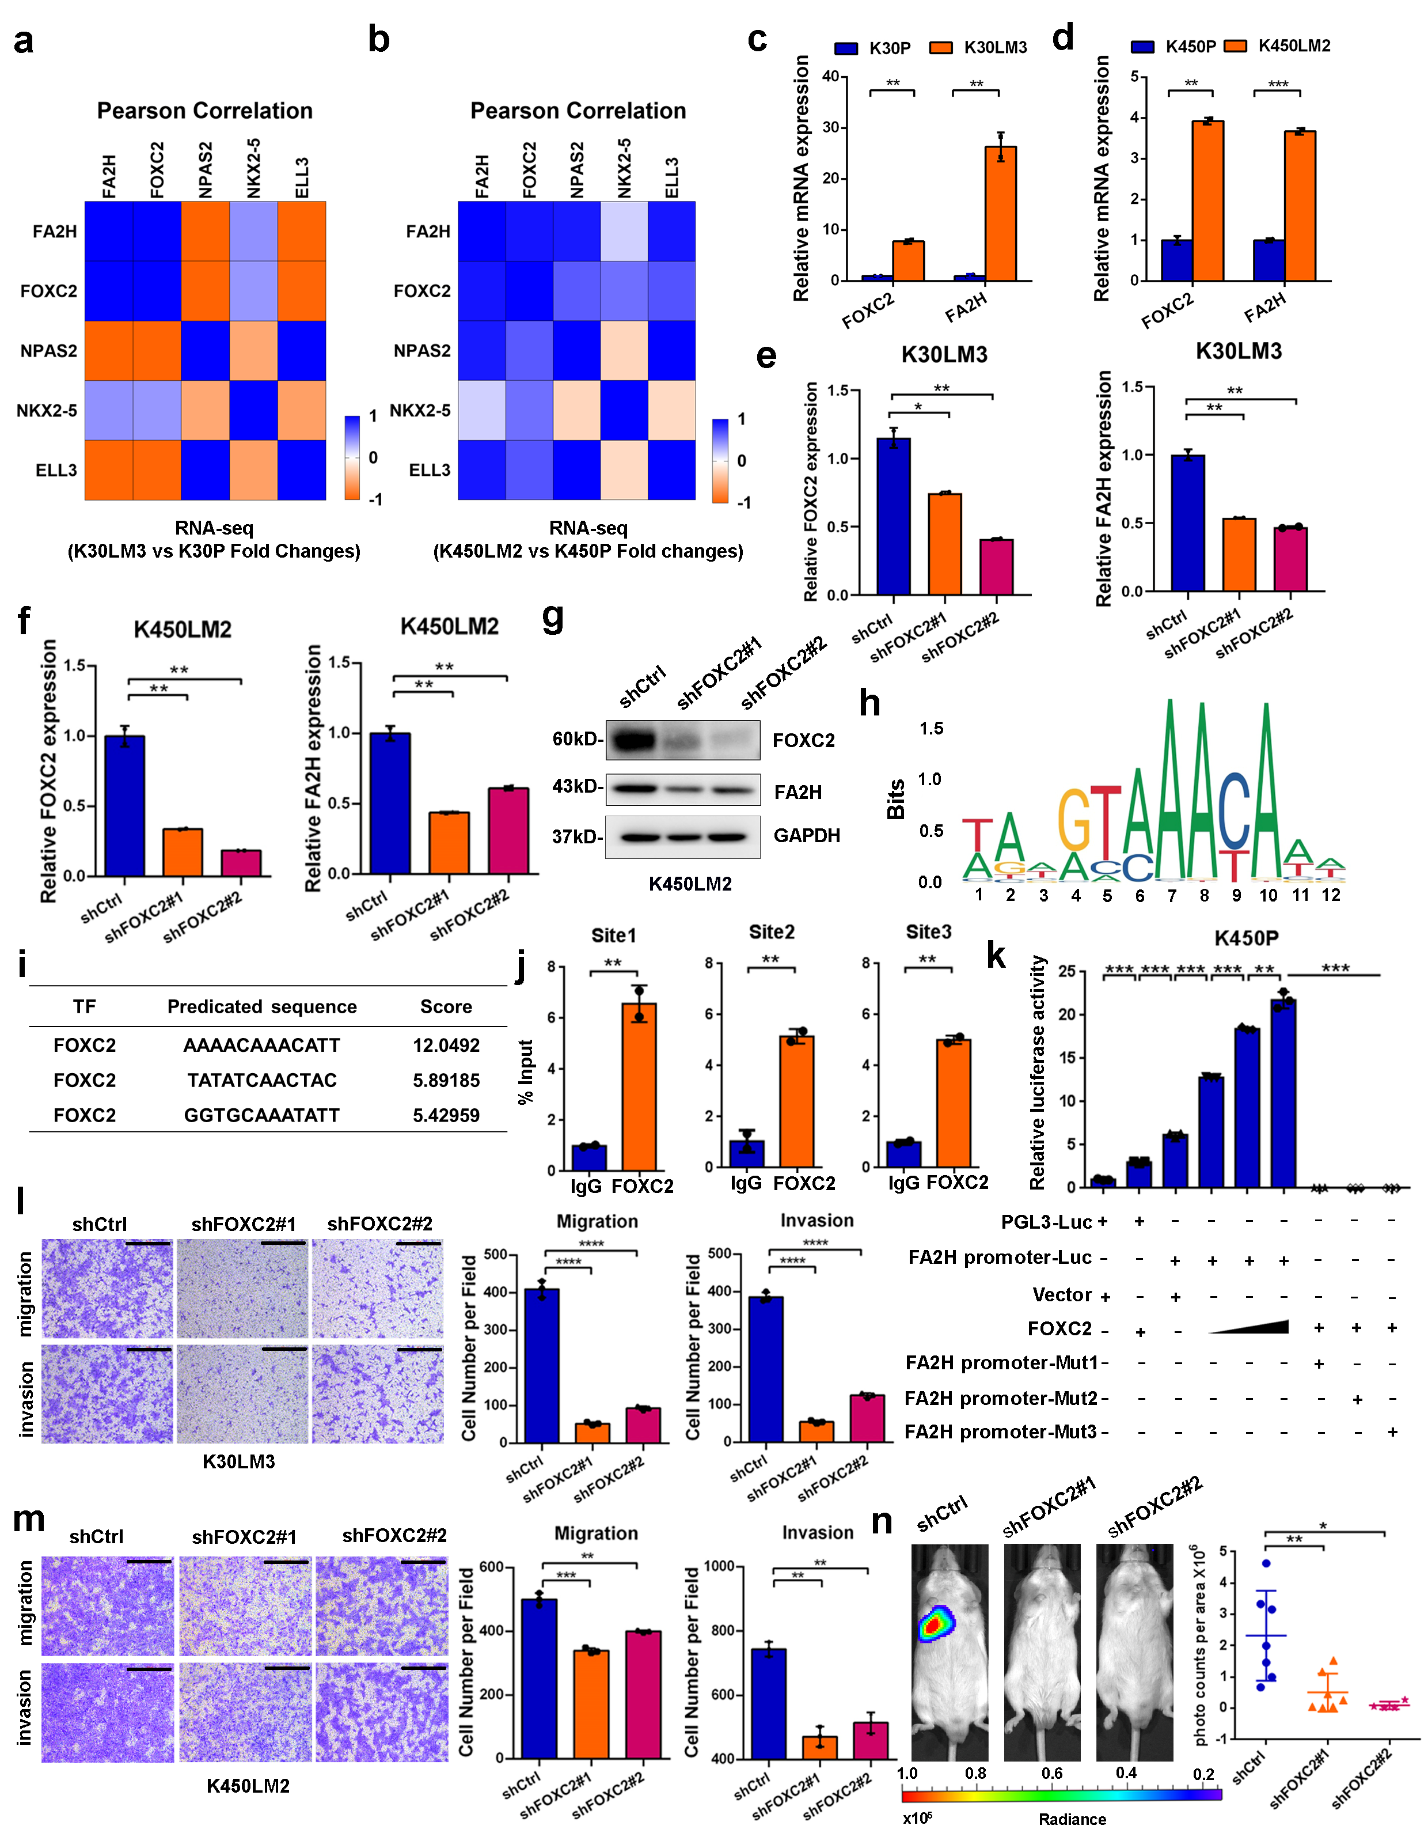

Figure. S7. FOXC2 transcriptionally upregulates *FA2H* and plays pro-metastatic roles in ESCC cells.

**a** Correlation analysis of co-regulated genes in RNA-seq data of K30LM3 and K30P cells. **b** Correlation analysis of co-regulated genes in RNA-seq data of K450LM2 and K450P cells. **c** Quantitative RT-PCR analysis of *FOXC2* and *FA2H* mRNA expression in K30LM3 and K30P cells. **d** Quantitative RT-PCR analysis of *FOXC2* and *FA2H* mRNA expression in K450LM2 and K450P cells. **e** Western blotting analysis of FOXC2 and FA2H protein level in FOXC2-depleted K450LM2 cells. **f** Quantitative RT-PCR analysis of *FOXC2* (**left panel**) and *FA2H* (**right panel**) mRNA expression in FOXC2-depleted K30LM3 cells. **g** Quantitative RT-PCR analysis of *FOXC2* (**left panel**) and *FA2H* (**right panel**) mRNA expression in FOXC2-depleted K450LM2 cells. **h** The binding motif recognized by FOXC2 was analyzed in JASPAR database. **i** The putative binding sequences of FOXC2 were analyzed in JASPAR database. **j** ChIP analysis of FOXC2 occupancy on the *FA2H* promoters in K450LM2 cells. **k** Luciferase activity of the pGL3-luciferase vector (PGL3-Luc), FA2H promoter-luciferase (FA2H promoter-Luc) or mutant FA2H promoter-luciferase (FA2H promoter-Mut1/2/3) reporter gene in K450P cells transiently transfected with FOXC2 or vector, n = 3 wells per group. **l** Transwell assay was performed to evaluate the effect of *FOXC2* silencing on migration and invasion ability of K30LM3 cells. Scale bar, 500µm. **m** Transwell assay was performed to evaluate the effect of *FOXC2* silencing on migration and invasion ability of K450LM2 cells. Scale bar, 500µm. **n** Bioluminescence quantification of lung colonization by K30LM3 expressing shRNA targeting *FOXC2*, or a control hairpin (shCtrl). Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P< 0.0001.

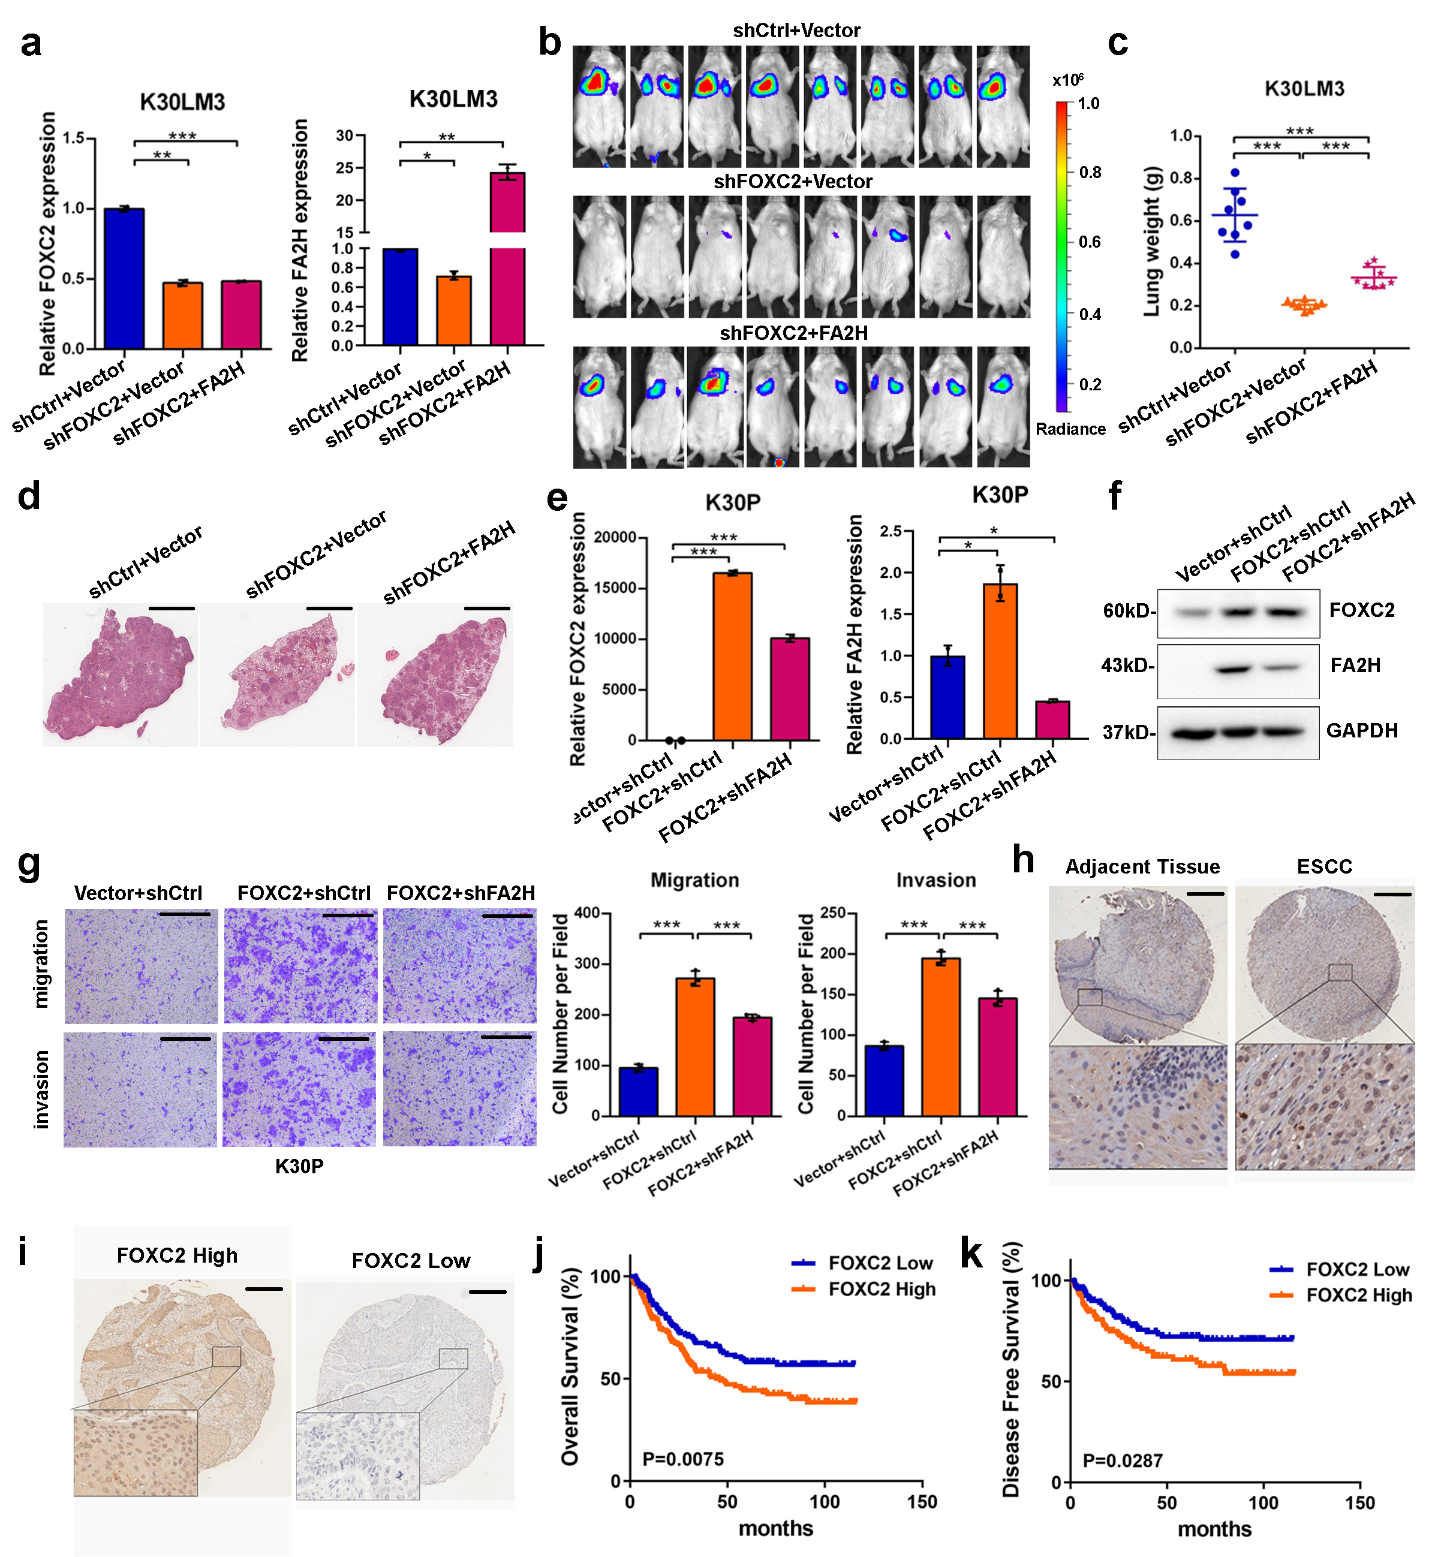

Figure. S8. Functional interplay between FOXC2 and FA2H in ESCC metastasis.

**a** Quantitative RT-PCR analysis of *FA2H* mRNA expression in K30LM3 expressing shRNA targeting *FOXC2*, shRNA targeting *FOXC2* with additional *FA2H* overexpression, or a control hairpin (shCtrl). **b** Bioluminescence imaging of mice intravenously injected with K30LM3 expressing shRNA targeting *FOXC2*, shRNA targeting *FOXC2* with additional *FA2H* overexpression, or a control hairpin (shCtrl). n = 8 mice per group. **c** Statistical analysis of lung weight from mice intravenously injected with K30LM3 expressing shRNA targeting *FOXC2*, shRNA targeting *FOXC2* with additional *FA2H* overexpression, or a control hairpin (shCtrl). **d** Representative H&E staining shows the lung metastatic lesions of mice among each group. Scale bar, 3mm. **e** Quantitative RT-PCR analysis of *FOXC2* and *FA2H* mRNA expression in K30P stably overexpressing *FOXC2* with or without additional *FA2H* depletion. **f** Western blotting analysis of FOXC2 and FA2H protein level in K30P stably overexpressing *FOXC2* with or without additional *FA2H* depletion. **g** Transwell assay was performed to evaluate the effect of *FOXC2* overexpression with or without additional *FA2H* depletion in K30P cells. Scale bar, 500µm. **h** Representative images of immunohistochemical staining of FOXC2 protein in adjacent and ESCC tissues. Scale bar, 400µm. **i** Representative images of FOXC2 staining intensity in ESCC tissues. Scale bar, 400µm. **j, k** Kaplan-Meier analysis of overall survival (**j**) and disease-free survival (**k**) in ESCC patients with high or low FOXC2 expression (n = 306). The high or low expression of FA2H or FOXC2 in Kaplan-Meier analysis was stratified by median FA2H or FOXC2 protein levels from IHC staining quantifications. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

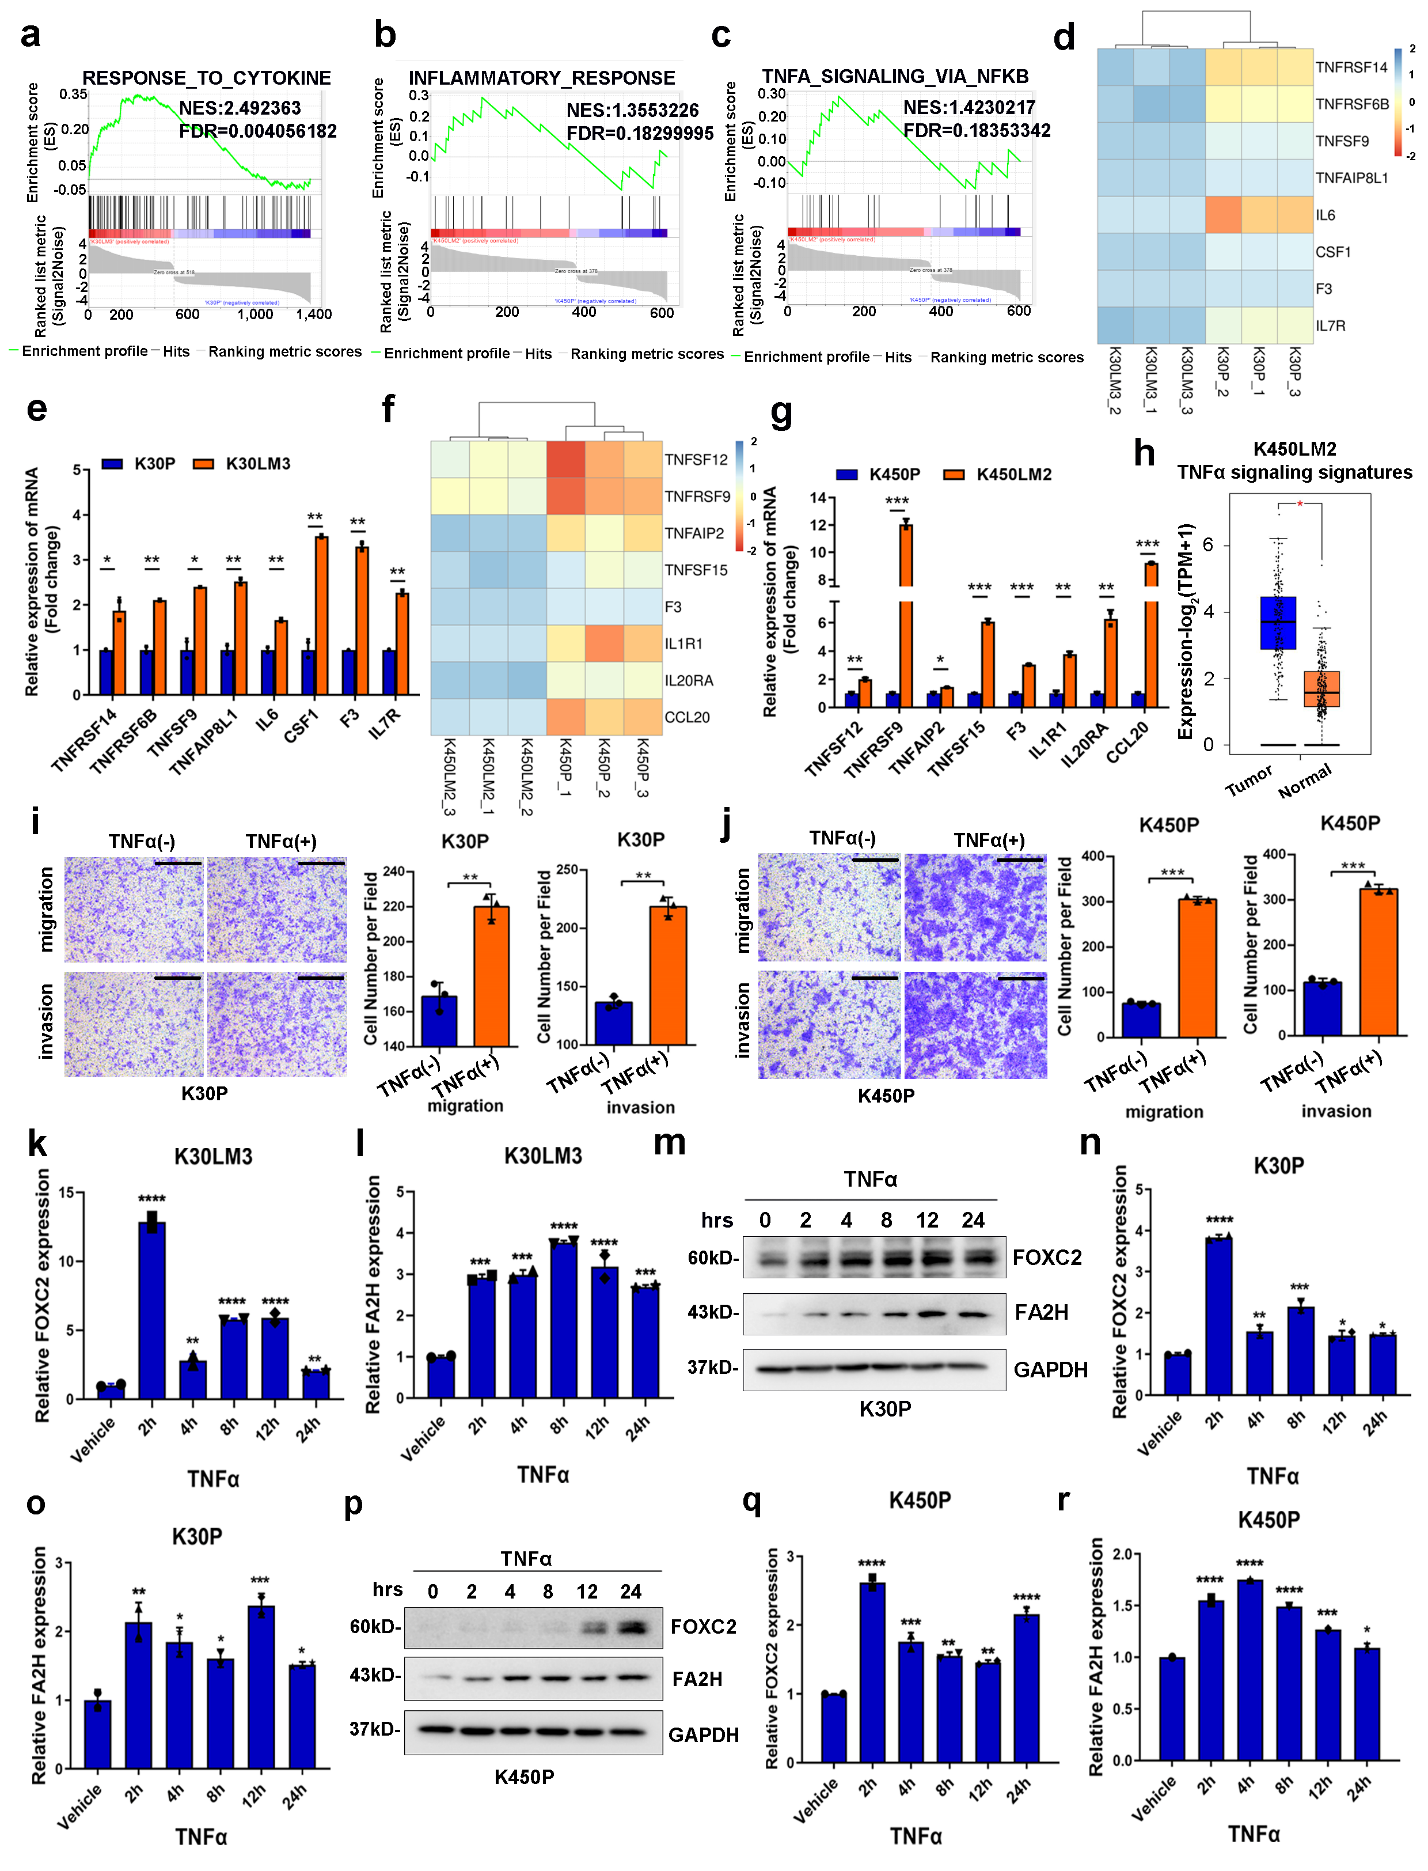

Figure. S9. TNFα is implicated in the regulation of FOXC2-FA2H axis

**a** Gene set enrichment analysis shows ‘response to cytokine’ was significantly enriched in K30LM3 relative to K30P cells. Each of the black bars represents a gene in the pathway. **b, c** Gene set enrichment analysis shows ‘inflammatory response’ (**b**) and ‘TNFα signaling via NF-κB’ (**c**) signatures were significantly enriched in K450LM2 relative to K450P cells. Each of the black bars represents a gene in the pathway. **d, e** A heatmap showing the differential expression of selected genes involved in ‘TNFα signaling via NF-κB’ and ‘response to cytokine’ pathway between K30LM3 and K30P cells (**d**), which were further validated by quantitative RT-PCR analysis (**e**). **f, g** A heatmap showing the differential expression of selected genes involved in ‘inflammatory response’ and ‘TNFα signaling via NF-κB’ between K450LM2 and K450P cells (**f**), which were further validated by quantitative RT-PCR analysis (**g**). **h** Analysis of TNFα signaling gene signature identified from K450LM2 cells in TCGA ESCA dataset using GEPIA2 tool. **i, j** Transwell assay was performed to evaluate the effect of TNFα on migration and invasion ability of K30P cells (**i**) and K450P cells (**j**). Scale bar, 500µm. **k, l** Quantitative RT-PCR analysis of *FOXC2* (**k**) and *FA2H* (**l**) mRNA expression in K30LM3 cells treated with TNFα at different time points.  **m** Western blotting analysis of FOXC2 and FA2H protein level after TNFα treatment at different time points in K30P cells. **n, o** Quantitative RT-PCR analysis of *FOXC2* (**n**) and *FA2H* (**o**) mRNA expression in K30P cells treated with TNFα at different time points. **p** Western blotting analysis of FOXC2 and FA2H protein level after TNFα treatment at different time points in K450P cells. **q, r** Quantitative RT-PCR analysis of *FOXC2* (**q**) and *FA2H* (**r**) mRNA expression in K450P cells treated with TNFα at different time points. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

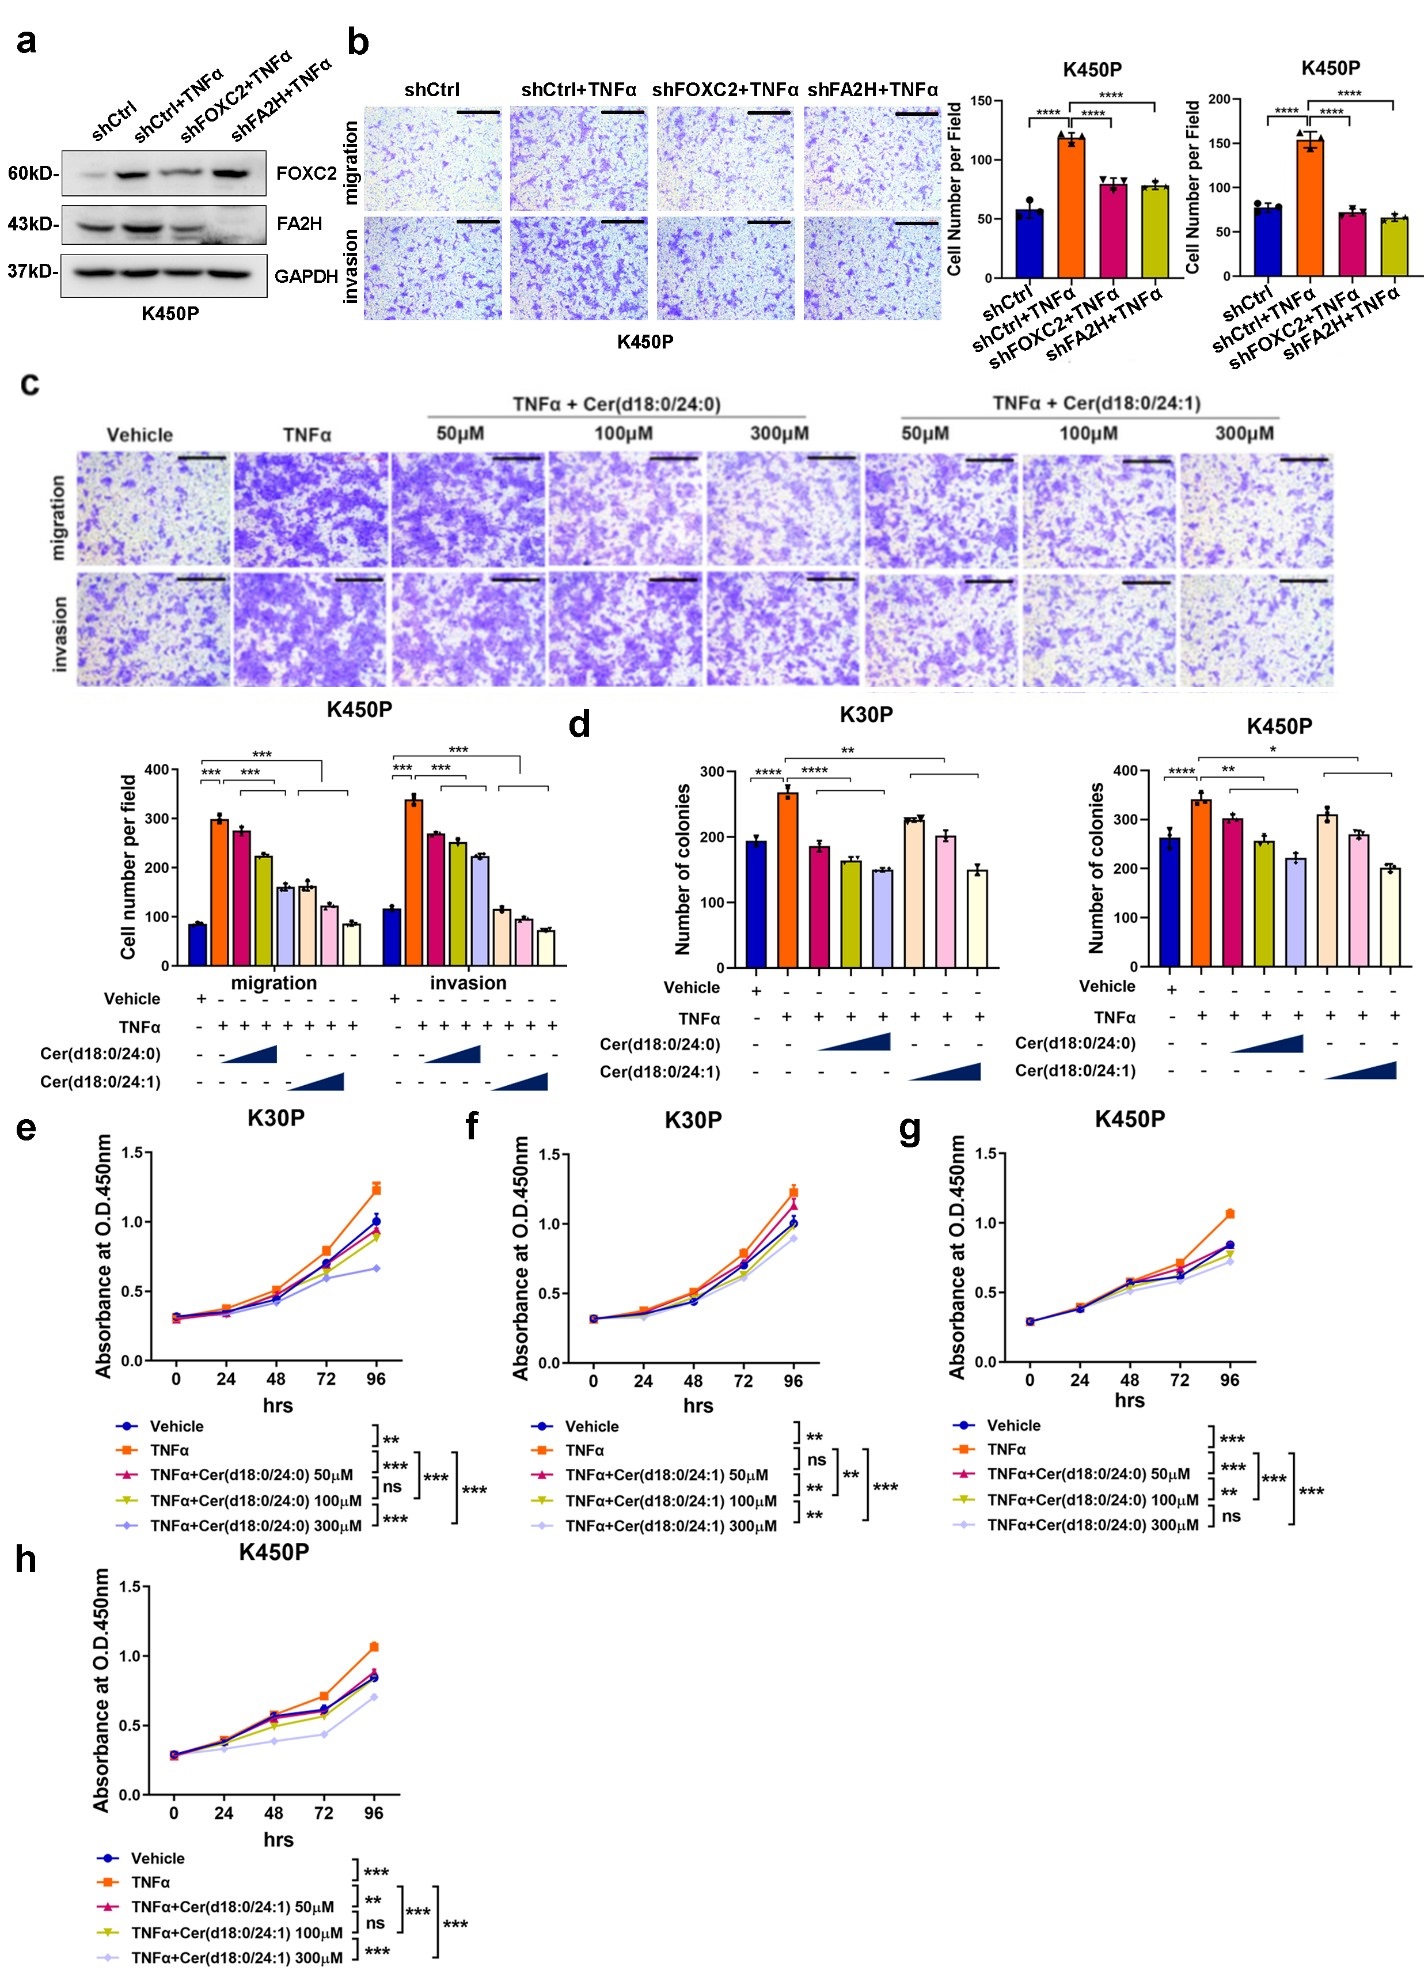

Figure. S10. Oncogenic functions of TNFα can be inhibited by depleting FOXC2-FA2H axis or treatment of Cer(d18:0/24:0) or Cer(d18:0/24:1).

**a** Western blotting analysis of TNFα-induced FOXC2 and FA2H protein level in K450P expressing shRNA targeting *FOXC2, FA2H* or a control hairpin (**shCtrl**). **b** Transwell assay was performed to evaluate the effect of TNFα-induced FOXC2 and FA2H expression on migration and invasion ability of K450P cells. Scale bar, 500µm. **c** Representative images of K450P transwell assay with TNFα treatment alone or in combination with Cer(d18:0/24:0) or Cer(d18:0/24:1) in a serial concentration. Scale bar, 500µm. **d** Measurement of K30P (**left panel**) and K450P (**right panel**) cell clonogenic ability under TNFα treatment alone or in combination with Cer(d18:0/24:0) or Cer(d18:0/24:1) in a serial concentration. **e, f** The K30P cell proliferation under TNFα treatment alone or in combination with Cer(d18:0/24:0) (**e**) or Cer(d18:0/24:1) (**f**) in a serial concentration was assessed by CCK-8 assay. **g, h** The K450P cell proliferation under TNFα treatment alone or in combination with Cer(d18:0/24:0) (**g**) or Cer(d18:0/24:1) (**h**) in a serial concentration was assessed by CCK-8 assay. Error bars denote mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**References**

1 Minn, A. J. *et al.* Genes that mediate breast cancer metastasis to lung. *Nature* **436**, 518-524 (2005).

2 Li, X. *et al.* A S100A14-CCL2/CXCL5 signaling axis drives breast cancer metastasis. *Theranostics* **10**, 5687-5703 (2020).

3 Cantor, J. R. *et al.* Physiologic Medium Rewires Cellular Metabolism and Reveals Uric Acid as an Endogenous Inhibitor of UMP Synthase. *Cell* **169**, 258-272 e217 (2017).

4 Wang, Q. *et al.* A hierarchical network of transcription factors governs androgen receptor-dependent prostate cancer growth. *Mol. Cell* **27**, 380-392 (2007).

**Supplementary Table 1.**

Information of primers

**Supplementary Table 2.**

Differentially expressed genes identified from RNA-seq analysis

**Supplementary Table 3.**

The results of Lipidomics

**Supplementary Table 4.**

The raw data of figures as indicated

**Data S1.**

The raw data of Western blot

# Supplementary material for: Dysregulated ceramides metabolism by fatty acid 2-hydroxylase exposes a metabolic vulnerability to target cancer metastasis
**Source:** Signal Transduct Target Ther. 2022 Oct 24;7:370. doi: 10.1038/s41392-022-01199-1
**Supplement:** Supplementary file 6 — The raw data of Western blot

## Slide 1

The raw data of Western blot

## Slide 2

Fig.2h
Fig.2i
FA2H
40KD
GAPDH
35KD
55KD
FA2H
40KD
GAPDH
35KD
Fig.2l
40KD
35KD
FA2H
GAPDH
40KD

## Slide 3

Fig.5d
Fig.5c
70KD
FOXC2
55KD
70KD
55KD
FOXC2
FA2H
40KD
40KD
GAPDH
35KD
40KD
FA2H
GAPDH
35KD

## Slide 4

Fig.5h
70KD
FOXC2
55KD
40KD
GAPDH
35KD
FA2H
40KD

## Slide 5

Fig.6c
Fig.6e
70KD
FOXC2
55KD
40KD
FA2H
40KD
GAPDH
35KD
70KD
FOXC2
55KD
55KD
FA2H
40KD
40KD
GAPDH
35KD

## Slide 6

Fig.S3k
Fig.S4b
55KD
FA2H
40KD
40KD
GAPDH
35KD
55KD
FA2H
40KD
GAPDH
35KD

## Slide 7

Fig.S7g
Fig.S8f
70KD
FOXC2
55KD
FOXC2
55KD
40KD
FA2H
GAPDH
35KD
55KD
FA2H
40KD
GAPDH
35KD
40KD

## Slide 8

Fig.S9m
Fig.S9p
70KD
FOXC2
55KD
40KD
FA2H
35KD
GAPDH
70KD
FOXC2
55KD
FA2H
40KD
40KD
GAPDH
35KD

## Slide 9

Fig.S10a
70KD
FOXC2
55KD
FA2H
40KD
40KD
GAPDH
35KD

How the deposited data were processed for this re-analysis (not part of the article)

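RNA levels were measured in 12 libraries, 3 each of the parental lines K30P and K450P and of their lung-selected derivatives K30LM3 and K450LM2. The FPKM values were made by the authors before deposit, according to the submitters' processing notes, by trimming reads with Trimmomatic 0.36 after FastQC, aligning them with STAR 2.5.1b to hg19 and quantifying genes with RSEM 1.2.29. The authors' notes also name edgeR 3.8.5. Counts were not used here. The values are written with 2 decimals and no normalization between libraries is named. Depth was estimated from the spacing of the lowest values of 30584 genes with 1 annotated transcript, with a mean fragment length of 210 that gave the clearest steps. The estimates ran from 21.5 to 29.2 M fragments per library, and the steps had a periodicity of 0.827 to 0.845 against at most 0.0936 in shuffled values. Genes that receive only a few fragments at this depth vary by counting alone, which is why low genes were left out of the tests.

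Values were analyzed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on log2(FPKM + 0.1), with the 6 libraries of each line fitted alone and two-sided p-values adjusted by the Benjamini-Hochberg method. A gene was tested when at least 3 of the 6 libraries had an FPKM of at least 1, and called at an adjusted p below 0.05 and a fold change above 2. The difference between the lines was the interaction term of 1 limma fit over all 12 libraries. Overlaps were tested with a one-sided Fisher's exact test over the genes tested in both lines. Levels are given as mean ± SD of 3 libraries and fold changes with the standard error of the limma coefficient.

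Gene lists were written from general knowledge before the data were examined, as were most alternatives. The tests of scaling, of the 16q arm, of exchanged libraries and of other cell types were chosen after the results were seen. There were 29 lists, covering EMT, junction, squamous differentiation, basal, integrin, TGFβ and BMP, anoikis, TNFα and NF-κB, interferon, sphingolipid, sphingolipidosis, fatty acid, cholesterol, glycolysis, oxidative phosphorylation, cell cycle, unfolded protein response, hypoxia, HOX, metallothionein and 16q22-q24 genes, markers of fibroblasts, endothelium, leukocytes and lung epithelium, and 4 groups of genes chosen in the paper. Values in Supplementary Table 2 had been seen when they were written. Lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and among the called genes alone, and their medians were compared with 10000 random lists matched on expression in 20 bins. Named genes were the 10 largest rises and falls per line among called genes with separate libraries and a mean of at least 5 FPKM in the higher group, up to 4 called members per list and direction, and the genes the paper names. *AXL*, *RUNX2*, *HEXA*, *ASAH1*, *PSAP* and *SPRR1B* fall outside this rule and were chosen after their values were seen. Single values of some list members are not reported.

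Chromosome arms were taken by gene ID from GENCODE v29, which describes the assembly GRCh38, whereas the data were aligned to hg19, so no coordinates are given. Of the gene IDs, 51828 matched. The alternatives were pseudocounts of 1 and 0.01, no filter, a minimum of 5 FPKM, quantile normalization, median centering, 1 fit of all 12 libraries, a replicate block, eBayes without a trend, a fold threshold of 1.5 and leaving out each library in turn. The procedure was tested on simulated data with 3 libraries against 3, where 95.5% of genes with a 2.5-fold change were called at the spread of KYSE30 and 100% at that of KYSE450, and 4 of 14029 and 4 of 13362 unchanged genes were called. The changed genes were drawn from those with at least 2 FPKM in every parental library, which is stricter than the minimum for a test, with independent noise for each gene. These shares therefore do not cover genes that start lower. The qRT-PCR, lipid, protein, animal and patient data of the paper were not part of the deposited table and were left out.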

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

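The tests on scaling, on the 16q arm, on exchanged libraries and on other cell types were chosen only after the result was seen, whereas the splits of the libraries and the olfactory receptor test were set before.

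Differences between the 2 lines in the change after selection were tested with the limma interaction term over 12 libraries. Each line had a single selected population, after 3 rounds of selection in KYSE30 and 2 in KYSE450. These differences therefore mix line, number of rounds and the outcome of a single selection, and their p-values cover only the spread between libraries. The change in KYSE30 minus that in KYSE450 was 5.85 on the log2 scale for *CDH2*, 5.47 for *VIM*, 4.55 for *IL6*, 3.00 for *ICAM1*, 2.13 for *TNFRSF6B*, 2.02 for *NKX2-5*, 1.9 for *TNFRSF14* and 1.81 for *FA2H*. It was 1.70 for *HES2*, 1.64 for *IL7R*, 1.61 for *TNFSF9*, 1.56 for *EGR1*, 1.30 for *TNFAIP8L1* and 1.00 for *MEF2A*. The change was larger in KYSE450 for *IL1R1* (−1.03), *IL20RA* (−1.29) and *CCL20* (−1.45), and *HEY1*, a Notch target gene, fell in K30LM3 alone (−3.57). With a pseudocount of 1 the difference was 0.281 for *NKX2-5* (adjusted p = 0.0625 from limma), 0.263 for *FA2H* (adjusted p = 0.053) and 0.0509 for *IL1R1* (adjusted p = 0.778), and the other 15 genes kept their direction and an adjusted p below 0.05. In all, 27 genes were called in opposite directions in the 2 lines.

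Gene lists also differed between the lines by limma's camera on the interaction term. Squamous differentiation genes had adjusted p = 0.00012, sphingolipidosis genes 0.00617, fatty acid genes 0.0117, glycolysis genes 0.0405, cell cycle genes 6.52e-25 and unfolded protein response genes 3.68e-05. With an estimated correlation, squamous differentiation (0.0156) and cell cycle genes (0.00782) stayed below 0.05 and the other 4 did not.

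Signals also appeared in gene lists whose expression in these libraries the paper does not report, by camera at the preset correlation. In K30LM3 the adjusted p was 7.48e-23 for cell cycle genes (upward), 2.05e-06 for unfolded protein response genes (upward), 2.75e-06 for 16q22-q24 genes (upward), 0.00714 for metallothionein genes (upward), 0.0482 for fatty acid genes (downward) and 0.0482 for oxidative phosphorylation genes (downward). In K450LM2 it was 1.18e-05 for squamous differentiation genes (downward), 0.00675 for oxidative phosphorylation genes (downward), 0.0126 for metallothionein genes (upward) and 0.0236 for fibroblast markers (upward). With an estimated correlation none of these 10 had an adjusted p below 0.05, with values from 0.108 to 0.58.

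The excess of lower genes in K30LM3, with 2.21 lower genes per higher gene, may be technical or biological. A different scale factor per library is unlikely to be the cause, as median centering left a ratio of 1.83. Quantile normalization gave 1.13, as a trend with expression level between the libraries would, but it would also remove a real shift. Genomic DNA in the K30P libraries stays open, since olfactory receptor genes summed to 1.64 times the K30LM3 level with overlapping libraries. The estimated depth was 26.5 ± 2.6 M fragments (SD, n = 3) in K30P and 24.9 ± 3.1 M in K30LM3, with overlapping libraries. These depths, compared after the result was seen, do not show K30LM3 as sequenced more deeply. Because the libraries overlap, they cannot decide whether depth contributes, and deeper sequencing of K30P was not tested.

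The list of 16q22-q24 genes near *FA2H*, which leaves out *FA2H* itself, was shifted upward in K30LM3 by camera (adjusted p = 2.75e-06, or 0.232 with an estimated correlation), with 7 of 83 genes called higher and 1 lower. On the whole arm 20 of 294 were called higher and 8 lower. A gain of the arm by selection could explain such a shift. Scaling is an unlikely explanation, since the 16q22-q24 list kept a median change of 0.255 after quantile normalization. The share of 16q genes above the median of all genes was 71.8%, which cannot decide whether the whole arm is shifted. The list's median of 0.29 lay above 10000 random lists matched on expression (95% range −0.12 to 0.0936), so a trend with expression level does not account for it. This is not special to 16q, as the arms 10p, 12q, 13q and 21q also lay above all random lists in K30LM3 and 1p, 16p and 20q below them. A shift of 16q is unlikely to be the whole cause of the *FA2H* rise in both lines, as the list's median in K450LM2 was −0.00155. *FA2H* lay above 98.8% and 96.4% of the list. The study singled it out for its rise in both lines, so this rank adds no support.

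*VIM* and *CDH2* changed in opposite directions in the 2 lines, which could reflect different routes of selection in the lines, for which no test was run. An exchange of single libraries between groups is unlikely, since 12 of 12 libraries had their nearest library in their own group. An exchange of whole groups between the lines is unlikely too, as selected and parental libraries of 1 line correlated at r of at least 0.951, against at most 0.785 between the lines. An exchange of the parental and selected labels within 1 line was not tested here. It would turn round the rises of *FA2H* and *FOXC2* in that line, which the paper also reports in LM cells by qRT-PCR and Western blot, whereas the paper's higher Vimentin goes against the labeled fall of *VIM* in K450LM2. The 41 markers of leukocytes, endothelium and fibroblasts had a median of 0.0967 FPKM in K30LM3, against 0.12 in K30P. This gives no sign of many other human cells. In K450LM2 *CDH2* fell from 3.08 to 0.06 FPKM, which other cells could cause only by making up nearly the whole culture, and the highest median of the 3 marker groups was 0.227 FPKM there. The markers are human genes from an alignment to hg19, while the cells were regrown from mouse lung. These medians therefore cannot exclude mouse cells, and a pooled median can miss a single cell type.

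Splitting the 6 libraries of a line in the 10 possible ways cannot give a share under 0.05. For the called genes of each line, 1 of 10 splits reached the count, with at most 1 and 1 higher and lower genes in the other splits of KYSE30 and 2 and 2 in KYSE450. For the overlaps and the opposite genes 1 of 100 pairs of splits did, with at most 1 gene in the others, and for the interaction 1 of 100 did, with at most 5468 genes in pairs that keep 1 line as it is. For the camera p, 4 of 10 splits in KYSE30 (smallest other p 0.0149, real 0.0245) and 2 in KYSE450 (0.0861, real 0.109) did for EMT, 3 (0.00839, real 0.0522) and 5 (0.339, real 0.781) for TNFα and NF-κB, and 1 (0.118, real 0.116) and 5 (0.425, real 0.773) for sphingolipid genes.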

How the results depend on the processing

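The alternatives for the genes changed in opposite directions were chosen only after the data were seen, and all others were set before. Of 264 values of the main comparisons under the alternatives, 225 kept direction and side of the threshold of adjusted p, or stayed within 1.5 times for counts, 30 counts or values moved, 7 became stronger and 2 reversed. For single named genes, 3156 of 3207 values (219 results) kept direction and side of that threshold, 51 lost significance and none reversed. The fold threshold did not enter this count, and many named genes were picked because they were called. It therefore does not measure how stable the calls are. The counts of higher and lower genes were 244 and 386 in K30LM3 and 157 and 113 in K450LM2 with a pseudocount of 1, 617 and 1349, and 471 and 276 without the filter, 185 and 316, and 102 and 84 at a minimum of 5 FPKM (fewer genes tested), and 1142 and 2087, and 644 and 381 at a fold of 1.5. Genes higher in both lines numbered 19, 64, 9 and 90 under these 4 settings, and genes in opposite directions 13, 52, 7 and 147. Genes lower in both numbered 10 with a pseudocount of 1, 6 at 5 FPKM and 71 at a fold of 1.5. The EMT list in K30LM3 reached an adjusted p of 0.0186 without the filter, 0.0464 in 1 fit of 12 libraries and 0.000263 among called genes, and 0.0431 to 0.0764 with 1 library left out. With an estimated correlation it had 0.255. The TNFα and NF-κB list in K30LM3 reached 0.0217 without the filter and 0.000263 among called genes, and had 0.378 with an estimated correlation. Nearly every list tested among the called genes of K30LM3 moved upward. Directions reversed in 2 cases, that of sphingolipid genes in K30LM3 among called genes (0.0495, upward) and that of the TNFα and NF-κB list in K450LM2 without the filter (0.719, upward). *FOXC2* in K30LM3 had a log2 fold change of 2.02 (adjusted p = 0.00176 from limma) without the filter, 0.71 with a pseudocount of 1 and 2.60 with 0.01, and in K450LM2 0.64 with a pseudocount of 1. *FA2H* in K30LM3 kept its adjusted p below 0.05 with a log2 fold change of 1.50 at a pseudocount of 1, and in K450LM2 with 1.23. As *FOXC2* fails the filter, it has no values for the other alternatives. With 1 library left out the counts in K30LM3 were 368 to 386 and 776 to 863, those in K450LM2 273 to 297 and 169 to 194, and *FA2H* had log2 fold changes of 3.08 to 3.29 and 1.28 to 1.41. With the replicate block the counts were 379 and 832 in K30LM3 and 273 and 176 in K450LM2. In KYSE30 libraries with the same number did not correlate best with each other (−0.045, 0.006 and −0.073, against up to 0.089, 0.0091 and 0.04 for other numbers). In KYSE450 they did, at low values (0.11, 0.039 and 0.031, against up to −0.047, 0.037 and 0.0074). Pairing therefore stays open in KYSE450, and the numbers are not taken as pairs in the main fits. Beyond the number of genes tested, the cause was not tested.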

Differences from the paper's values

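None of the tests behind these values was chosen after the result was seen. Counts are taken to differ when one is more than 1.5 times the other, and log2 fold changes when they differ by more than the replicate SD on the log2 scale. The paper reports 52 genes upregulated in both lines and 30 were found here, without a difference under no filter (64) and quantile normalization (35) and with one under all other alternatives set before the data were examined. The other values of the paper are log2 fold changes from Supplementary Table 2. For *FA2H* the paper's 3.92 in K30LM3 stands against 3.16, under every alternative set before that gives it a value (it is below the minimum of 5 FPKM). Its 1.23 in K450LM2 stands against 1.35, without a difference at a pseudocount of 1 (1.23), quantile normalization (1.33), median centering (1.32), without K450P replicate 3 (1.28) and without K450LM2 replicate 2 (1.32). For *ICAM1* in K30LM3 the paper's 5.93 stands against 4.38, for *F3* in K30LM3 its 1.06 against 0.96, for *CDH2* its 1.74 and −6.33 against 1.53 and −4.32, and for *IL6* in K30LM3 its 6.19 against 5.74, in each case under every alternative that gives a value (*CDH2* is below the minimum of 5 FPKM). For *ICAM1* in K450LM2 its 2.90 stands against 1.38, and the alternatives that give it a value, pseudocounts of 1 and 0.01 and no filter, do not remove the difference. For *CYBA* in K450LM2 its 7.13 stands against 5.30, a value set by the pseudocount because K450P is listed near 0, with 2.39 at a pseudocount of 1 and 7.98 at 0.01 on either side of the paper's, and no alternative set before that gives it a value removes the difference. For *CYBA* in K30LM3 the paper's 4.24 stands against 4.49, without a difference when K30P replicate 1 is left out (4.38). A pseudocount of 0.01 removes the difference for *FOXC2* in K30LM3 (the paper's 2.67, 2.02 here, 2.60 with it), *NKX2-5* in K30LM3 (the paper's 3.84, 3.14 here, 3.92 with it), *VIM* in K30LM3 (the paper's 4.94, 4.70 here, 4.80 with it, 4.89 with quantile normalization) and *TNF* in K450LM2 (the paper's 3.53, 2.63 here, 3.59 with it), and the other alternatives that give a value do not.

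Some genes in the paper's table were not called here. *F3* in K30LM3 passes the fold threshold with median centering (1.01), and *ELL3* in K30LM3 with quantile normalization (1.18) or without K30P replicate 3 (1.03). Without the filter *FOXC2* in K30LM3, *ICAM1* in K450LM2 (adjusted p = 0.0194 from limma) and *TNF* in K450LM2 (adjusted p = 0.00426) are called. Of the paper's 1502 genes in KYSE30, 1128 were tested and 984 were called in the same direction and 0 in the opposite one, and of its 650 in KYSE450, 436 were tested, 394 called in the same direction and 0 in the opposite one.

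The paper states by qRT-PCR that Slug, Twist, Snail and Vimentin are higher in the selected cells. In the libraries *SNAI2* had log2 fold changes of −0.18 and −0.22, *TWIST1* 0.78 and −0.19, *SNAI1* was too low to test, and *VIM* had 4.70 in K30LM3 and −0.77 in K450LM2. The paper describes EMT and TNFα signaling as enriched among the changed genes. Among the called genes alone camera gave an adjusted p of 0.000263 for both lists in K30LM3, and 0.763 and 0.971 in K450LM2. Nearly every list tested on that background in K30LM3 moved upward. Over all tested genes camera gave an adjusted p of 0.0592 and 0.245 for EMT and 0.0946 and 0.822 for TNFα and NF-κB in K30LM3 and K450LM2. With an estimated correlation these were 0.255 and 0.401, and 0.378 and 0.77. The paper ran GSEA on named signatures, whereas these lists were written from general knowledge, so both the genes and the test differ.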

Other observations

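The values for 17p and for gene types were picked only after the result was seen, and no cause was tested for any value here. The cell cycle list was shifted upward in K30LM3, where all 50 genes were higher at an adjusted p below 0.05 (limma) with a median log2 change of 0.72 (camera adjusted p = 0.163 with an estimated correlation), and *FOXM1*, a transcription factor of dividing cells, rose from 33.5 ± 0.94 FPKM (SD, n = 3) to 72.4 ± 1.4. In K450LM2 8 of 50 were higher and 3 lower at an adjusted p below 0.05 (14 and 8 at an unadjusted p below 0.05), and none passed both thresholds. *HSPA5* and *SDF2L1*, genes of protein folding in the endoplasmic reticulum, rose in K30LM3, *HSPA5* from 254 ± 4.6 to 629 ± 12 FPKM. Squamous differentiation genes moved apart in the 2 lines, with 7 of 28 upregulated and 1 downregulated in K30LM3 and 4 of 27 upregulated and 11 downregulated in K450LM2. By camera that list had adjusted p = 0.11 in K30LM3 and 1.18e-05 in K450LM2, or 0.255 and 0.19 with an estimated correlation. *KLK5* rose from 12.0 ± 0.55 to 150 ± 5.2 FPKM in K30LM3, and *SPRR1B*, a cornified envelope gene, fell from 117 ± 5.8 to 37.6 ± 4.8 in K450LM2. Of 25 and 28 basal genes, 5 were upregulated and 4 downregulated in K30LM3 and 2 upregulated in K450LM2 (camera adjusted p 0.998 and 0.272). *KRT17* and *KRT6A* rose and *SOX2* and *TP63*, which specify squamous epithelium, fell in K30LM3, with reads shared between similar keratins uncertain.

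*ACSL5* and *ELOVL6*, genes of fatty acid activation and elongation, fell in K30LM3, with 2 of 31 fatty acid genes upregulated and 3 downregulated, and none of 30 called in K450LM2 (camera adjusted p 0.519, 10 higher and 4 lower at an unadjusted p below 0.05 in limma). Of 78 oxidative phosphorylation genes 1 was called in K30LM3 and none in K450LM2, and 1 glycolysis gene, *ENO2*, was upregulated in each line, though in K450LM2 not with a pseudocount of 1, quantile normalization or without K450LM2 replicate 2 (camera adjusted p 0.0506 and 0.727). Interferon genes numbered 6 upregulated and 3 downregulated of 55 in K30LM3 and 4 upregulated of 46 in K450LM2 (camera adjusted p 0.0818 and 0.245), and junction genes 2 downregulated of 43, and 5 upregulated and 5 downregulated of 41 (0.255 and 0.316). The hypoxia list had 1 and 2 genes upregulated (0.911 and 0.191), the cholesterol list 1 gene downregulated in K30LM3 and none in K450LM2 (0.0848 and 0.814), and the HOX list 1 upregulated and 2 downregulated in K30LM3 and none in K450LM2 (0.751 and 0.822). Unfolded protein response genes had 2 of 34 upregulated in K30LM3 and none of 36 in K450LM2 (0.272). Of 4 metallothionein genes, *MT2A* and *MT1F* rose in K30LM3 (*MT1F* with an adjusted p of 0.0623 from limma without the filter, and below the fold threshold with a pseudocount of 1 and in 2 of the 6 fits with 1 library left out), and *MT1G*, listed at 0 in K450P, reached 1.85 ± 0.50 FPKM in K450LM2, with reads shared between these genes uncertain. The hub gene list had camera adjusted p = 0.00134 and 0.000508, the transcription factor list 0.0701 and 0.00324, the list from Supplementary Fig. 9d 1.28e-05 and 0.234 and that from Supplementary Fig. 9f 0.00465 and 0.0027, all chosen in the paper on these libraries. With an estimated correlation none was below 0.05, with 0.255 and 0.19 for the hub genes, 0.255 and 0.201 for the transcription factors, 0.194 and 0.576 for the list from Supplementary Fig. 9d and 0.194 and 0.201 for that from Supplementary Fig. 9f.

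Of the marker lists of other cell types, *LUM*, a fibroblast gene, rose from 0.567 ± 0.092 to 2.21 ± 0.35 FPKM and *SCGB1A1*, a lung secretory gene, fell from 82.7 ± 2.1 to 23.9 ± 2.8 in K450LM2. In K30LM3 none of the 2 fibroblast, 2 endothelial, 2 leukocyte and 4 lung genes tested was called (camera adjusted p 0.463, 0.463, 0.751 and 0.477), and in K450LM2 the lung list had 0.519 and the endothelial and leukocyte lists held 1 tested gene each. In K450LM2 250 tested genes of 17p had a median log2 change of 0.42, with 94.8% above the median of all genes and 0.383 after quantile normalization. In K30LM3 genes other than protein-coding ones made up 252 of the lower calls and 38 of the higher ones.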
